# Multi-Omics Profiling Identifies Microglial Annexin A2 as a Key Mediator of NF-κB Pro-inflammatory Signaling in Ischemic Reperfusion Injury

**DOI:** 10.1016/j.mcpro.2024.100723

**Published:** 2024-01-20

**Authors:** Xibin Tian, Wuyan Yang, Wei Jiang, Zhen Zhang, Junqiang Liu, Haijun Tu

**Keywords:** cerebral ischemia-reperfusion, multi-omics, inflammation, oxygen-glucose deprivation and reoxygenation, microglia, neuronal death

## Abstract

Cerebral stroke is one of the leading causes of mortality and disability worldwide. Restoring the cerebral circulation following a period of occlusion and subsequent tissue oxygenation leads to reperfusion injury. Cerebral ischemic reperfusion (I/R) injury triggers immune and inflammatory responses, apoptosis, neuronal damage, and even death. However, the cellular function and molecular mechanisms underlying cerebral I/R-induced neuronal injury are incompletely understood. By integrating proteomic, phosphoproteomic, and transcriptomic profiling in mouse hippocampi after cerebral I/R, we revealed that the differentially expressed genes and proteins mainly fall into several immune inflammatory response–related pathways. We identified that Annexin 2 (Anxa2) was exclusively upregulated in microglial cells in response to cerebral I/R *in vivo* and oxygen-glucose deprivation and reoxygenation (OGD/R) *in vitro*. RNA-seq analysis revealed a critical role of Anxa2 in the expression of inflammation-related genes in microglia *via* the NF-κB signaling. Mechanistically, microglial Anxa2 is required for nuclear translocation of the p65 subunit of NF-κB and its transcriptional activity upon OGD/R in BV2 microglial cells. Anxa2 knockdown inhibited the OGD/R-induced microglia activation and markedly reduced the expression of pro-inflammatory factors, including TNF-α, IL-1β, and IL-6. Interestingly, conditional medium derived from Anxa2-depleted BV2 cell cultures with OGD/R treatment alleviated neuronal death *in vitro*. Altogether, our findings revealed that microglia Anxa2 plays a critical role in I/R injury by regulating NF-κB inflammatory responses in a non-cell-autonomous manner, which might be a potential target for the neuroprotection against cerebral I/R injury.

## Highlights

• Multi-omics reveals immune-related events in cerebral ischemic reperfusion.
• Anxa2 is exclusively upregulated in microglia in response to OGD/R.
• Anxa2 knockdown reduces inflammatory response and apoptosis induced by OGD/R.
• Anxa2 knockdown inhibits NF-κB signaling activation triggered by OGD/R.
• Microglial Anxa2 knockdown with OGD/R treatment alleviated neuronal death.

Cerebral stroke is a devastating and debilitating cerebrovascular disease, that causes high disability and mortality, and has emerged as one of the major public health issues around the world (1, 2, 3). More than 80% of cerebral strokes are ischemic stroke (4, 5, 6). Clinically, ischemic stroke is triggered by a blood vessel in the brain becoming blocked or narrowed, and restoring blood flow quickly is the direct therapeutic treatment for this disease (7). Currently, the only FDA-approved thrombolytic therapy is tissue plasminogen activator (tPA), of which a narrow therapeutic window (<4.5 h) is allowed. Thus, tPA can only be beneficial to a limited percentage of ischemic stroke patients (8, 9). Furthermore, reperfusion after thrombolysis can cause severe secondary damage, aggravating the inflammatory response and risk of hemorrhagic transformation, even disability, or mortality (4, 10). Therefore, it is urgent to find new potential therapeutic targets for cerebral ischemic stroke. Numerous studies have demonstrated that immune and inflammatory response plays a crucial role in brain damage following ischemic reperfusion (11, 12). Therefore, revealing the underlying cellular mechanisms that target immune and inflammatory responses would provide a novel therapeutic target for cerebral ischemia.

Accumulating evidence has concluded that microglia is the resident immune cell in the central nervous system and plays a key role in regulating immune and inflammatory responses after brain damage (13, 14). Microglia are in a “resting” state under physiological conditions and are particularly responsive to changes in the microenvironment of the central nervous system. Specifically, microglial activation is one of the first events that occurs after cerebral ischemia reperfusion (I/R) injury (15, 16). Once activated, microglia are known to exhibit pro- and anti-inflammatory effects. In pro-inflammatory states, activated microglia can produce a number of factors such as tumor necrosis factor-α (TNF-α), interleukin-6 (IL-6), interleukin-1beta (IL-1β), and reactive oxygen species (ROS). They are typically identified by the cell surface markers, including inducible nitric oxide synthase (iNOS), CD16, and CD68 (17, 18). In anti-inflammatory states, activated microglia are characterized by cell surface expression of tumor growth factor-β, arginase-1 (Arg-1), CD206, and interleukin-10 (17, 19). Previous studies have demonstrated that immune and inflammatory response was involved in cerebral I/R injury (20, 21). After cerebral I/R, microglia rapidly migrate toward the lesion site and are further activated. Pro-inflammatory microglia induce inflammatory response, and the production of ROS exacerbates tissue injury, which can stimulate neurotoxicity and eventually lead to neuronal death (13, 22, 23). Therefore, understanding the regulatory function of microglia in immune and inflammatory responses is expected to develop effective therapeutic approaches for cerebral ischemia.

Annexin A2 (Anxa2) is a multifunctional calcium (Ca^2+^) and phospholipid-binding protein that is expressed in a broad spectrum of cells (24). Anxa2 promotes retinal neoangiogenesis in oxygen-induced retinopathy by enhancing perivascular fibrin clearance (25). The hypoxic and ischemic environments in human retinal endothelial cells promote cell autophagy and the survival of retinal endothelial cells *via* the HIF-1/Anxa2 signaling pathway (26). Anxa2 also regulates cerebral endothelial permeability *via* F-actin–VE-cadherin interactions and Robo4-paxillin-ARF6 signaling after cerebrovascular injury (27). The low dose of tPA plus recombinant Anxa2 treatment increases microvessel density, synaptophysin, and VEGF expression in peri-infarct regions, improving long-term neurological outcomes after embolic focal ischemia in rats (28). Anxa2 promotes angiogenesis after ischemic stroke *via* AKT/ERK pathways (29). It also maintains the membrane integrity of late endosomes to modulate inflammasome activation and cytokine secretion in inflammatory dendritic cells (30). Anxa2 binds to endosomes and negatively regulates bacteria-triggered inflammatory responses *via* the TRAM-TRIF pathway (31). Anxa2 regulates ROS and inflammatory response *via* IL-17 signaling in polymicrobial sepsis (32). Anxa2 deficiency exacerbates neutrophil infiltration, neuroinflammation, and long-term neurological outcomes after traumatic brain injury (33). Moreover, recombinant annexin A2 binds to Toll-like receptor 4 in leukocytes and inhibits leukocyte brain infiltration, neuroinflammation, and neuronal cell death after traumatic brain injury (34). However, the cellular and molecular mechanisms underlying the role of Anxa2 in modulating microglial activation in cerebral I/R pathogenesis remain poorly investigated.

Nuclear factor-kappa B (NF-κB) is a transcription factor widely associated with inflammatory responses following ischemia and other neuroinflammatory disorders (23). Genetic and pharmacological studies targeting NF-κB-activating IKK showed that inhibiting NF-κB generally benefits stroke recovery (35, 36). Activated microglia can enable different inflammatory pathways, including the NF-κB signaling pathway. It can trigger the release of many pro-inflammatory mediators, such as TNF-α, IL-1β, and IL-6, which lead to inflammatory reactions. The production of inflammatory factors can aggravate the damage of neighboring neurons and result in tissue injury. Therefore, we examined whether Anxa2 regulates microglial activation and targets these signaling molecules or pathways after cerebral I/R.

In this study, we performed combinatorial analyses of proteome, phosphoproteome, and transcriptome and identified Anxa2 as a crucial molecule for regulating the immune-inflammatory response in microglia. Loss of Anxa2 expression impairs gene expression signatures associated with inflammation in microglia. Anxa2 is required for microglial activation and the production of pro-inflammatory factors *via* the NF-κB signaling pathway by facilitating the nuclear translocation of the p65 subunit. Importantly, loss of Anxa2 attenuates neuronal death in response to oxygen-glucose deprivation and reoxygenation (OGD/R) in a non-cell-autonomous manner. Thus, our findings reveal a critical role of microglial Anxa2 in regulating the inflammatory response, suggesting that Anxa2 may be a potential therapeutic target for cerebral ischemia.

## Experimental Procedures

### Animal

All animal experiments were performed with approval from the Hunan University Animal Ethics Committee (No. SYXK [Xiang] 2023-0010). In this study, adult C57BL/6J male mice (8 weeks old) weighing 22 to 26 g were randomly divided into the sham or I/R groups. Mice were kept in standard conditions, with sterile cages, bedding, water, and food, with 12 h of light and 12 h of dark cycle.

### Cerebral Ischemia-Reperfusion Model

The cerebral I/R model was induced by extracranial intraluminal middle cerebral artery occlusion (MCAO), as previously described (37). Briefly, 8 weeks old mice were anesthetized with 5% isoflurane and maintained with 1% isoflurane (RWD Life Science, R511-22) in an oxygen/air mixture by using a gas anesthesia mask (RWD Life Science, R580SRWD). Under the operating stereo microscope, the left common carotid artery, the external carotid artery (ECA), and the internal carotid artery were sequentially exposed. The ECA was ligated with a 5–0 silk suture, and a 2 cm length of silicon-rubber-coated monofilament (RWD Life Science, MSMC24B104PK50) was inserted from the ECA through the internal carotid artery up to the bifurcation of the left middle cerebral artery and anterior cerebral artery to block the circulation in the left middle cerebral artery territory. After 90 min of occlusion, blood flow was restored by the withdrawal of the inserted filament (Reperfusion). The sham-operated mice underwent the same experimental procedures except for the filament insertion. Cerebral blood flow was monitored using a Laser Speckle Imaging System (RWD Life Science, RFLSI III) during MCAO and reperfusion. Mice were sacrificed 24 h post-reperfusion.

### Experimental Design and Statistical Rationale

For proteomic and transcriptomic analyses, nine hippocampi from the sham or MCAO/R group were analyzed by three biological replicate MS runs (3 hippocampi were pooled per MS run). Five percent (40 μg) of the pooled samples were used for whole proteomic analysis, and the remaining 95% (760 μg) were subjected to phosphoproteomic profiling. For BV2 cell transcriptomic analysis, three biological replicates were used to compare genes in each stable knockdown cell line. Each biological replicate comprises three technical replicates (1 μg of total RNA). For all omics analyses, the differentially expressed genes (DEGs)/proteins (DEPs, *p*-value <0.05; fold-change <0.8 [downregulated] or fold-change >1.2 [upregulated]) were subjected to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis.

### Protein Extraction, Trypsin Digestion, and TMT Labeling

Protein extraction, trypsin digestion, and tandem mass tag (TMT) labeling were performed as described previously (38). After cerebral I/R, hippocampi from the ipsilateral hemispheres were grounded in liquid nitrogen and then resuspended with four volumes of lysis buffer (8 M urea, 1% protease inhibitor mix). The mixture was sonicated three times on ice with a high-intensity ultrasonic processor. Tissue debris was removed by centrifugation at 12,000*g* at 4 °C for 10 min. Finally, the supernatant was collected, and the protein concentration was determined with a BCA kit according to the manufacturer’s instructions.

For digestion, the protein solution was reduced with 5 mM DTT for 30 min at 56 °C and alkylated with 11 mM iodoacetamide for 15 min at room temperature in the dark. Then, 100 mM TEAB was added to decrease the urea concentration below 2 M. Finally, trypsin was added at a 1:50 trypsin-to-protein mass ratio for the first digestion overnight and at a 1:100 ratio for the second digestion for 4 h.

For TMT labeling, peptides were desalted with a Strata X C18 SPE column (Phenomenex) and vacuum dried. They were then reconstituted in 0.5 M TEAB and processed according to the manufacturer’s protocol. Briefly, one unit of TMT reagent was thawed and reconstituted in acetonitrile. The peptide mixtures were then incubated for 2 h at room temperature and pooled, desalted, and dried by vacuum centrifugation.

### Phosphopeptide Enrichment

Phosphopeptide enrichment was performed following our previously published method (38). Phosphopeptide mixtures were suspended using immobilized metal affinity chromatography (IMAC) microsphere suspensions with vibration in loading buffer (50% acetonitrile/6% TFA). The IMAC microspheres were collected by centrifugation, washed with 50% acetonitrile/6% trifluoroacetic acid, and again with 30% acetonitrile/0.1% trifluoroacetic acid. The enriched phosphopeptides were eluted with 10% ammonium hydroxide from the IMAC microspheres and analyzed with liquid chromatography-tandem mass spectrometry (LC–MS/MS).

### Liquid Chromatography-Mass Spectrometry Analysis and Database Search

LC-MS/MS analysis and data search were performed according to our previous methods (38). The peptides were dissolved in 0.1% formic acid (solvent A) and loaded onto a homemade reversed-phase analytical column (15 cm length, 75 μm i.d.). The gradient was comprised of an increase from 6% to 23% solvent B (0.1% formic acid in 98% acetonitrile) over 26 min, 23% to 35% in 8 min, and climbing to 80% in 3 min, then holding at 80% for the last 3 min, all at a constant flow rate of 400 nl/min on an EASY-nLC 1000 UPLC system. The peptides were subjected to an NSI source followed by tandem mass spectrometry (MS/MS) in a Q Exactive TM Plus (Thermo) coupled online to UPLC. The electrospray voltage of 2.0 kV was applied, the m/z scan range from 350 to 1800 was used for the full scan, and intact peptides were detected in the Orbitrap at a resolution of 70,000. Peptides were then selected for MS/MS using the NCE setting of 28, and the fragments were detected in the Orbitrap at a resolution of 17,500. A data-dependent procedure was alternated with one MS scan followed by 20 MS/MS scans with 15.0 s dynamic exclusion. Automatic gain control was set at 50,000, and the fixed first mass was set at 100 m/z. The resulting MS/MS data were processed using the MaxQuant search engine (v.1.5.2.8). Tandem mass spectra were searched against the SwissProt Mouse database concatenated with the reverse decoy database (released February 2018; 16,964 sequences). Carbamidomethyl on cysteines was specified as a fixed modification. Acetylation on the N-terminal of proteins and oxidation on methionine were set as variable modifications for the proteomic analysis. N-terminal protein acetylation, oxidation on methionine, and phosphorylation on serine, threonine, and tyrosine were specified as variable modifications for the phosphoproteomic analysis. Trypsin/P was specified as a cleavage enzyme, allowing up to four missing cleavages. The mass tolerance for precursor ions was set as 20 ppm in the first search and 5 ppm in the main search, and the mass tolerance for fragment ions was set as 0.02 Da. FDR was adjusted to <1% and the minimum score for peptides or modified peptides was set to >40.

### Transcriptome Sequencing

After cerebral I/R, ipsilateral hippocampi were dissected rapidly, washed with PBS, immediately snap-frozen in liquid nitrogen, and stored at −80 °C until use. Total RNA was extracted using Trizol reagent (Invitrogen) according to the manufacturer’s protocol. cDNA library generation and RNA sequencing were performed by NovoGene, and the details were described previously (39). The clean data was aligned by Tophat 2 to the reference genome of the species which was derived from the Ensembl database (http://www.ensembl.org/) and annotated according to the collected information from UniProtKB, Ensembl, gene ontology (GO), KEGG, and eggNOG. Finally, based on the number of sequences aligned to the gene, the expression level was calculated using HTSeq 0.6.1p2.

### Combinatorial Analyses of Transcriptome, Proteome, and Phosphoproteome

After data normalization, DEGs and DEPs between I/R *versus* sham groups were used for subsequent bioinformatical analyses. The GO and KEGG enrichment analyses were performed with the ‘clusterProfiler’ package (v. 4.4.4) with a *p*-value threshold set to 0.05. The hierarchical cluster analysis was conducted by the ‘pheatmap’ package (v. 1.0.8) in RStudio (v. 4.2.1). The principal component analysis (PCA) analysis was performed using TBtools (v. 1.108). For gene network analysis, DEGs were input into STRING (https://string-db.org/) database to obtain the inner interaction, and the gene-gene network was visualized by Cytoscape software (v. 3.9.1). CytoHubba plug-in (v. 0.1) was used to predict the important gene and subnetwork based on the topological algorithms of Maximal Clique Centrality.

### Generation of Anxa2 Knockdown Stable Cell Lines

HEK293T cells and BV2 microglial cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Corning) supplemented with 10% fetal bovine serum (FBS; Gibco) and 1% penicillin-streptomycin antibiotics (Thermo Fisher Scientific) in a humidified 5% CO_2_ incubator at 37 °C.

To generate Anxa2 knockdown cell lines, lentiviral particles were prepared according to a previously described protocol (40). HEK293T cells were cotransfected with either Anxa2-targeting shRNA (Sigma, TRCN00000110695) or a control shRNA expressed from the pLKO.1 vector (Addgene, 10878) with the pSPAX2 packaging plasmid (Addgene, 12260) and the pMD2.G envelope plasmid (Addgene, 12259) using Lipofectamine 2000 (Thermo Fisher Scientific, 11668019) in Opti-MEM medium. Tissue culture supernatants were collected 72 h after transfection and filtered through a 0.45 μm PVDF membrane filter. The harvested lentivirus was aliquoted and stored at −80 °C for later use.

For all the lentivirus infections, BV2 cells were plated at 2 × 10^4^ cells per well in 6-well plates overnight, and the cells were transduced with virus-containing medium for 72 h. Subsequently, cells were treated with puromycin (Invivogen, ant-pr-1) for 48 h at a final concentration of 1 μg/ml. After puromycin selection, stable cell lines were obtained and maintained in the standard complete medium. Cells were further treated with OGD/R or other conditions as indicated. The stable Anxa2 knockdown BV2 line and the control cells were called shAnxa2 and shCtrl, respectively. The generation of GFP and Anxa2-GFP stable cell lines followed the abovementioned method.

### Mouse Primary Neuron, Microglia, and Astrocyte Cultures

Mouse primary neuronal cultures were prepared as described previously (41) with minor modifications. Briefly, the hippocampi were dissected from newborn mice, carefully stripped of their meninges. They were then digested with 0.25% trypsin for 10 min at 37 °C before plating medium (DMEM +10% FBS) was added to stop the enzymatic activity. The tissue was gently triturated through polished glass pipette several times, and the cell suspension was passed through a 70 μm cell strainer (BD Falcon). The single cell suspension was then plated on poly-D-Lysine (Sigma, P6407) precoated coverslips in 24 or 6-well culture plates in Neurobasal medium supplemented with B-27 supplement (Thermo Fisher Scientific, 17504044) and grown at 37 °C in a humiliated 5% CO2 incubator. Half of the medium was replaced every 3 days. Neurons were cultured for 14 days.

Primary microglia cells were cultured as described previously (42) with minor modifications. Briefly, the cortices and hippocampi were removed from postnatal day 1 or 2 (P1 or P2) mice, respectively, and placed in a 60-mm dish with 1 × PBS on ice. Tissues were stripped off the meninges and choroid plexus membranes and then minced with a sterile scissor. They were then digested with 0.25% trypsin for 10 min at 37 °C. After trituration, cell suspensions were passed through a 40 μm cell strainer and centrifuged at 500*g* for 5 min. The cell pellets were resuspended in culture medium (DMEM +10% FBS +1% penicillin/streptomycin) and seeded into poly-D-lysine–coated T75 tissue culture flasks (3 brains/flask) and grown at 37 °C in a humidified 5% CO_2_ incubator. The medium was replaced every 4 days with culture medium supplemented with 5 ng/ml macrophage colony-stimulating factor (Shenandoah Biotechnology). Microglia were collected on day 12 by shaking the flasks at 180 rpm at 37 °C for 4 to 5 h. The floating cells in the supernatant were counted and centrifuged at 500*g* for 10 min. They were then resuspended in a culture medium and plated on poly-D-lysine–coated 12-well plates at a density of 1 × 10^5^ cells per well. After seeding, the microglia were allowed to attach to the plate for 1 h. The plating medium was then removed and rinsed once with the prewarmed culture medium to remove nonadherent cells. The remaining cells in the flask were treated with 0.25% trypsin to obtain primary astrocytes.

### Oxygen-Glucose Deprivation and Reoxygenation Model

The OGD/R model has been described previously (43). BV2 cells were plated in an anaerobic incubator with 5% CO_2_ and 95% atmospheric air overnight. Then, the cells were washed two times with 1 × PBS, incubated with glucose-free DMEM (Gibco, 11966-025), and grown in a hypoxic incubator chamber (94% N_2_, 1% O_2_, and 5% CO_2_) for 4 h (OGD). Following OGD treatment, the medium was replaced with high-glucose DMEM (normal medium), and the cells were returned to a normoxic incubator for 24 h to mimic *in vivo* reperfusion-like conditions. For primary microglia and astrocytes, OGD was performed for 1.5 h instead. To assess the viability of primary neurons following OGD/R, they were subjected to OGD for 1.5 h and were incubated with a maintenance medium containing 50% of BV2 reoxygenation-conditioned medium (BV2-CM) during the 24 h of reoxygenation period (44).

### Immunoblotting and Antibodies

Western blotting was performed as previously described (45). Cells were collected and lyzed in RIPA buffer containing 50 mM Tris, pH 8.0, 150 mM NaCl, 1% TritonX-100, 1% sodium deoxycholate, 0.1% SDS, and 2 mM EDTA supplemented with 1 mM PMSF, protease (Sigma, P8340), and phosphatase (Roche, 04906837001) inhibitor cocktail on ice. After centrifugation at 20,000*g* for 20 min at 4 °C, the supernatants were collected for BCA assay to determine their protein concentrations. Samples were mixed with 5 × SDS sample buffer (0.5 M Tris–HCl pH 6.8, 500 mM NaCl, 5% sodium deoxycholate, 10% SDS, 5% 2-mercaptoethanol, and 60 mM EDTA, 0.1% bromophenol blue) and boiled for 10 min before SDS-PAGE analysis. After electrophoresis, proteins were transferred to nitrocellulose membranes and probed with the indicated antibodies. Actin or GAPDH were used as loading controls.

Primary antibodies for immunoblotting are as follows: anti-Annexin A2 (Santa Cruz Biotechnology, sc-28385); anti-iNOS (Proteintech, 22226-1-AP); anti-Arginase-1 (Proteintech, 16001-1-AP); anti-NF-κB p65 (Cell signaling Technology, 8242); anti-phospho-p65-Ser536 (Cell signaling Technology, 3033); anti-IκBα (Cell signaling Technology, 4814); anti-phospho-IκBα-Ser32 (Cell signaling Technology, 2859); anti-Caspase-3 (Cell signaling Technology, 14,220); anti-cleaved Caspase-3 (Asp175) (Cell signaling Technology, 28599664); anti-Bax antibody (Cell signaling Technology, 14796); anti-Bcl-2 (Cell signaling Technology, 3498); anti-GAPDH (Santa Cruz Biotechnology, sc-365062); anti-β-actin (Santa Cruz Biotechnology, sc-8432); anti-GFAP (Santa Cruz Biotechnology, sc-33673); anti-Tuj1 (GeneTex, GTX130245); anti-Iba1 (Abcam, ab107159).

### Enzyme-Linked Immunosorbent Assay

BV2 microglial cells were seeded in 96-well plates at the density of 2 × 10^4^ cells/well. After OGD/R, the supernatants were collected for TNF-α, IL-1β, and IL-6 detection using commercial ELISA kits (Proteintech) according to the manufacturer’s instructions. The absorbance of the samples was measured at 450 nm using a microplate reader (46).

### Immunoprecipitation

Immunoprecipitation was performed as previously described (47). BV2 cells were grown in 10 cm dishes. After OGD/R, cells were extracted in cold lysis buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 1% Nonidet P-40, 1 mM EDTA, and 0.5% sodium deoxycholate) containing protease inhibitor mixture (Sigma, P8340). Cell lysates were sonicated and centrifuged at 20,000*g* for 10 min at 4 °C. Cleared lysates were incubated with anti-Anxa2 (Proteintech, 11256-1-AP) or anti-p50 (Cell signaling Technology, 13586) antibodies overnight at 4 °C and then precipitated with protein A/G magnetic beads at 4 °C for 2 h. After incubation, the beads were washed three times with washing buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 0.5% Nonidet P-40, 1 mM EDTA, and 0.5% sodium deoxycholate) and eluted with elution buffer (Thermo Fisher Scientific, 21004) at room temperature for 10 min. The eluents were neutralized with 1 M Tris–HCl (pH 8.0) and analyzed by immunoblotting.

### Quantitative Real Time-PCR

Total RNA was extracted from the mouse ipsilateral hemisphere brain and cells using the TRIzol reagent (Life Technologies, 15596018) according to the protocol provided by the manufacturer. RNA was dissolved in diethylpyrocarbonate-treated water and reverse transcribed using the Verso cDNA synthesis kit (Thermo Fisher Scientific, AB-1453) according to the manufacturer’s instructions. cDNA was quantitated with real-time PCR using the SYBR Green Master Mix (Thermo Fisher Scientific, A25742) on a Bio-Rad CFX96 real-time PCR machine. Relative fold changes were calculated using the comparative C_T_ (2^-ΔΔCT^) method and normalized to the *Gapdh* gene. All experiments were performed at least three times. Primer sequences for RT-PCR are shown in supplemental Table S11.

### Subcellular Fractionation Assay

Subcellular fractionations were performed as described previously (48). Cells (2 × 10^6^ cells per sample) were collected, washed with ice-cold PBS, and lyzed in 200 μl of buffer A (20 mM Tris pH 7.6, 0.1 mM EDTA, 2 mM MgCl_2_, 0.5 mM NaF, and 0.5 mM Na_3_VO_4_ supplemented with 1 mM PMSF, 1 × protease inhibitor cocktail) for 15 min in a 1.5 ml tube on ice. The cells were vortexed for 15 s every 5 min. Nonidet P-40 was added at a final concentration of 1% (v/v), and the suspensions were homogenized by vortexing for 10 s. They were then centrifuged for 5 min at 500*g* at 4 °C. This supernatant is the cytoplasmic fraction, while the pellet contains the nuclear fraction. The nuclear pellet was resuspended in 50 μl of extraction buffer B (20 mM Hepes pH 7.9, 400 mM NaCl, 25% (v/v) glycerol, 1 mM EDTA, 0.5 mM NaF, 0.5 mM Na_3_VO_4_, and 0.5 mM DTT) supplemented with 1 mM PMSF, 1 × protease inhibitor cocktail for 30 min on ice with vortexing at 10 min intervals, and then centrifuged for 20 min at 20,000*g* at 4 °C to obtain the cleared nuclear fraction.

### Luciferase Assay

Luciferase assay was performed as described previously (49). BV2 cells were seeded in 24-well plates and cotransfected with pNF-κB-Luc (Addgene, 49343) and Renilla luciferase reporter plasmids (Promega, E2231) using Lipofectamine 2000 for 24 h followed by OGD/R. The luciferase activities were determined using a Dual-Luciferase Reporter Assay kit (Promega, E1910) according to the manufacturer’s instructions.

### Cell Viability Assay

The CCK8 assay was used to assess BV2 cell viability (46). BV2/shCtrl and BV2/shAnxa2 cells were seeded in 96-well plates at the density of 1 × 10^4^ cells/well overnight. The cells were subjected to OGD/R for 24 h. During the last 2 h of culture, 10 μl of CCK-8 solution was added into each well, and the absorbances were measured at 450 nm using a microplate reader.

3-(4,5-dimethylthiazolyl-2)-2,5-diphenyltetrazolium bromide (MTT) assay was performed to examine primary neuron viability according to the manufacturer’s protocol. Briefly, primary neurons (3 × 10^4^ cells/well) were seeded into 96-well plates and subjected to OGD and the supernatant of BV2 cells with OGD/R treatment. Ten microliters of MTT solution was added to each well and the plates were incubated at 37 °C for 4 h. Then the culture medium was completely removed, and 100 μl DMSO was added to each well to dissolve the formazan for 10 min in the shaker. The absorbances were measured at 490 nm using a microplate reader.

### Lactate Dehydrogenase Assay

The lactate dehydrogenase (LDH) release assay was used to assess cell damage (46). Briefly, BV2 microglial cells and neurons were seeded into the 24-well culture plates. Then, the supernatant of BV2 cells was collected after OGD/R. The level of LDH in the culture supernatant of cells was measured using the LDH-Cytotoxicity Assay Kit (Promega) according to the manufacturer’s protocol. The LDH release of the control group was considered as 100%.

### Immunofluorescence and TUNEL Staining

For the immunofluorescence assay (47), primary and BV2 microglial cells were grown on 12 mm glass coverslips in 24-well plates at a seeding density of 1 × 10^5^ cells/well. Cells were washed briefly in 1 × PBS and then fixed with 4% paraformaldehyde for 20 min at room temperature. Fixed cells were then permeabilized with 0.25% Triton X-100 in PBS for 10 min and treated with blocking buffer (1 × PBS, 3% BSA, and 0.1% Tween-20) for 1 h at room temperature. Cells were incubated with primary antibodies in blocking buffer overnight at 4 °C and washed with 1 × PBS supplemented with 0.1% Tween-20. They were subsequently incubated with fluorescence-conjugated secondary antibodies in blocking buffer for 2 h at room temperature and washed with 1 × PBS supplemented with 0.1% Tween-20 three times. Coverslips were mounted with Fluoromount-G mounting medium (Southern Biotechnology Associates, 0100-01). The images were captured using a fluorescence microscope.

To detect neuronal apoptosis (50), the TUNEL apoptosis assay was performed. Briefly, primary neuron cells were fixed in 4% formaldehyde for 20 min and then incubated with 0.1% Triton X-100 for 10 min at 37 °C. After washing 3 times with PBS, the cells were incubated with 50 μl TUNEL labeling solution for 3 h at 37 °C. Cells were washed 3 times with PBS. After that, cells were incubated overnight with anti-NeuN (1:500, Millipore, ABN78) antibody at 4 °C. They were washed 3 times with PBS and then incubated with the secondary antibodies conjugated to Alexa Fluor 555 (1:1000, Thermo Fisher Scientific) for 2 h at room temperature. After washing with PBS, they were incubated with 4′,6′-diphenyl-2-phenylindole for 5 min at room temperature and fixed with Fluoromount-G mounting medium. Stained neurons were chosen randomly, and images were taken using a confocal microscope.

### Quantification and Statistical Analysis

Images were acquired using a Leica SP8 confocal microscope. Images were analyzed using ImageJ software. For the p65 nuclear translocation assay, six fields of view per group were analyzed. The percentage of positive nuclear NF-κB p65 was calculated. For line scan profiling of fluorescence intensity analysis, images in each channel were separately thresholded, and the fluorescence distribution was measured in the overlapped region between two channels. The mean fluorescence intensities of Anxa2 for primary microglia and Anxa2 in Iba1-positive cells of brain tissues were measured. All values were shown as the mean ± SEM from at least three independent biological replicates. All data were analyzed using GraphPad Prism 8. Statistical significance was calculated by unpaired student’s *t* test for comparisons between two groups or two-way ANOVA for multiple comparisons. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001 were defined as statistically significant.

## Results

### Quantitative Proteome and Phosphoproteome Revealed the Immune and Inflammatory Response Involved in the Progression of Cerebral I/R

To characterize the cellular changes in cerebral I/R injury, adult mice were subjected to ischemia (MCAO) 1.5 h and reperfusion 24 h or sham surgery. TTC staining confirmed a significant increase in the infarct volume by more than 40% compared with the sham group 24 h post-I/R (supplemental Fig. S1, *A* and *B*). This procedure markedly reduced cerebral blood flow to 70 to 80% during MCAO, which subsequently recovered by almost 70% after reperfusion compared with the sham group (supplemental Fig. S1, *C* and *D*). Next, to assess cerebral I/R-induced neuronal death in the hippocampus, we performed immunohistochemical staining and observed an approximately 35% reduction in the number of NeuN-positive neurons in the CA1 region following I/R, compared to the sham group (supplemental Fig. S1, *E* and *F*). These results demonstrated that cerebral I/R also induced cerebral infarction and significant death of hippocampal neurons.

To investigate the potential molecular mechanism of neuronal death in the progression of cerebral I/R injury, we used the TMT labeling technique, immobilized metal affinity chromatography enrichment, and high-resolution LC-MS/MS analysis to obtain the quantitative proteome and phosphoproteome from hippocampal tissues isolated from cerebral ischemia 1.5 h and reperfusion for 24 h and sham-operated mice (Fig. 1*A*). In total, 4426 proteins were quantified. We identified the 142 DEPs, among which 92 proteins were upregulated, and 50 proteins were downregulated (*p*-value <0.05) after cerebral I/R compared to the sham group (Fig. 1*B* and supplemental Table S1). In the phosphoproteome, a total of 4462 phosphosites from 1394 proteins were quantified. We identified 179 phosphorylation sites of 129 proteins that were upregulated and 843 phosphorylation sites of 492 proteins that were downregulated after cerebral I/R as compared with the sham group (Fig. 1*C* and supplemental Table S2). To further identify the biological role and functional annotation of DEPs obtained by the quantitative proteome and phosphoproteome, we performed GO enrichment analysis in the DEPs between I/R *versus* sham. The results showed that inflammatory-related biological processes were significantly enriched in the upregulated proteins, such as acute inflammatory response, humoral immune response, leukocyte migration, and regulation of cytokine production (Fig. 1*D* and supplemental Table S3). Consistently, KEGG pathway analyses for upregulated proteins showed that immune inflammatory-related pathways such as Coronavirus disease, complement and coagulation cascades, and *Staphylococcus aureus* infection were also enriched (Fig. 1*E* and supplemental Table S3). Similarly, GO and KEGG pathway analyses were performed for the differentially expressed phosphorylated proteins. Upregulated phosphorylated proteins were also enriched in some immune inflammatory-related biological processes and pathways (Fig. 1, *F* and *G*, and supplemental Table S4), indicating that immune inflammatory response is an important biological event altered during cerebral I/R. In contrast, for the downregulated phosphorylated proteins, we observed enrichment of synaptic transmission-related biological processes and pathways (supplemental Fig. S2, *A*–*D* and supplemental Table S4), suggesting significant synaptic abnormalities are associated with cerebral I/R before neuronal death. Collectively, these results indicate that the activation of the immune-inflammatory response triggered by cerebral I/R may lead to synaptic dysfunction and neuron injury.

**Fig. 1:**
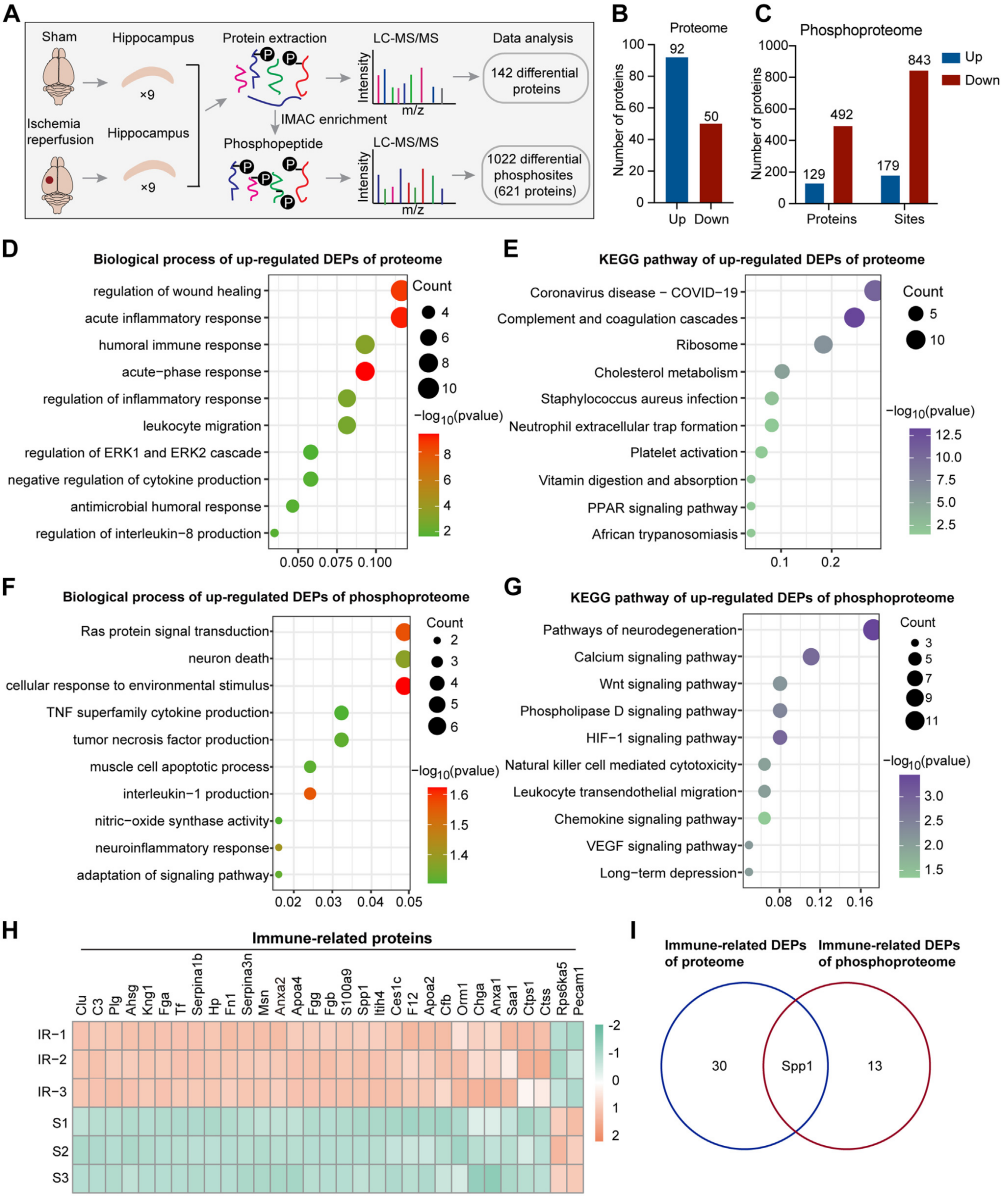
**Quantitative proteome and phosphoproteome revealed the immune inflammatory response in cerebral ischemia reperfusion.***A*, schematic diagram of proteome and phosphoproteome profiles. Three samples of hippocampi for each replicate after sham operation or ischemia 90 min reperfusion 24 h were analyzed by LC-MS/MS. *B* and *C*, the number of differentially expressed proteins (DEPs) in proteome (*B*) or phosphoproteome (*C*) between cerebral I/R *versus* sham groups (fold change >1.2 or <1/1.2, *p*-value <0.05). *Blue* represents upregulated proteins and *red* represents downregulated proteins. *D*–*G*, biological process analyses (*D* and *F*) and KEGG pathway analyses (*E* and *G*) of upregulated DEPs after cerebral I/R in proteome (*p*-value <0.05) (*D* and *E*) or phosphoproteome (*p*-value <0.05) (*F* and *G*). *H*, cluster analysis of the immune inflammatory-related proteins significantly altered after cerebral I/R in proteome. The column on the *left* and the row lower listed the replicate samples and the names of immune-related proteins, respectively. *Orange* and *green* colors represent upregulated and downregulated genes, respectively. *I*, Venn diagram of immune-related DEPs between proteome and phosphoproteome. DEP, differentially expressed protein; I/R, ischemic reperfusion; KEGG, Kyoto Encyclopedia of Genes and Genomes; MS/MS, tandem mass spectrometry.

Furthermore, the heatmap showed 31 immune-related DEPs, including 29 upregulated and 2 downregulated proteins after cerebral I/R (Fig. 1*H*). We also obtained 14 differentially phosphorylated proteins and 24 phosphorylated sites associated with immune inflammatory response (supplemental Figs. S2*E*, and S3). Interestingly, we found Spp1 (also known as Osteopontin [OPN]), a secreted multifunctional glycophosphoprotein that is involved in various biological processes, including inflammation, immune response, cell survival, cell adhesion, and neovascularization (51, 52, 53, 54, 55), was significantly enriched in the common immune-related DEPs of both proteome and phosphoproteome (Fig. 1*I*). Additionally, Spp1 expression is increased in ischemic stroke and exerts a neuroprotective effect (56, 57, 58). Consistently, previous studies have shown that the Spp1 function is highly regulated by post-translational modifications, such as protein phosphorylation (59). There are 36 phosphorylation sites in human Spp1 identified to date (55, 60, 61). Our results showed that Spp1 expression was significantly upregulated in the hippocampus after cerebral I/R (Fig. 1H). Moreover, Spp1 phosphorylation at Thr166, Ser231, and Ser250 were significantly upregulated in the hippocampus following cerebral I/R (Fig. 1*I*, supplemental Fig. S2*E*, and supplemental Table S5).

### Combinatorial Analyses of Transcriptomic, Proteomic, and Phosphoproteomic Profiles Revealed Anxa2 as a Key Molecule in Cerebral I/R-Triggered Inflammatory Response

To identify gene expression changes in response to cerebral I/R injury, we performed RNA-seq and transcriptomic profiling of hippocampal tissues isolated from sham-operated mice or those subjected to 1.5 h of ischemia, followed by 24 h of reperfusion (Fig. 2*A*). PCA of the RNA-seq data showed two distinct clusters, indicating that the gene expression pattern between these two groups was different from each other (supplemental Fig. S4*A*). A total of 5897 DEGs (3080 upregulated and 2817 downregulated DEGs) were obtained in I/R *versus* sham (Fig. 2*B*, and supplemental Table S6). GO analysis revealed that many of the upregulated genes were enriched in the immune inflammation processes after cerebral I/R (Fig. 2*C* and supplemental Table S7). Similarly, the KEGG pathway analysis for those upregulated genes also showed enrichment in immune inflammatory response–related pathways, including TNF-α signaling, NF-κB signaling, cytokine-cytokine receptor interaction, NOD-like receptor signaling, and Toll-like receptor signaling (Fig. 2*D*, and supplemental Table S7). These data demonstrated that immune inflammatory responses play a significant role in cerebral I/R injury.

**Fig. 2:**
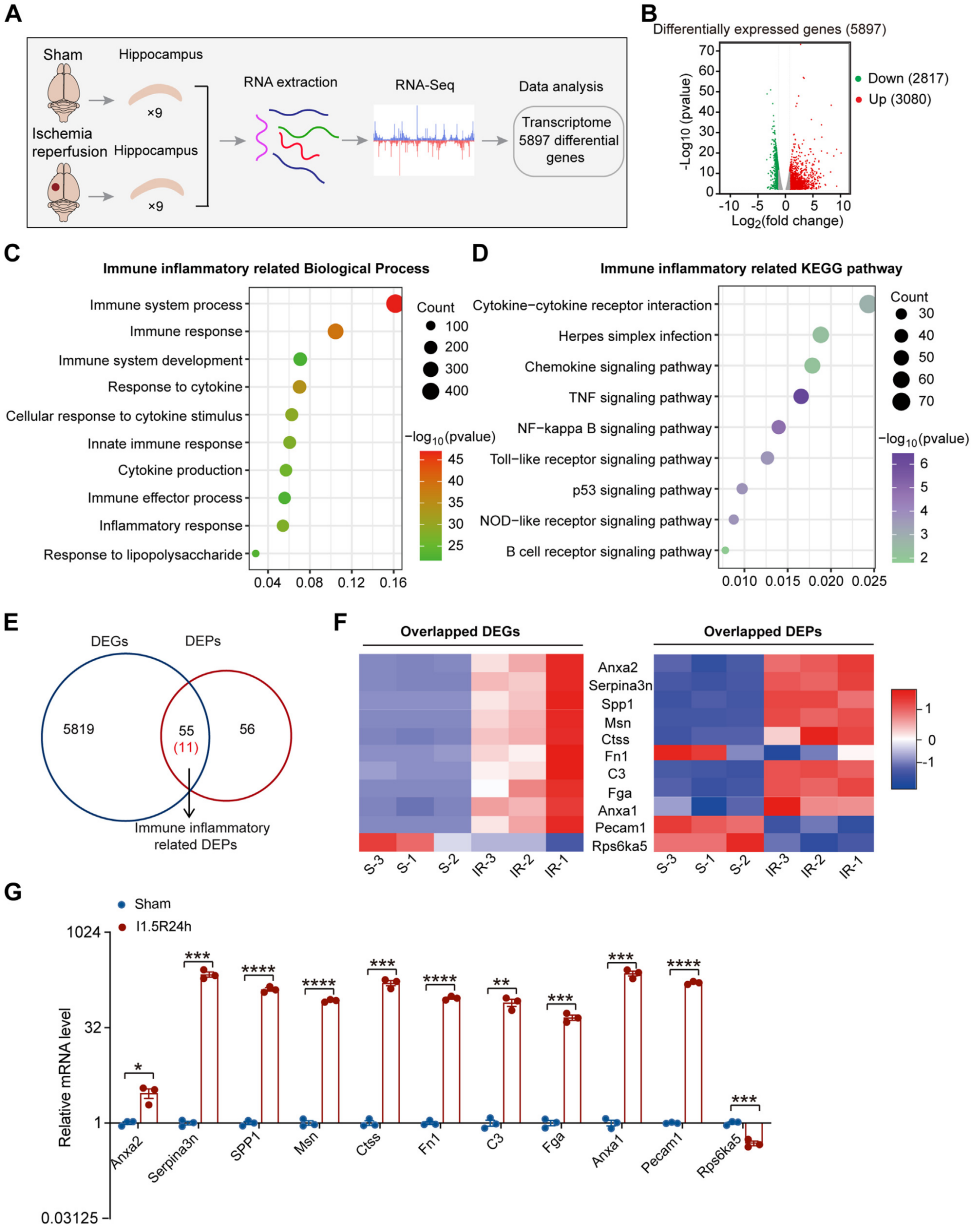
**Combinatorial analyses of transcriptome, proteome, and phosphoproteome profiles revealed Anxa2 was related to I/R-triggered inflammatory response.***A*, schematic diagram of transcriptome profile. Three samples of hippocampi for each replicate after sham operation or ischemia 90 min reperfusion 24 h were analyzed by RNA-seq. *B*, volcano plot of the differential gene expression between sham and I/R groups (fold change >1.2 or <1/1.2, *p*-value <0.05). *C* and *D*, top-ranked biological processes (*C*) and KEGG pathways (*D*) related to immune inflammatory responses enriched for differentially expressed genes (DEGs) after I/R in transcriptome profile (*p*-value <0.05). *E*, Venn diagram of common DEGs and DEPs associated with the immune inflammatory response between transcriptome and proteome. *F*, heatmap of the expression trends of common DEGs and DEPs related to immune inflammatory responses between I/R *versus* sham. Normalized and z-scored (color-coded) value of log2 PFKM of each gene or log2 expression value of each protein is shown. *Red* and *blue* colors represent upregulated and downregulated genes, respectively. *G*, the expression level of immune inflammatory-related genes was analyzed by RT-PCR after I/R relative to Sham. GAPDH was used as the internal control for RT-PCR. Data are presented as means ± SEM, Statistical significance was determined by unpaired student’s t-tests, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. Anxa2, annexin A2; DEP, differentially expressed protein; I/R, ischemic reperfusion; KEGG, Kyoto Encyclopedia of Genes and Genomes.

We next focused on the significantly altered immune-related genes in cerebral I/R injury for subsequent analysis. First, we intersected DEGs and DEPs and found 66 commonly regulated molecules (supplemental Table S8). Eleven of them belong to the immune inflammatory responses–related genes/proteins (Fig. 2, *E* and *F*, and supplemental Fig. S5). Protein-protein interaction network analysis for the 11 common genes/proteins identified Anxa2 as an integral component of the protein hub (supplemental Fig. S4*B*). Next, we performed RT-qPCR to validate the expression levels of the 11 common immune inflammatory-related genes in hippocampal tissues of cerebral I/R and sham-operated mice and found results consistent with the RNA-seq data (Fig. 2*G*).

### Upregulation and Activation of Anxa2 in Microglia Cells upon OGD/R

To further characterize the role of Anxa2 in cerebral I/R injury, we performed Pearson's correlation analysis of the 11 immune response–related proteins with the markers of different brain cell types and observed high correlations of Anxa2 protein expression with microglia, astrocytes, and neurons, but with oligodendrocytes (Fig. 3*A*). We then determined the gene and protein expressions of Anxa2 in these cell types following OGD/R, a well-established *in vitro* model of cerebral I/R (62) and found that OGD/R significantly upregulated Anxa2 mRNA (Fig. 3*B*) and protein levels only in primary microglial cells (Fig. 3, *C*–*E*).

**Fig. 3:**
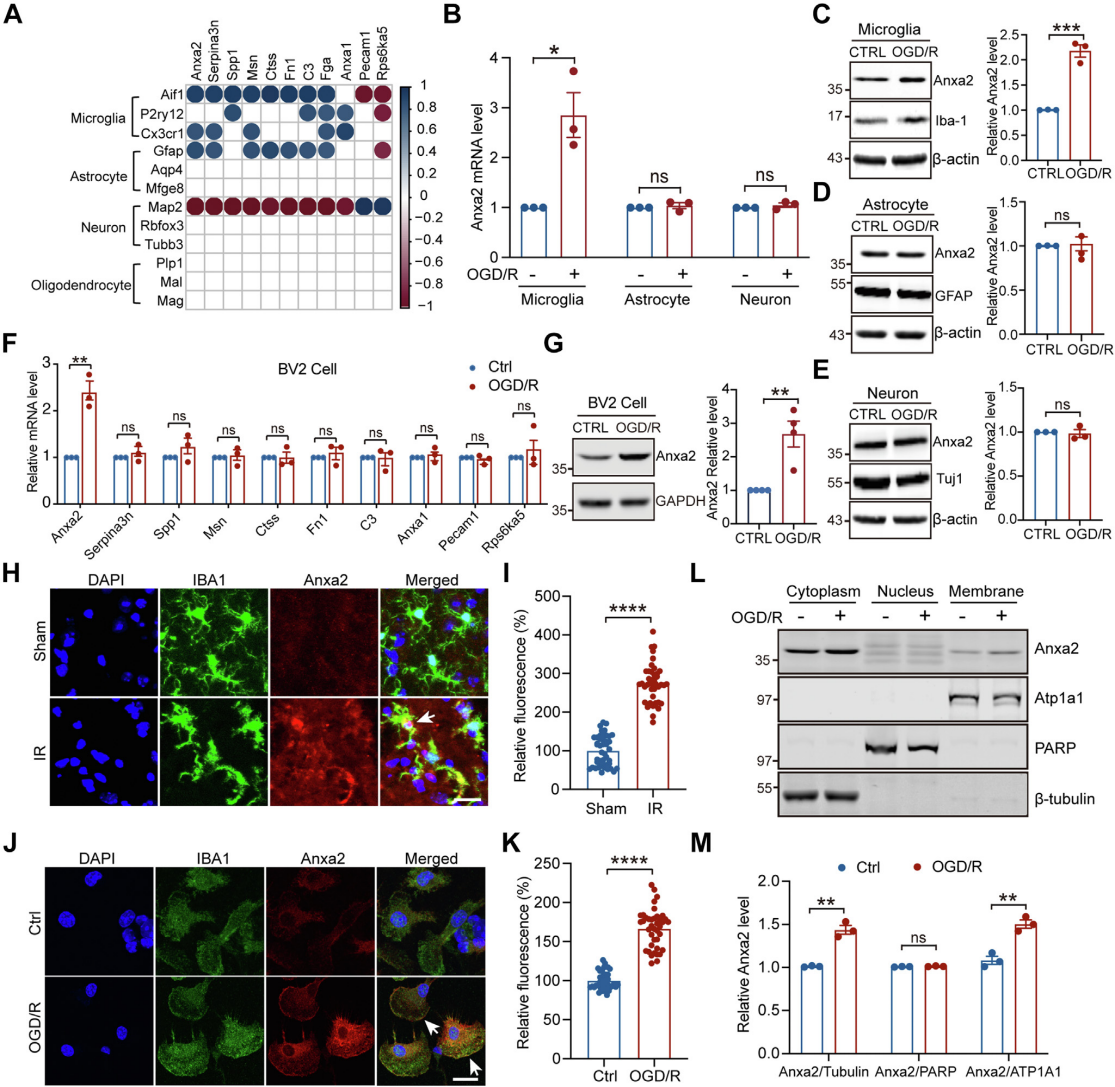
**Anxa2 was specifically upregulated and translocated onto the membrane in microglia cells upon OGD/R.***A*, Pearson's correlation analysis between 11 common DEGs/DEPs identified by transcriptome and proteome and the marker genes of different brain cell types including microglia, astrocytes, neurons, and oligodendrocytes. The column on the *left* listed the marker gene names of microglia, astrocytes, neurons, and oligodendrocytes, respectively. The row on the top listed the gene names of 11 common DEGs/DEPs. *Blue* and *red* colors represent positive and negative, respectively. *p*-value <0.05. *B*, Anxa2 mRNA level detected by RT-PCR in primary microglia, astrocytes, and neurons after OGD/R. *C*–*E*, representative blot images and quantitative analysis of Anxa2 protein level after OGD/R in primary microglia (*C*), astrocyte (*D*), and neuron (*E*) detected by Western blot. *F*, mRNA level of the immune inflammatory responses-genes (11 common DEGs/DEPs) after OGD/R in BV2 microglia cells. *G*, representative blot images and quantitative analysis of Anxa2 expression level after OGD/R in BV2 microglia cells detected by Western blot. *H*, representative double immunostaining of Anxa2 (*red*) with Iba-1 (a microglial marker, *green*) in brain tissue after I/R surgery. *White arrows* showing Anxa2 colocalization with Iba-1. *I*, quantification of Anxa2 fluorescence intensity in Iba1-positive cells was quantified using ImageJ. The analytical graph was presented as normalized to the sham group. Scale bars represent 20 μm. The mean ± SEM is displayed for all data. ∗∗∗∗*p* < 0.0001. *J*, representative double immunostaining of Anxa2 (*red*) with Iba-1 (*green*) in primary microglial cells after OGD/R. *White* arrows showing Anxa2 translocation to the membrane. *K*, quantification of Anxa2 fluorescence intensity was quantified using ImageJ. The analytical graph was presented as normalized to the control group. Scale bars represent 20 μm. ∗∗∗∗*p* < 0.0001. *L* and *M*, BV2 cells were treated with OGD/R and then performed subcellular fraction assay to isolate the cytoplasmic, nuclear, and membrane fractions. Representative blot images (*L*) and quantitative analysis of Anxa2 protein expression levels detected by Western blot. The quantitative analysis (*M*) shows that Anxa2/β-tubulin in the cytoplasm, Anxa2/PARP in the nucleus, and Anxa2/ATP1A1 at the membrane. Data are presented as means ± SEM, Statistical significance was determined by unpaired student’s t-tests, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. Anxa2, annexin A2; DEG, differentially expressed gene; DEP, differentially expressed protein; I/R, ischemic reperfusion; OGD/R, oxygen-glucose deprivation and reoxygenation.

Previous studies demonstrated that microglia are immune cells that reside in the brain and play an important role in regulating brain inflammation after cerebral I/R (22, 63, 64). To identify the function of those 11 immune response genes in microglia during OGD/R, we used BV2-immortalized mouse microglial cells (65) subjected to OGD/R treatment and found that only *Anxa2* mRNA expression was robustly upregulated compared to that of control BV2 cells (Fig. 3*F*). Consistently, immunoblotting assays also showed that only Anxa2 protein expression (Fig. 3*G*), but not the other common immune-inflammatory response–associated proteins, was significantly upregulated in OGD/R-treated BV2 microglia cells (supplemental Fig. S6). Importantly, immunohistochemical staining of hippocampal tissues of the mouse brain following cerebral I/R injury also showed a robust upregulation of Anxa2 protein expression in Iba1-positive microglial cell population (Fig. 3, H and I). These results demonstrated that the expression of Anxa2 is specifically regulated in microglial cells in response to OGD/R *in vitro* and cerebral I/R *in vivo*.

Anxa2 contains an N-terminal hydrophilic tail and four Ca^2+^-binding annexin repeats. It forms a heterotetrameric complex with S100A10 protein, which enhances the binding affinity of Anxa2 to Ca^2+^ and promotes Anxa2 translocation to the plasma membrane (66). To examine whether OGD/R treatment affects Anxa2 translocation, we performed immunostaining of BV2 cells in response to OGD/R and found a significant increase in the overall Anxa2 protein expression compared to control BV2 cells (Fig. 3, *J* and *K*). Interestingly, Anxa2 immunoreactivity could be readily detected on the plasma membrane, indicating the activation and translocation of Anxa2 to the plasma membrane following OGD/R (Fig. 3*J*). In consistent with our immunostaining results, the subcellular fraction assay also showed significant increases in the levels of Anxa2 in the cytoplasm and the cell membrane (Fig. 3, *L* and *M*). These findings demonstrated that Anxa2 is activated and accumulated on the membrane of microglial cells after OGD/R.

### Anxa2 Knockdown Impairs the Expression of Inflammatory Response Genes in BV2 Microglial Cells upon OGD/R

To investigate the roles of Anxa2 in microglial cells after OGD/R, we generated a stable BV2 cell line that expresses a specific shRNA that targets the *Anxa2* transcript (Fig. 4*A*). 

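The target drawn in Fig. 4A is a stretch of 7 residues of the Anxa2 protein, VIDYELI. In the GENCODE annotation of the mouse genome GRCm38, these are residues 185 to 191 of the 339 residues encoded by the longest protein-coding Anxa2 transcript. They are encoded by GTTATTGACTACGAGCTGATT on the plus strand of chromosome 9, from 69485222 to 69485242. This stretch of 21 bases lies in the coding sequence, within exon 8 of the 13 exons of the transcript, at positions 690 to 710 of its 1447 bases, and 38.1% of the bases are G or C. It is preceded in the transcript by GCAAAGGGCAGACGAGCAGAGGATGGCTCA and followed by GACCAGGATGCCCGGGAGCTCTATGATGCC. The stretch is present in 4 of the 6 annotated Anxa2 transcripts, of which 1 is a transcript with a retained intron. Among 141767 annotated mouse transcripts, searched in the sense direction, no other gene carried the stretch with 3 or fewer mismatches. The search used the bases that encode the marked residues, and the sequence of the shRNA itself was not used here.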

RT-qPCR and Western blot analyses confirmed robust suppression of Anxa2 mRNA and protein expression with more than 90% efficiency (Fig. 4, *B* and *C*). 

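BV2 is an immortalized mouse microglial cell line, and OGD/R, oxygen-glucose deprivation followed by reoxygenation, is a cell culture model of ischemia and reperfusion. RNA of the BV2 lines expressing a control shRNA (shCtrl) or the Anxa2 shRNA (shAnxa2), each untreated (CTRL) or after OGD/R, was sequenced in 3 replicates per group, 12 libraries in all. The paper's methods give 4 h of deprivation and 24 h of reoxygenation for BV2 cells, and the sample labels give 4 h and 12 h. Libraries were assigned to the 4 groups by the sample names, which match the names in supplemental Table S9, since a second label of the same samples gives the cell type by treatment and conflicts with the names. An exchange of the CTRL and OGDR labels within the shAnxa2 libraries is not excluded by the data. All results for shAnxa2 cells hold for the labels as given. The paper's RNA-seq methods, written for hippocampi, describe alignment with Tophat and counting of reads per gene with HTSeq. The authors deposited the number of reads counted on each of 21834 protein-coding genes, without normalization, beside the same counts divided by a size factor per library, which were not used here. Total counts per library ranged from 23821209 to 27288843 in shCtrl-CTRL (median 27108336), from 19521877 to 26032961 in shCtrl-OGDR (median 25330082), from 20402165 to 25242304 in shAnxa2-CTRL (median 20467286) and from 19946882 to 25260931 in shAnxa2-OGDR (median 21043251). The 11626 genes with at least 0.5 CPM (counts scaled by the library total) in at least 3 libraries were normalized by edgeR's TMM method and tested in 1 model over all 12 libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Differentially expressed genes (DEGs) were called at the limits that the genes of supplemental Table S9 meet, an unadjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Beyond counting error, expression varied between replicates by 5.35% (common biological coefficient of variation). The paper names a single Anxa2 shRNA and a single stable line for it, so this is the spread within a line. The tests do not measure how much separate knockdown lines would differ.
The targeted gene was examined first. Anxa2 (ENSMUSG00000032231, on the plus strand of chromosome 9 from 69360902 to 69399077 in the coordinates of the deposited table, which are not those of GRCm38) had 3938, 4744 and 4806 counts in the shCtrl-CTRL libraries and 6414, 7717 and 5685 counts in the shCtrl-OGDR libraries. It had 715, 922 and 1052 counts in the shAnxa2-CTRL libraries and 357, 505 and 425 counts in the shAnxa2-OGDR libraries. Scaled by the library total and edgeR's TMM factor, as are all CPM values from here on, Anxa2 was at 171.7 ± 6.36 CPM (SD, n = 3) in shCtrl-CTRL, 278.9 ± 24.3 CPM in shCtrl-OGDR, 40.4 ± 4.86 CPM in shAnxa2-CTRL and 19.6 ± 1.26 CPM in shAnxa2-OGDR. Every shAnxa2 library lay below every shCtrl library of the same treatment (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change of shAnxa2 against shCtrl was −2.09 without OGD/R (standard error 0.0714, adjusted p = 3.96e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −3.83 after OGD/R (standard error 0.0782, adjusted p = 1.13e-21). OGD/R raised Anxa2 in shCtrl cells by a log2 fold change of 0.70 (standard error 0.0643, adjusted p = 1.21e-09 from the same edgeR test). It lowered Anxa2 in shAnxa2 cells as labelled, with a log2 fold change of −1.04 (standard error 0.0827, adjusted p = 3.05e-10 from that test). The difference between these OGD/R changes, tested as an interaction, was −1.74 (standard error 0.105, adjusted p = 3.35e-13 from the same edgeR test). Of the processing alternatives, a pseudocount of 1 with limma on log2 CPM moved the change after OGD/R most, to −3.76.

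**Figure D1:**
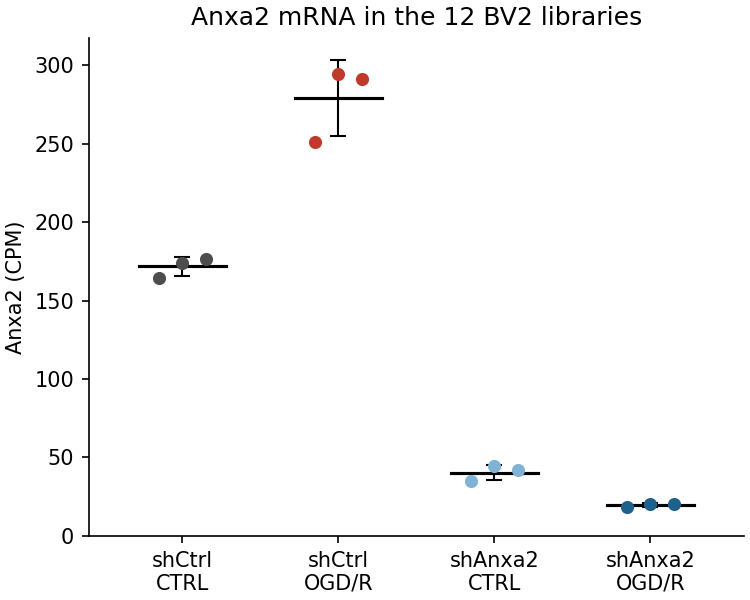
Anxa2 in CPM (counts scaled by the library total and the TMM factor, vertical axis) in the 3 libraries of each of the 4 groups (points), with the group mean (line) and SD (bars). The 6 shAnxa2 libraries lie below 45 CPM and the 6 shCtrl libraries above 164 CPM.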

We next performed transcriptomic profiling of BV2 stable cell lines expressing control shRNA (shCtrl) or Anxa2 shRNA (shAnxa2) without or with OGD/R treatment. 

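Principal component analysis used log2(CPM + 0.1) of the genes tested, centred and not scaled. The first component (PC1) held 51.2% of the variance and the second (PC2) 23.3%. The mean PC1 score was −20.9 ± 0.5 (SD, n = 3) in shCtrl-CTRL and 35.4 ± 1.8 in shCtrl-OGDR. In the knockdown line it was 14.3 ± 2.1 in shAnxa2-CTRL and −28.8 ± 0.4 in shAnxa2-OGDR. After OGD/R, PC1 was thus higher in the shCtrl line and lower in the shAnxa2 line, by the labels as given. Both shifts were larger than the spread between replicates. PC2 separated the lines, with positive scores in the 6 shCtrl libraries and negative scores in the 6 shAnxa2 libraries. The distance between a pair of libraries was measured as the root mean square difference of log2(CPM + 0.1) over genes. Within the 4 groups the mean distance was 0.252 to 0.28. Between groups it was lowest for shCtrl-CTRL and shAnxa2-OGDR, at 0.416, and next lowest for shCtrl-OGDR and shAnxa2-CTRL, at 0.453. The CTRL and OGDR libraries lay 0.584 apart in shCtrl cells and 0.496 apart in shAnxa2 cells. The untreated groups of the 2 lines lay 0.562 apart, and the groups farthest from each other were shCtrl-OGDR and shAnxa2-OGDR, at 0.673. With every gene that had any count in place of the filtered genes, the share of variance on PC1 was 37.05%.

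**Figure D2:**
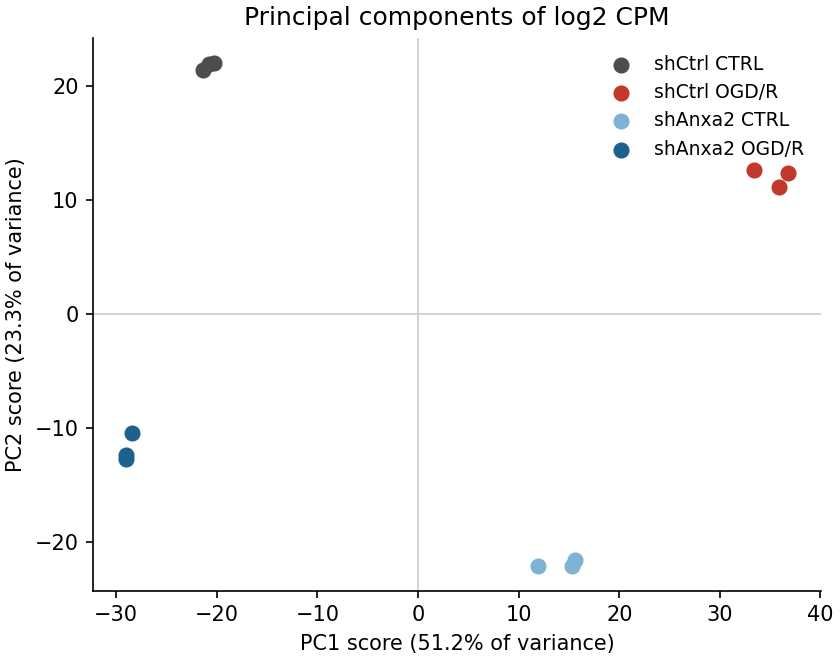
Scores of the 12 libraries on PC1 (horizontal axis, 51.2% of variance) and PC2 (vertical axis, 23.3% of variance), colored by group, 1 point per library. The shCtrl-OGDR libraries lie at a mean PC1 of 35.4 and the shAnxa2-OGDR libraries at −28.8.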

The heatmap (Fig. 4*D*) and PCA analyses (supplemental Fig. S7*A*) of the RNA-seq data showed that the gene expression pattern among these four groups was distinct. In subsequent analyses, we mainly compared OGD/R-induced DEGs in control and shAnxa2 BV2 cells. 

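In shCtrl cells, OGD/R raised 547 genes and lowered 251 at the DEG limits. In shAnxa2 cells, it raised 104 genes and lowered 338. By adjusted p under 0.05 alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3764 genes were higher and 3608 lower after OGD/R in shCtrl cells, and 3274 were higher and 3118 lower in shAnxa2 cells. The difference between the OGD/R changes of the 2 lines, tested as the interaction, had an adjusted p under 0.05 for 8136 genes, 70% of those tested. Across genes, the log2 fold changes after OGD/R in shCtrl cells and in shAnxa2 cells had a Pearson correlation of −0.796 and a Spearman correlation of −0.804. Genes are not independent replicates, so no p-value was attached to this correlation, and each line has 3 libraries per treatment. Of the 5239 genes with an adjusted p under 0.05 in both lines, 5165 (98.6%) changed in opposite directions and 74 in the same direction. The labels were used as given, and exchanged CTRL and OGDR labels within the shAnxa2 libraries would also give opposite directions. Without the filter on low counts the Pearson correlation across genes was −0.281.
Among genes with a mean of at least 1 CPM, the largest increase in shCtrl cells was that of Ip6k3 (ENSMUSG00000024210), which had 0, 4 and 1 counts in the shCtrl-CTRL libraries and 115, 122 and 95 counts in the shCtrl-OGDR libraries. Its log2 fold change was 6.08 (standard error 0.376, adjusted p = 1.15e-12 from edgeR's quasi-likelihood test), and its interaction was −10.94 (standard error 0.518). The next largest increases were those of Nos2, Vnn3 (3.88), Zc3h6 (3.79) and Aqp3 (3.75), with interactions of −6.92 for Vnn3, −7.74 for Zc3h6 and −6.95 for Aqp3. Counts in the lower groups were small for Aqp3, at 12, 4 and 10 in shCtrl-CTRL. The largest decrease was that of Trem1 (ENSMUSG00000042265), with a log2 fold change of −3.17 (standard error 0.192, adjusted p = 7.76e-13 from the same test) and an interaction of 4.65. Draxin (−2.63), Dmpk (−2.58), Bmper (−2.50) and Dusp6 (−2.41) followed. The interactions of Dmpk, Mmp12 and Dusp6 were 4.47, 4.38 and 3.57. The largest positive interaction, 5.26 for Lars2 (standard error 1.25), came from 66525 counts in a single shAnxa2-OGDR library, against 2670 or fewer in each of the other 11 libraries.

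**Figure D3:**
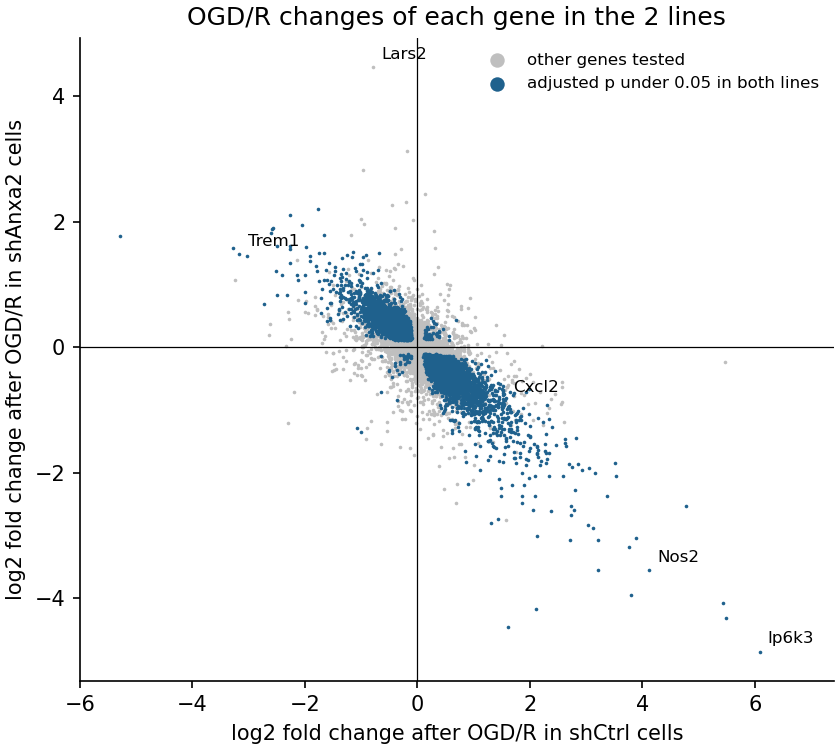
Log2 fold change after OGD/R of each gene tested in shCtrl cells (horizontal axis) and in shAnxa2 cells (vertical axis), 1 point per gene, with the 5239 genes that had an adjusted p under 0.05 in both lines in blue. Of the blue points, 5165 lie in the upper left and lower right of the plot, where the directions are opposite.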

Our data revealed that 387 genes that were normally upregulated in control cells upon OGD/R treatment were significantly downregulated in shAnxa2 BV2 cells (Fig. 4*E*, and supplemental Table S9). 

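Between the lines after OGD/R, 750 genes were lower and 433 higher in shAnxa2 than in shCtrl cells at the DEG limits, and 747 and 425 of them also had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By adjusted p under 0.05 alone, 3973 genes were lower and 3925 higher. The genes higher after OGD/R in shCtrl cells and those lower in shAnxa2 cells after OGD/R shared 382 genes. This is 69.8% of the first list and 50.9% of the second, and 35.3 genes would be shared if the lists were independent draws from the genes tested. The lists are not independent, because both comparisons use the shCtrl-OGDR libraries. With those libraries divided so that the 2 comparisons shared none, the overlap was 65.7% of the smaller list on average over 6 divisions (61.3% to 69.1%), against 71.4% (362 genes) with all 3 of those libraries used in both. These shares were taken from the log2 of the mean CPM of each group at the fold limit without a test, so they differ from the share of the lists above. In the opposite direction, 183 genes were lower after OGD/R in shCtrl cells and higher in shAnxa2 cells. Cxcl2 was the 1 gene higher in both comparisons. The shared genes had a median log2 fold change of 1.398 after OGD/R in shCtrl cells and of −1.511 between the lines after OGD/R. Within shAnxa2 cells as labelled, 323 of them (84.6%) were lower after OGD/R than without it at an adjusted p under 0.05. Their median log2 fold change there was −1.015. Without OGD/R, 310 of them (81.2%) were higher in shAnxa2 than in shCtrl cells and 2 (0.5%) were lower. The largest decreases between the lines after OGD/R were those of Ip6k3 (−5.03), Zc3h6 (−4.54), Vnn3 (−4.46), Lbp (−4.37) and Jsrp1 (−4.12). The largest increases were those of Trem1 (4.32), Ccnd2 (3.11), Bmper (3.09), Draxin (3.01) and Dusp6 (2.88). With a pseudocount of 1 and limma on log2 CPM, a setting that changes the test as well, the overlap was 213 genes, and the cause of the difference was not tested.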

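Enrichment was tested with the gene ontology (GO) and KEGG terms that the deposited table lists for each gene, against the genes tested, over 1932 GO and 315 KEGG terms of at least 10 genes (one-sided Fisher's exact test, Benjamini-Hochberg adjustment within GO and within KEGG). Among the genes higher after OGD/R in shCtrl cells, the GO term inflammatory response held 18 of its 180 genes, a ratio of 2.13 to the share expected (Fisher's exact p = 0.00205, adjusted p = 0.33). The KEGG term NF-kappa B signaling pathway held 8 of its 82 genes (ratio 2.07, Fisher's exact p = 0.0386, adjusted p = 0.646), and cytokine-cytokine receptor interaction held 14 of its 116 genes (ratio 2.57, adjusted p = 0.0844). In this list 1 GO term and 3 KEGG terms had an adjusted p under 0.05. The GO term was glutamatergic synaptic transmission (adjusted p = 0.00785), and the KEGG terms were sulfur metabolism (adjusted p = 0.000594), neuroactive ligand-receptor interaction (adjusted p = 0.000907) and cell adhesion molecules (adjusted p = 0.00449).
Among the genes lower in shAnxa2 cells after OGD/R, inflammatory response held 17 genes (ratio 1.46, Fisher's exact p = 0.0731, adjusted p = 1). Complement and coagulation cascades held 10 of its 36 genes (ratio 4.31, adjusted p = 0.0202), and response to bacterium held 17 of its 84 genes (ratio 3.14, adjusted p = 0.02). The adjusted p of complement and coagulation cascades was 0.257 with a pseudocount of 1 and limma, 0.393 without a filter, 0.0566 with quantile normalization and 0.226 with DESeq2 over all genes (chosen after seeing the data), and over the alternatives and the fits that left out 1 library it ranged from 0.0106 to 0.393. Among the genes higher in shAnxa2 cells after OGD/R, cytokine-cytokine receptor interaction held 17 genes (ratio 3.93, adjusted p = 0.000403) and the IL-17 signaling pathway held 10 of its 59 genes (ratio 4.55, adjusted p = 0.00594). Inflammatory response held 14 genes there (ratio 2.09, Fisher's exact p = 0.0074, adjusted p = 0.433). Among the genes lower after OGD/R in shCtrl cells, inflammatory response held 13 genes (ratio 3.35, adjusted p = 0.0658) and cytokine-cytokine receptor interaction 10 (ratio 3.99, adjusted p = 0.0159). For cytokine-cytokine receptor interaction the adjusted p with a pseudocount of 1 and limma was 0.0621 among the genes higher in shAnxa2 cells after OGD/R (range 9.89e-06 to 0.0621 over the alternatives and the fits that left out 1 library) and 0.133 among the genes lower after OGD/R in shCtrl cells (range 0.00402 to 0.133), where it was 0.092 with DESeq2 over all genes (chosen after seeing the data).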

Interestingly, GO and KEGG enrichment analyses revealed that OGD/R-activated immune-inflammatory response–related biological pathways were also downregulated in Anxa2 knockdown cells (Fig. 4, *F* and *G*, supplemental Fig. S7, *B* and *C*, and supplemental Table S10). 

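Of the 9 hub genes labeled in supplemental Fig. S7E, 6 had enough counts to be tested, and Il10, Thbs1 and Axl did not. After OGD/R, Igf1 was lower in shAnxa2 than in shCtrl cells by a log2 fold change of −1.23 (standard error 0.0561, adjusted p = 3.18e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ppard had a log2 fold change of −1.32 (standard error 0.06), Cd47 of −1.13 (standard error 0.0522), Vegfa of −1.06 (standard error 0.0566), Apoe of −1.02 (standard error 0.0709) and Mertk of −1.01 (standard error 0.123). The paper drew these genes from its DEGs of the same data. For each of the 6 genes, the 3 shAnxa2-OGDR libraries lay below the 3 shCtrl-OGDR libraries. In shCtrl cells OGD/R raised Vegfa (0.92), Ppard (0.91), Apoe (0.84), Cd47 (0.83) and Igf1 (0.27), while the change of Mertk, 0.14, was within replicate error (adjusted p = 0.277 from the same edgeR test). In shAnxa2 cells as labelled, OGD/R lowered Vegfa (−0.88), Cd47 (−0.87), Ppard (−0.78), Mertk (−0.43) and Apoe (−0.26). The change of Igf1 there was −0.13 (adjusted p = 0.059 from the same edgeR test). Exchanged treatment labels within the shAnxa2 libraries, which the data do not exclude, would reverse these directions and alter the comparisons between the lines. The interactions were −1.79 for Vegfa (standard error 0.0795, adjusted p = 1.27e-15 from the same edgeR test), −1.70 for Cd47, −1.69 for Ppard, −1.10 for Apoe, −0.57 for Mertk and −0.40 for Igf1. Without OGD/R, Igf1 and Mertk were already lower in shAnxa2 than in shCtrl cells (−0.82 and −0.44), Vegfa, Cd47 and Ppard were higher (0.74, 0.56 and 0.37), and Apoe differed by 0.08 (adjusted p = 0.358 from the same edgeR test).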

We then performed heatmap plot and STRING protein-protein interaction network analysis to obtain the inner interactions for these immune-related DEGs after Anxa2 knockdown with OGD/R treatment (supplemental Fig. S7, *D* and *E*). These data indicated that Anxa2 affects the expression of inflammation-related genes in microglia, further supporting its involvement in OGD/R-induced injury.

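For a list of NF-κB target genes written down before the data were examined, 44 of 50 genes were tested. Their median log2 fold change after OGD/R was 0.638 in shCtrl cells (limma's camera test, adjusted p = 0.0587 over 12 set tests), with 30 genes higher and 8 lower at an adjusted p under 0.05. Between shAnxa2 and shCtrl cells after OGD/R, the median was −0.083 (limma's camera test, adjusted p = 0.947), with 18 genes higher and 19 lower. Without OGD/R, these targets were higher in shAnxa2 than in shCtrl cells, with a median of 0.848, and 35 genes were higher and 1 lower. In shAnxa2 cells their median change after OGD/R was −0.265, and 24 genes were lower and 5 higher. The values of shAnxa2 cells hold only if their CTRL and OGDR labels are right. The genes of the inflammatory response term of supplemental Table S10, 21 of which were tested, had a median of −1.279 between the lines after OGD/R, and 19 of the 21 were lower. These genes were listed by the paper from the same data for being higher after OGD/R.
Nos2, which encodes iNOS (ENSMUSG00000020826), was at 3.11 ± 0.648 CPM (SD, n = 3) in shCtrl-CTRL, 54.8 ± 5.16 CPM in shCtrl-OGDR, 87.6 ± 6.12 CPM in shAnxa2-CTRL and 7.43 ± 1.73 CPM in shAnxa2-OGDR. Its log2 fold change was 4.12 after OGD/R in shCtrl cells (standard error 0.129, adjusted p = 7.26e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −2.87 between the lines after OGD/R (standard error 0.115). Within shAnxa2 cells as labelled, OGD/R changed it by −3.55, and without OGD/R it was higher in shAnxa2 cells by 4.80. Tnf fell after OGD/R in shCtrl cells, with a log2 fold change of −0.74 (standard error 0.0814, adjusted p = 2.47e-08 from the same edgeR test), and was higher in shAnxa2 than in shCtrl cells after OGD/R by 1.92 (standard error 0.0796, adjusted p = 6.13e-16). Il1b also fell in shCtrl cells (−1.31, standard error 0.26, adjusted p = 0.000117 from the same edgeR test) and was higher in shAnxa2 cells after OGD/R (2.39, standard error 0.238). Ptgs2, which encodes COX2, changed by −0.40 after OGD/R in shCtrl cells (standard error 0.0945) and by 0.71 between the lines after OGD/R (standard error 0.0943, adjusted p = 4.21e-07 from the same edgeR test). In untreated cells, Ptgs2, Tnf and Il1b were already higher in shAnxa2 than in shCtrl cells, by 0.56, 0.81 and 0.86. The interaction was 0.14 for Ptgs2 (adjusted p = 0.333 from the same edgeR test), 1.11 for Tnf and 1.53 for Il1b. Cxcl2 rose in shCtrl cells after OGD/R (1.55, standard error 0.224) and was higher in shAnxa2 cells, by 2.36 after OGD/R and by 4.75 without it. The NF-κB inhibitor genes Nfkbia and Tnfaip3 rose in shCtrl cells after OGD/R by 0.57 and 1.11, and between the lines after OGD/R they differed by 0.58 and −0.36. Il6 and Arg1 had 10 or fewer counts in every library and were not tested.
The paper compares the genes raised by OGD/R in control cells with those lower in shAnxa2 cells after OGD/R, finds immune and inflammatory terms among both, and concludes that Anxa2 affects inflammation-related expression of microglia.

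**Figure D4:**
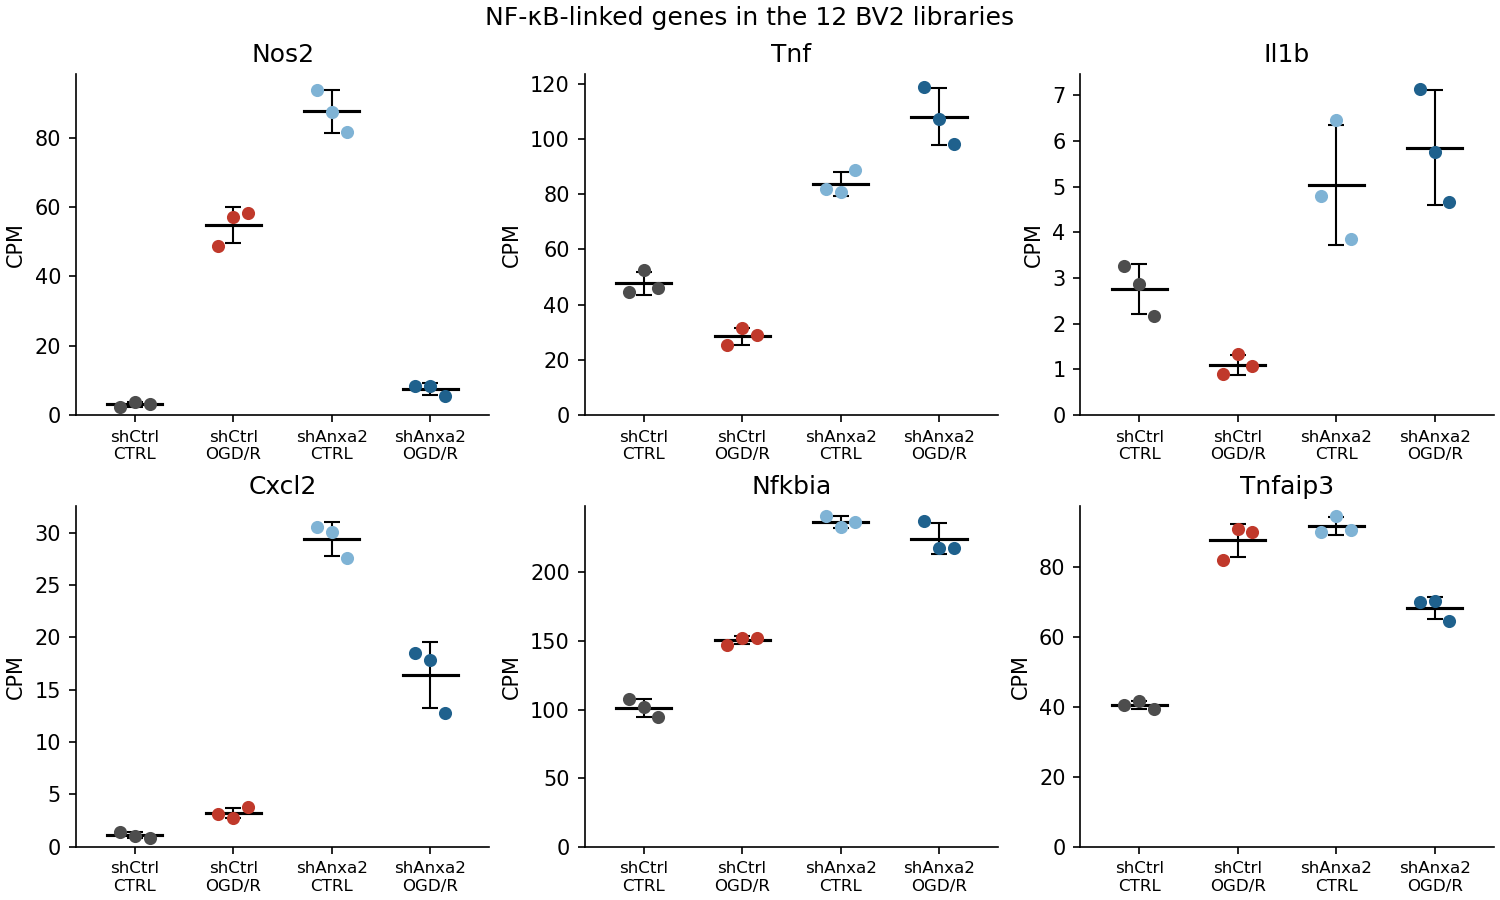
CPM (vertical axes) of Nos2, Tnf, Il1b, Cxcl2, Nfkbia and Tnfaip3 in the 3 libraries of each group (points), with the group mean (line) and SD (bars). Nos2 has its highest mean in shAnxa2-CTRL, at 87.6 CPM, while Tnf and Il1b are lowest in shCtrl-OGDR.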

**Fig. 4:**
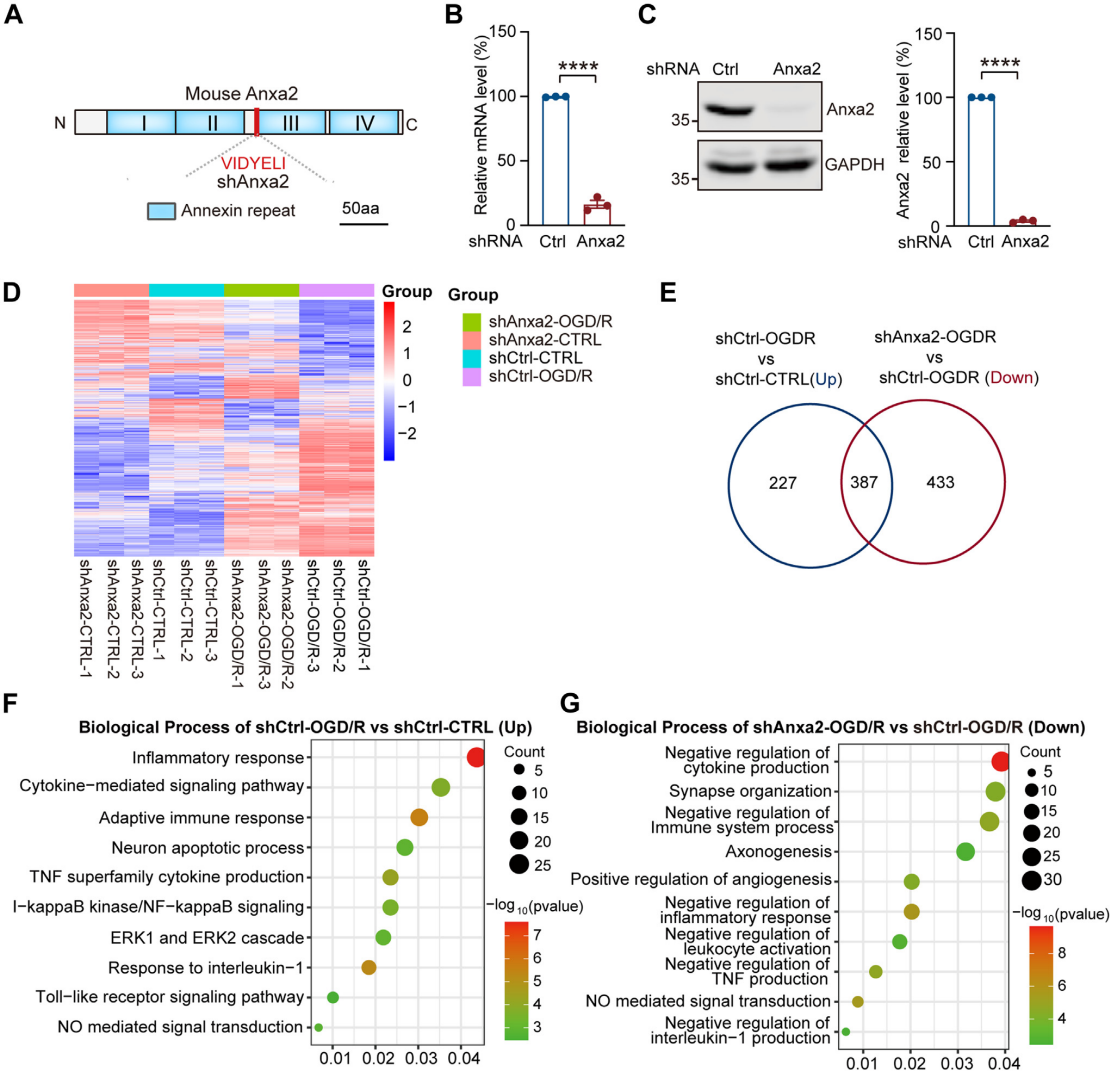
**Knockdown of Anxa2 affected the inflammatory response genes and pathways upon OGD/R in BV2 microglial cells.***A*, schematic of Anxa2 encoding region and target site of a stable cell line of Anxa2 knockdown by small hairpin RNA (shRNA) in BV2 cells. *B*, RT-PCR analysis for Anxa2 mRNA expression in BV2 stable cell lines of small hairpin RNA control (shCtrl) and small hairpin RNA of Anxa2 gene (shAnxa2), respectively. *C*, representative blot images and quantitative analysis of exogenous Anxa2 protein in shCtrl and shAnxa2 BV2 stable cell lines detected by Western blot. Data are presented as means ± SEM. Statistical significance was determined by unpaired Student’s t-tests. ∗∗∗∗*p* < 0.0001. *D*, differential gene expression volcano plots and (*E*) Venn diagram revealed significant changes in BV2 microglial cells transcriptome of Anxa2 knockdown after OGD/R (*p*-value <0.05, fold change >1.5). *F*, biological process analyses of DEGs upregulated in shCtrl-group after OGD/R (*p*-value <0.05). *G*, the biological process of DEGs downregulated in shAnxa2-OGD/R *versus* shCtrl-OGD/R group (*p*-value <0.05). Anxa2, annexin A2; DEG, differentially expressed gene; OGD/R, oxygen-glucose deprivation and reoxygenation.

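At the limits named for panels D and E, an unadjusted p under 0.05 and a fold change above 1.5, OGD/R raised 1405 genes and lowered 990 in shCtrl cells. After OGD/R, 1698 genes were lower and 1400 higher in shAnxa2 than in shCtrl cells, and 1039 genes were both raised by OGD/R in shCtrl cells and lower in shAnxa2 cells. At the limits given in the paper's methods, a fold change above 1.2 or below 0.8, the same comparison gave 3002 genes raised and 2314 lowered by OGD/R in shCtrl cells, and 2884 lower and 3133 higher in shAnxa2 than in shCtrl cells after OGD/R, with 2137 both raised by OGD/R and lower in shAnxa2 cells. The shared genes were 74% of the smaller list at the first limit and 74.1% at the second.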

### Anxa2 Knockdown Ameliorates Immune Inflammatory Response and Apoptosis Induced by OGD/R in BV2 Microglial Cells

Microglia exhibit pro- and anti-inflammatory responses according to environmental stimuli (67). To determine the role of Anxa2 in regulating immune inflammatory response, we performed RT-qPCR in BV2 cells following OGD/R and found that Anxa2 knockdown attenuated the expression of pro-inflammatory mediators prostaglandin-endoperoxide synthase 2 (COX2) and inducible iNOS and inhibited the OGD/R-induced downregulation of anti-inflammatory mediators arginase 1 (Arg1) and macrophage mannose receptor 1 (CD206) (Fig. 5*A*). These findings were further corroborated at the protein levels with Western blotting analyses (Fig. 5*B*). Given that iNOS and Arg-1 are two important enzymes in the arginine metabolism pathway, these results reflect the polarization of microglia phenotypes (68). Our findings indicated that Anxa2 knockdown dysregulates the expression pattern of pro- and anti-inflammatory factors in microglia in response to OGD/R. To further investigate the impact of Anxa2 knockdown on inflammatory response after OGD/R, we examined the expression of pro-inflammatory cytokines in BV2 cells. Upon OGD/R, the pro-inflammatory cytokines TNF-α, IL-1β, and IL-6 were robustly upregulated at both mRNA (Fig. 5*C*) and protein (Fig. 5*D*) levels in BV2 microglia cells. In contrast, the regulation of their expression was significantly attenuated in Anxa2 knockdown BV2 cells. Collectively, these results indicated that Anxa2 acts as an upstream activator of the inflammatory response during OGD/R.

**Fig. 5:**
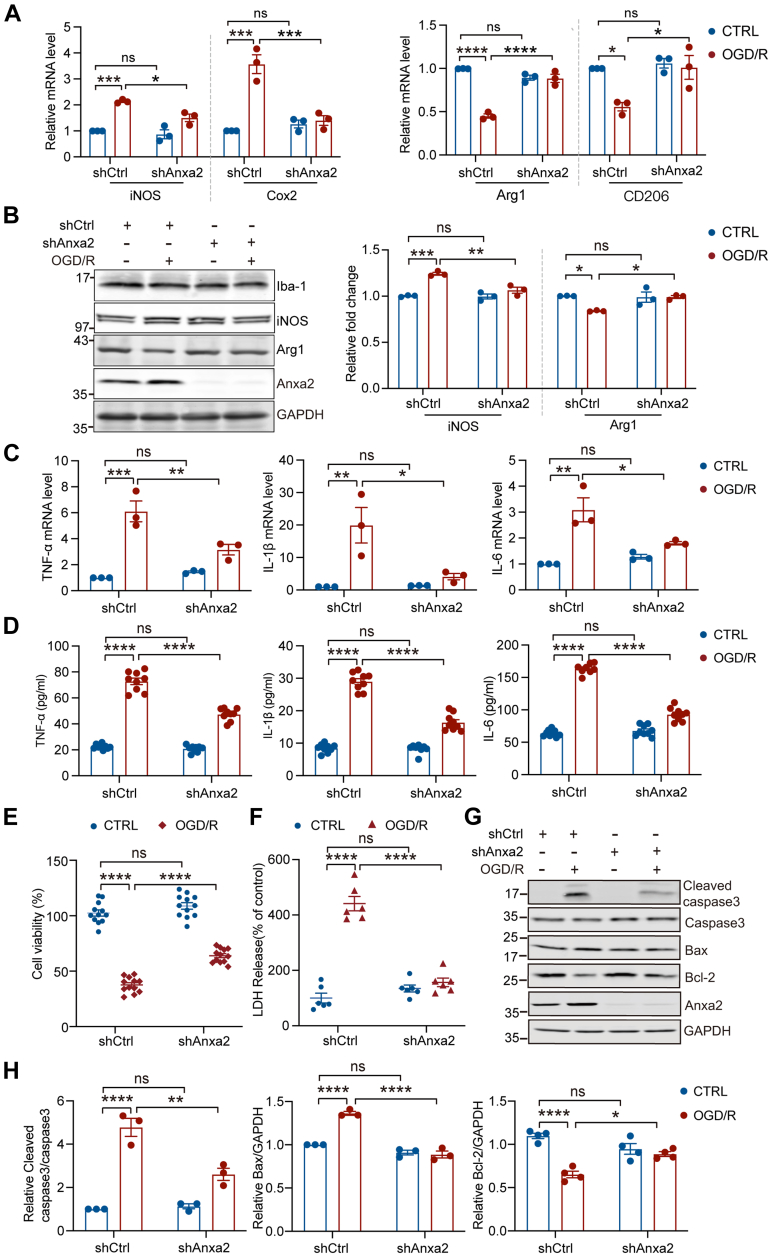
**Anxa2 knockdown ameliorated immune inflammatory response and apoptosis of BV2 microglial cells induced by OGD/R.***A*, the mRNA expression levels of pro-inflammatory marker genes iNOS and COX2 and anti-inflammatory marker genes Arg1 and CD206 in shCtrl and shAnxa2 BV2 cells with or without OGD/R treatment. *B*, representative blot images and quantitative analysis of iNOS and Arg1 protein expression levels detected by Western blot in shCtrl and shAnxa2 BV2 cells with or without OGD/R treatment. GAPDH was an internal normalized control. *C*, the relative mRNA levels of inflammatory mediators TNF-α, IL-1β, and IL-6 in shCtrl or shAnxa2 BV2 cells after OGD/R by RT-PCR. *D*, the expression levels of TNF-α, IL-1β, and IL-6 in supernatants of shCtrl or shAnxa2 BV2 cells after OGD/R were measured by ELISA assay. *E*, cell viability accessed by CCK8 assay in shCtrl or shAnxa2 BV2 cells after OGD/R. *F*, cell death accessed by LDH release in shCtrl or shAnxa2 BV2 cells after OGD/R. *G* and *H*, representative blot images and quantitative analysis of apoptosis-related proteins cleaved caspase3, Bax, and Bcl2 in shCtrl or shAnxa2 BV2 cells after OGD/R detected by Western blot. All data were shown as mean ± SEM. Statistical significance was determined by two-way ANOVA for multiple comparisons. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. ∗∗∗∗*p* < 0.0001. All experiments were repeated at least three times. Anxa2, annexin A2; IL-6, interleukin-6; IL-1β, interleukin-1beta; iNOS, inducible nitric oxide synthase; LDH, lactate dehydrogenase; OGD/R, oxygen-glucose deprivation and reoxygenation; TNF-α, tumor necrosis factor-α.

We next investigated whether Anxa2 knockdown can affect the survival of BV2 microglia cells after OGD/R. By using a colorimetric cell survival assay, we found that the OGD/R treatment significantly reduced cell viability. Notably, Anxa2 knockdown increased the cell viability after OGD/R compared to the control cells (Fig. 5*E*). Consistently, we also observed that the OGD/R treatment drastically increased LDH release that reflects decreased cell viability (44), while Anxa2 knockdown suppressed the increase in LDH release (Fig. 5*F*). The activation of caspase-3 and B-cell lymphoma 2–associated X protein (Bax) and the decreased production of B-cell lymphoma 2 (Bcl-2) are major biochemical markers of apoptotic cells (69). By examining the expression of these apoptotic markers after OGD/R in BV2 microglia cells, we found a significant decrease of the proapoptotic proteins caspase-3 and Bax, concomitant with an increase in the expression of anti-apoptotic protein Bcl-2 in shAnxa2 BV2 microglia cells after OGD/R (Fig. 5, *G* and *H*). Taken together, these results suggested that Anxa2 knockdown reduced microglial activation in response to OGD/R and ameliorated OGD/R-induced inflammatory response and cell apoptosis in BV2 microglial cells.

### Anxa2 Knockdown Inhibits NF-κB Signaling Activation Triggered by OGD/R in BV2 Microglial Cells

To determine the effect and mechanism of Anxa2 activation on microglial inflammation in response to OGD/R, we first explored a potential transcriptional program through which Anxa2 regulates the expression of TNF-α, IL-1β, and IL-6 in BV2 cells. Previous studies revealed that the NF-κB signaling pathway is activated, which causes an increase in the production of inflammatory mediators following ischemia (70). A recent study also shows that Anxa2 can directly regulate NF-κB activation by binding to the p50 subunit in pancreatic cancer cells (71). Moreover, Anxa2 knockdown reduces the transcriptional activity of NF-κB and downregulates nuclear translocation of p50 in the neuroblastoma cell line (72). Thus, we hypothesize that Anxa2 regulates the expression of pro-inflammatory cytokines by activating the NF-κB signaling in microglia. To test this hypothesis, we examined the levels of total and phosphorylated p65 subunit and IKβα by immunoblotting. We found that the phosphorylation level of the p65 subunit of NF-κB and IKβα were significantly increased upon OGD/R treatment in control BV2 cells, but they were inhibited in Anxa2 knockdown cells (Fig. 6, *A*, *B*, and *D*). Additionally, the protein level of IKβα was significantly downregulated after OGD/R, indicating that IKβα was degraded after OGD/R. However, OGD/R-induced downregulation of IKβα was prevented by the loss of Anxa2 expression (Fig. 6, *A* and *C*). In summary, our findings suggested that Anxa2 not only regulates the expression of NF-κB signaling but is also required to activate NF-κB signaling in microglia after OGD/R.

**Fig. 6:**
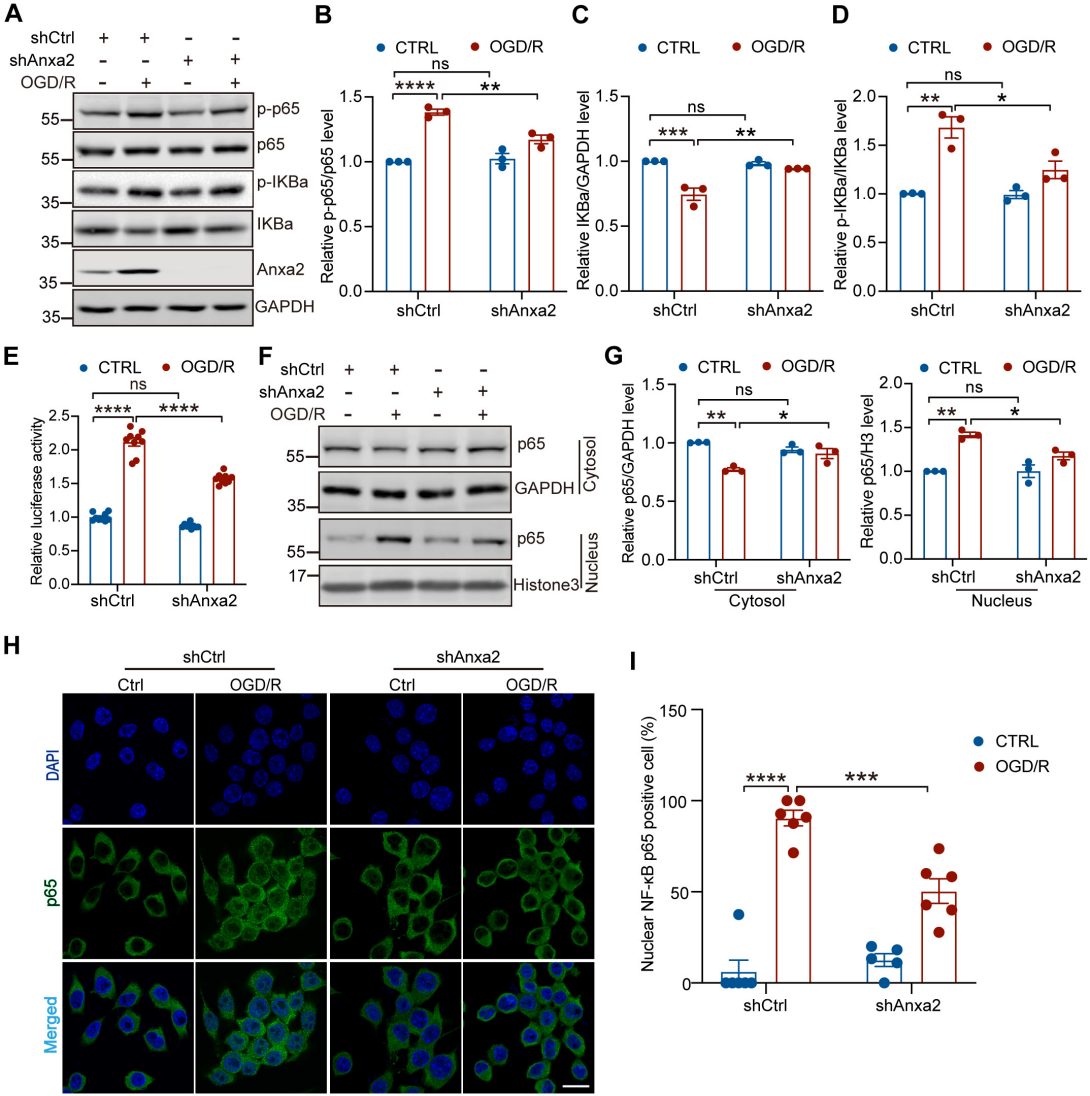
**Anxa2 knockdown inhibited NF-κB signaling activation in OGD/R-treated BV2 microglial cells.***A*–*D*, representative blot images and quantitative analysis of NF-κB signaling components including phosphorylated p65 (p-p65), total p65, phosphorylated IKBa, and total IKBa in shCtrl and shAnxa2 BV2 cells after OGD/R detected by Western blot. GAPDH was an internal normalized control. *E*, relative luciferase activity of NF-κB after Anxa2 knockdown in OGD/R-induced BV2 cells. *F* and *G*, representative blot images and quantitative analysis of the subcellular accumulated NF-κB p65 in the cytoplasmic and nuclear fractions, respectively, in shCtrl and shAnxa2 BV2 cells after OGD/R detected by Western blot. As a protein loading control, the data were normalized to GAPDH (cytoplasmic marker) or Histone H3 (nuclear marker). *H* and *I*, representative images (*H*) and quantitative analysis (*I*) of the positive nucleus localization of NF-kB p65 subunit accessed by immunofluorescence staining in shCtrl and shAnxa2 BV2 cells after OGD/R. Scale bar represents 20 μm. Data are shown as mean ± SEM. Statistical significance was determined by two-way ANOVA for multiple comparisons, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. All experiments were repeated at least three times. Anxa2, annexin A2; NF-κB, nuclear factor-kappa B; OGD/R, oxygen-glucose deprivation and reoxygenation.

To examine whether OGD/R could affect the interaction between Anxa2 and the p50 subunit of NF-κB, we performed the co-immunoprecipitation assay and found that these two proteins formed a complex and that their interaction was not affected by OGD/R (supplemental Fig. S8). To further consolidate the relationship between Anxa2 and NF-κB, we determined the effects of Anxa2 on the transcriptional activity of NF-κB using a luciferase reporter assay. We found that OGD/R treatment enhanced the transcriptional activity of NF-κB, while Anxa2 knockdown significantly attenuated this process (Fig. 6*E*). Because activated NF-κB translocates into the nucleus to regulate the expression of the target genes (73), we sought to determine if Anxa2 knockdown affects NF-κB translocation following OGD/R. To do this, we separated the cytosol and nuclear fractions by differential centrifugation followed by Western blotting analysis. We observed that the level of p65 in the nuclear extract was elevated in control but not in Anxa2-deficient BV2 cells after OGD/R (Fig. 6, *F* and *G*). Similarly, we also observed a robust translocation of p65 into the nucleus of control cells following OGD/R treatment by immunostaining, but it was significantly attenuated in Anxa2 knockdown cells (Fig. 6, H and I). Taken together, these results suggest that Anxa2 partially regulates OGD/R-induced activation of immune-inflammatory response in microglia through promoting p65 nuclear translocation and the activation of the NF-κB signaling pathway.

### Microglial Anxa2 Knockdown Protects Neurons Against OGD/R-Induced Injury

To investigate the neuroprotective effect of microglial Anxa2, we performed OGD on primary neurons for 90 min, after which they were treated with re-oxygenated conditioned medium derived from OGD/R-treated BV2 cells for 24 h *in vitro* (Fig. 7*A*). MTT assay revealed that the conditioned medium derived from Anxa2 knockdown-BV2 cells significantly decreased neuronal death (Fig. 7*B*). The incubation with re-oxygenated conditioned medium from Anxa2 knockdown BV2 cells markedly decreased the levels of cleaved Caspase-3 (Fig. 7, *C* and *D*) and the pro-apoptotic factor Bax (Fig. 7, *C* and *E*) compared to control conditions. Moreover, the TUNEL and NeuN double immunostaining assay showed that the re-oxygenated conditioned medium from Anxa2 knockdown BV2 cells significantly decreased the percentage of TUNEL-positive neurons compared to control neurons (Fig. 7, *F* and *G*). In summary, these data suggested that the loss of Anxa2 function in microglial cells nonautonomously protects neurons against OGD/R-induced neuron injury.

**Fig. 7:**
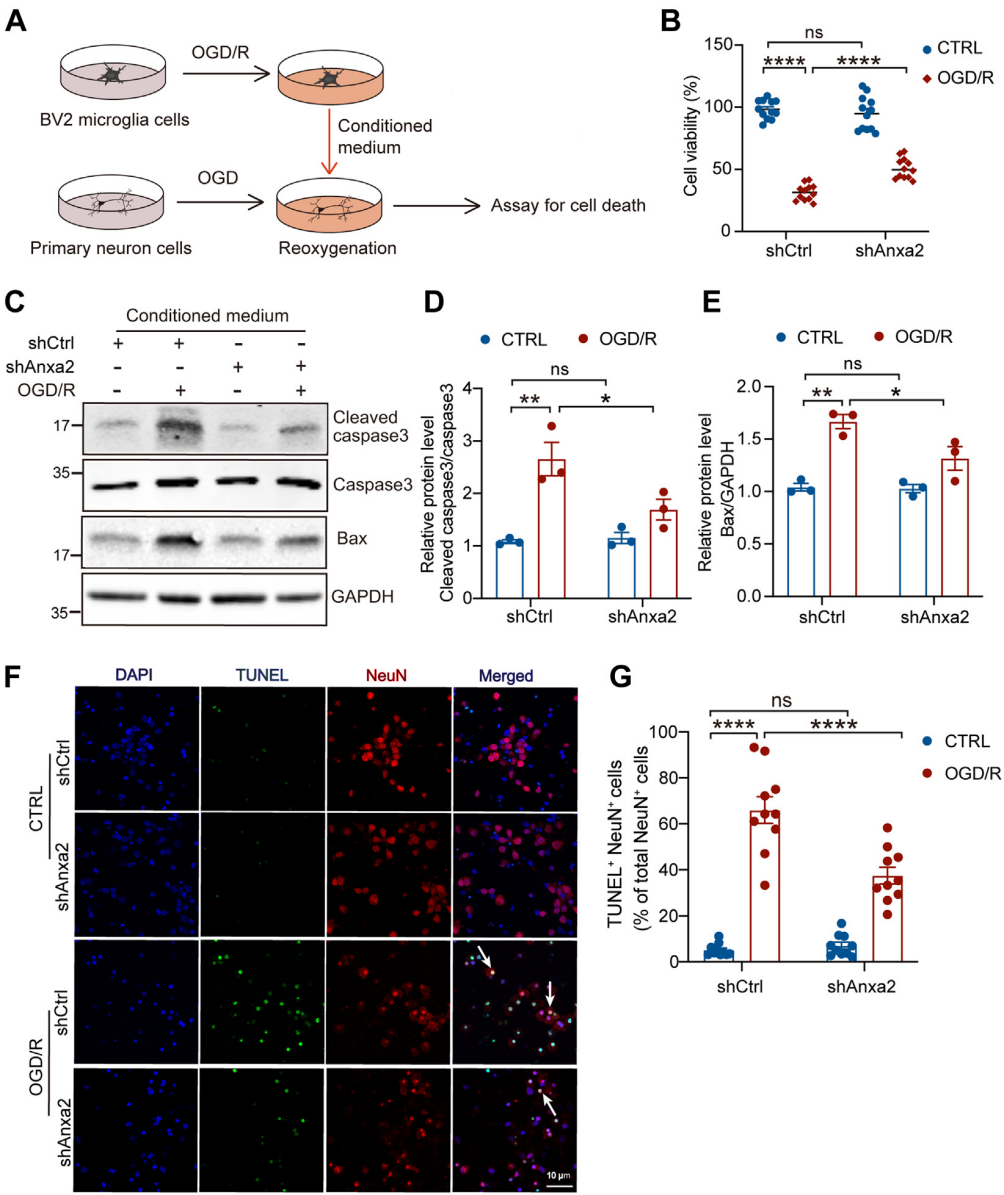
**Anxa2 knockdown alleviates OGD/R-induced neuronal injury.***A*, schematic diagram of primary neurons treated by BV2 microglia cells-conditional medium (CM) *in vitro* for the following assays. *B*, cell viability of primary neurons treated with conditional medium from shCtrl or shAnxa2 BV2 cells with or without OGD/R treatment using MTT assay. *C*–*E*, representative blot images (*C*) and quantitative analyses of cleaved caspase3 (*D*) and Bax (*E*) in neurons treated with conditional medium derived from shCtrl or shAnxa2 BV2 cells with or without OGD/R treatment. GAPDH was an internal normalized control. *F* and *G*, representative images (*F*) and quantitative analyses (*G*) of TUNEL (*green*) and NeuN (*red*) positive neurons subjected to OGD with conditional medium derived from shCtrl or shAnxa2 BV2 cells with or without OGD/R treatment. The arrow indicates the colocalization of TUNEL and NeuN. Scale bar represents 10 μm. n = 10. All data are shown as mean ± SEM. Statistical significance was determined by two-way ANOVA for multiple comparisons, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. All experiments were repeated at least three times. Anxa2, annexin A2; MTT, 3-(4,5-dimethylthiazolyl-2)-2,5-diphenyltetrazolium bromide; OGD/R, oxygen-glucose deprivation and reoxygenation.

## Discussion

Ischemic stroke is caused by an inadequate supply of blood and oxygen due to the blockage of an artery. After vascular recanalization, restoring oxygen and blood flow can lead to oxidative stress, triggering inflammation that causes irreversible cell damage and death (74). Due to its clinical importance, various animal models have been developed to mimic human clinical stroke. In this study, we used a well-established MCAO and reperfusion model in mice. The gene expression of most molecules is closely related to the abundance of protein, and the function and biological roles of proteins are also regulated by posttranslational modifications (75). Proteomics is the comprehensive study of all proteins in intricate biological systems, and it has been applied to research on cerebral ischemia to identify blood biomarkers for diagnosis, therapeutic targets, and pathological mechanism studies. Nonetheless, most studies performed a single transcriptomic or proteomic profiling in isolation to reveal the dysregulation of the genes or proteins involved in biological processes and pathways. Those studies only examined some dysregulation genes or proteins by RT-PCR or Western blot while not exploring the cellular function and mechanism (76, 77, 78, 79).

The cortex, hippocampus, and striatum are extremely sensitive to cerebral ischemia in the brain. Neuronal cell death is induced by ischemic reperfusion in the mouse cortex, striatum, and hippocampus (80). Specifically, in human patients and experimental animal models with cerebral ischemia or hypoxia, CA1 pyramidal neurons are among the most vulnerable (81). We also found partial neuronal death in the CA1 area of the hippocampus. However, previous studies focus on the cortex in cerebral ischemia and reperfusion (76, 79). Therefore, we performed multi-omic profiling in the hippocampal tissue after cerebral I/R to identify key molecules and cellular mechanisms mediating neuronal death in the pathogenesis of cerebral I/R injury. Based on the integrated phosphoproteomic and proteomic profiling, we found that upregulated proteins and phosphorylated proteins were enriched in biological processes, such as acute inflammatory response, humoral immune response, regulation of ERK1 and ERK2 cascade, leukocyte migration, tumor necrosis factor production, interleukin-1 production, nitric-oxide synthase activity, and neuronal death. Furthermore, upregulated and phosphorylated proteins were enriched in the KEGG pathway, such as complement and coagulation cascades, calcium signaling pathways, natural killer cell–mediated cytotoxicity, and PPAR signaling pathways. In addition, we also enriched other biological pathways, including the regulation of actin cytoskeleton, autophagy, energy metabolism, and lysosome transport.

Although we identified the immune and inflammation-related pathways markedly increased in cerebral ischemia, we also observed that the pathways regulating synaptic plasticity, neurotransmission, and dendrite organization markedly decreased in response to cerebral I/R, which is consistent with previously reported changes in cerebral I/R. Synaptic dysfunction is one of the pathophysiological events triggered by cerebral I/R, eventually leading to neuronal death (76, 82). Activated microglia and their interaction with other cells can participate in synaptic plasticity (83). Therefore, our findings imply that the activation of the immune inflammatory response triggered by cerebral I/R may trigger synaptic dysfunction and eventually lead to neuron injury. It is quite interesting to test if the activation of the inflammatory responses leads to the loss of synaptic function or if both jointly aggravate neuronal injury after cerebral I/R in the future. In addition, many of the key proteins involved in signal transduction pathways are highly regulated by the phosphorylation (84), and the experimental validation of phosphoproteome for understanding the phosphorylation patterns of some crucial proteins involved in cerebral I/R is required in the future. Thus, integrated phosphoproteome and proteome profiles and the changes in different pathways of cerebral I/R in this study may provide a resource to understand the complicated molecular mechanism of cerebral I/R. Further clarifying the DEGs and related pathways will be helpful for the prevention and therapy of cerebral I/R.

Interestingly, several protease inhibitors, mainly secreted serine protease inhibitors, were significantly upregulated in our proteome and transcriptome profiles. Serine protease inhibitors are closely involved in innate and adaptive immune responses (85). Serpina3n (serine peptidase inhibitor clade A member 3N) has been previously described as a potential marker of reactive astrogliosis. Serpina3n is upregulated in astrocytes and neurons within the ischemic penumbra after stroke and reduces brain damage possibly by interacting with clusterin and inhibiting neuronal apoptosis and neuroinflammation (86, 87). Moreover, our data showed that Serpina3n has not changed in BV2 microglial cells after OGD/R (Fig. 3*F* and supplemental Fig. S4*A*). These results indicated that Serpina3n may regulate immune inflammatory responses in astrocytes or neurons in response to cerebral I/R.

Our transcriptomic analyses in brain tissue also showed that multiple immune inflammatory–related pathways could be activated in the hippocampus after cerebral I/R, including the NF-κB signaling pathway. Previous studies have suggested that inhibiting immune-inflammatory response attenuates ischemia-induced brain injury (88). Intriguingly, our combinatorial analyses of proteome, phosphoproteome, and transcriptome of I/R mouse hippocampi revealed that Anxa2 had a high correlation to inflammation responses during I/R. Previous studies reported that Anxa2 is upregulated in the mouse brain after traumatic spinal cord injury (33, 89). Consistently, we found that Anxa2 is significantly increased after cerebral I/R. However, the most important finding in our study is that Anxa2 was specifically upregulated in microglia cells after cerebral I/R.

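Of the genes that supplemental Table S9 lists as higher after OGD/R in shCtrl cells, 525 passed the filter on counts. In shAnxa2 cells as labelled, 440 of these (83.8%) were lower after OGD/R than without it (adjusted p under 0.05, edgeR's quasi-likelihood test). None was higher, and the median log2 fold change was −0.924. Exchanged treatment labels within the shAnxa2 libraries, which the data do not exclude, would reverse this direction. Between the lines after OGD/R, a comparison that shares the shCtrl-OGDR libraries with the one that listed them, their median was −1.289. Without OGD/R, 449 of them (85.5%) were higher in shAnxa2 than in shCtrl cells, with a median of 1.006. Of the 343 genes listed as lower after OGD/R in shCtrl cells, 233 were tested, and 150 of these were higher after OGD/R in shAnxa2 cells.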

To test the hypothesis that Anxa2 might be involved in the progress of cerebral I/R injury in microglia, we also obtained microglia-specific transcriptomic profiles of Anxa2 during OGD/R. Interestingly, we found that Anxa2 knockdown in BV2 microglial cells with OGD/R treatment can reverse some gene expression profiles, especially the inflammation-related ones in BV2 microglial cells. 

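Supplemental Table S10 lists 10 genes of the KEGG NF-kappa B signaling pathway among the genes higher after OGD/R in shCtrl cells, of which 8 were tested. The paper listed them from the same data, in a comparison that shares the shCtrl-OGDR libraries with that of the lines. After OGD/R, 4 of the 8 were lower and 1 was higher in shAnxa2 than in shCtrl cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the median log2 fold change between the lines was −0.35. In shAnxa2 cells as labelled, all 8 were lower after OGD/R than without it. Birc3 rose by 1.21 in shCtrl cells after OGD/R and was lower in shAnxa2 cells after OGD/R by a log2 fold change of −0.90 (standard error 0.0624), and Relb rose by 1.12 and was lower by −0.61 (standard error 0.0787). Lbp rose by 2.05. Among all genes lower in shAnxa2 cells after OGD/R, this pathway held 2 of its genes, a ratio of 0.378 to the share expected (one-sided Fisher's exact test, unadjusted p = 0.972). Rela, which encodes p65, did not change after OGD/R in shCtrl cells (log2 fold change 0.00, standard error 0.0648) and differed by 0.16 between the lines after OGD/R (adjusted p = 0.0293 from edgeR's test), which was not below 0.05 when the test was run without a trend of the variance on expression (0.0528) or with quantile normalization and limma (0.0692, with a range of 0.00775 to 0.156 over the alternatives and the fits that left out 1 library). Nfkb1 rose by 0.19 in shCtrl cells, and its difference between the lines, −0.07, had an adjusted p of 0.224 from the same edgeR test. With quantile normalization and limma it was −0.16 (adjusted p = 0.0045, with a range of 0.0045 to 0.701 over the alternatives and the fits that left out 1 library).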

We analyzed DEGs mainly enriched in inflammation-related biological processes and pathways such as NF-κB. 

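Among the genes lower in shAnxa2 than in shCtrl cells after OGD/R, the KEGG term arginine and proline metabolism held 7 of its 35 genes tested, a ratio of 3.10 to the share expected (one-sided Fisher's exact test, unadjusted p = 0.00621). After Benjamini-Hochberg adjustment over the KEGG terms the p was 0.253, with a range of 0.075 to 0.851 over the processing alternatives and the fits that left out 1 library. Of the 6 genes that supplemental Table S10 lists for this term, all were tested and lower in shAnxa2 cells after OGD/R at an adjusted p under 0.05 from edgeR's quasi-likelihood test, which restates the choice by which the paper listed them from the same data. Pycr1 differed by a log2 fold change of −1.62 (standard error 0.123), Sat2 by −1.32 (standard error 0.151), Nos1 by −1.37 (standard error 0.0771), Sat1 by −1.06 (standard error 0.0736) and Hoga1 by −1.01 (standard error 0.19). After OGD/R in shCtrl cells these genes rose by 1.71 (Pycr1), 1.64 (Nos1), 1.20 (Sat2), 0.96 (Hoga1) and 0.69 (Sat1). Within shAnxa2 cells as labelled, all 6 listed genes were lower after OGD/R than without it.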

Additionally, we found arginine and proline metabolism changes after Anxa2 knockdown with OGD/R treatment. It has been concluded that different polarized types of microglia and their secreted factors affect energy metabolism. iNOS and Arg-1 participate in arginine metabolism, where they compete with each other for arginine metabolism substrates during arginine metabolism. The maintenance of Arg-1 high expression can produce proline or polyamine and NO generation at a low level, which helps with neuroprotection (90). We further demonstrated that Anxa2 knockdown promoted anti-inflammatory phenotype but reduced pro-inflammatory phenotype to exert anti-inflammatory function in microglia under OGD/R conditions. Our study revealed that Anxa2 regulates the release of Arg-1 and iNOS in microglia, suggesting that Anxa2 might affect inflammation by affecting arginine and proline metabolism. However, these possibilities remain to be further investigated in the future. Based on the *in vitro* model, we also found that upregulation of Anxa2 promotes the production of pro-inflammatory cytokines, including TNF-α, IL-1β, and IL-6, as well as cell apoptosis in BV2 microglial cells.

Meanwhile, Anxa2 knockdown also synchronously alleviated the expression and release of multiple pro-inflammatory cytokines, such as TNF-α, IL-1β, and IL-6. Collectively, our study found that Anxa2 was abundantly expressed in microglia after OGD/R and significantly correlated with inflammation. Further research showed that activation of Anxa2 effectively inhibited the inflammatory response of microglia. Conversely, previous studies suggest that Anxa2 deficiency increases pro-inflammatory response after bacterial infection in the lung (91). Another study showed that loss of Anxa2 increased pro-inflammatory response in the Anxa2 KO mouse brain compared with the WT mice after TBI (33). Although this is inconsistent with previous research, our findings and earlier studies suggested that the role of Anxa2 might be diverse in different cell types or pathological conditions.

Previous studies have demonstrated that Anxa2 silencing alleviates the progression of acute pancreatitis, obesity-induced insulin resistance, and pediatric neuroblastoma by inhibiting the NF-κB signaling pathway (72, 92, 93). Furthermore, several studies have revealed that NF-κB plays a crucial role in the microglial phenotype and inflammatory response. Particularly, some stimulus can promote the transcriptional activation of NF-κB and causes neurotoxicity by releasing cytotoxic substances and inflammatory factors (94, 95, 96). NF-κB is a transcription factor widely known to be associated with inflammatory responses involved in ischemic stroke (97). Our study revealed that NF-κB signaling was activated and subsequently increased the production of pro-inflammatory factors in response to OGD/R, which is consistent with the previous studies (98). Our results demonstrated that Anxa2 knockdown significantly reduces nuclear translocation of NF-κB subunit p65, thereby inhibiting OGD/R-induced NF-κB signaling pathway activation. These results imply that NF-κB signaling might be involved in the regulatory mechanism mediated by Anxa2 in cerebral I/R. However, the study has revealed that Anxa2 interacted with the p50 subunit of NF-κB to regulate the NF-κB signaling pathway (71). However, our results demonstrated that OGD/R did not affect the interaction between Anxa2 and the p50 subunit of NF-κB. We also found Anxa2 translocated to the membrane in microglial cells in response to OGD/R. Several studies have suggested that I/R and OGD/R exposure triggered the elevation of intracellular Ca^2+^ concentration (43, 99). While Anxa2 is a member of the family of Ca^2+^-dependent anionic phospholipid-binding proteins, Anxa2 can bind cell surface receptor S100a10, increasing the Ca^2+^ sensitivity of Anxa2 and leading to binding membranes (100). Because the four C-terminus of Anxa2 harbors the binding sites of Ca^2+^, phospholipids, and F-actin, which are necessary for the membrane-associated activities of Anxa2, this domain also directly interacts with several molecules such as heparin and RNA, thus ensuring Anxa2 with more function (101). These indicate OGD/R may induce Anxa2 to translocate to the membrane through Ca^2+^. Therefore, Anxa2 regulates the expression of inflammatory factors and may also be because NF-κB can indirectly affect the expression of these genes by regulating other signaling or transcription factor pathways in response to OGD/R in microglial cells. Future studies should focus on revealing the precise molecular mechanisms of Anxa2 regulating inflammatory response.

Neuronal death is one of the pathological events in the progression of cerebral ischemia (102). Our study demonstrated that microglia specifically the knockdown of Anxa2 provided neuroprotective effects in response to OGD/R. We observed that cleaved caspase-3 expression was significantly increased in neurons subjected to the conditional medium from BV2 cells after OGD/R. However, Anxa2 knockdown in microglia markedly reversed these effects, alleviating neuronal apoptosis or death. Moreover, these data further suggested that Anxa2 deficiency suppresses the production of pro-inflammatory factors induced by microglia activation, thereby preventing subsequent neuronal death and ultimately protecting against cerebral ischemia.

Therefore, Anxa2 may monitor the local environment and regulate inflammatory response after cerebral I/R injury. These findings revealed a novel function of Anxa2 in cerebral I/R injury and indicated that intervening in target Anxa2 expression in microglia may be a potential therapeutic strategy for alleviating the pathological progression of cerebral ischemia.

Although our study revealed an important role of microglial Anxa2 in the protection of neurons against cerebral I/R and provided useful information for the studies of the molecular mechanisms or biomarkers for cerebral I/R injury, especially in immune inflammatory-related pathological processes, how Anxa2 regulates NF-κB transcriptional program needs to be explicitly clarified in the future. Our study only investigated the effect of Anxa2 on the expression and release of pro-inflammatory cytokine *via* the NF-κB signaling pathway in response to OGD/R, and the detailed molecular mechanism will be investigated in the future using Anxa2 conditional and cell-specific KO mice. More cerebral I/R time points could be examined to reveal the dynamic changes in proteins or genes. In addition, further study is necessary to analyze gene expression profiles for more defined brain regions or cell populations during cerebral ischemic stroke using more advanced technologies (*e.g.*, single-cell sequencing). However, our multi-omics profile provides comprehensive insights into which hippocampal genes or proteins participate in cerebral I/R pathology.

In summary, we aimed to explore the possible molecular mechanisms underlying cerebral I/R using comprehensive and combined bioinformatics analyses. We identified a key molecule Anxa2 that regulates microglia activation and inflammation by mediating downstream NF-κB signaling pathway and subsequently modulates neuronal outcome with cerebral I/R (Fig. 8). We found that Anxa2 deficiency attenuates the inflammation response induced by microglia and protects neuronal death. These findings expand our understanding of the biological functions of microglia after cerebral I/R. Thus, our study suggested that targeting the Anxa2-related inflammatory pathway or inflammation-related neuronal damage might offer unique insights into ischemic stroke's pathological processes and help establish effective therapeutic strategies.

**Fig. 8:**
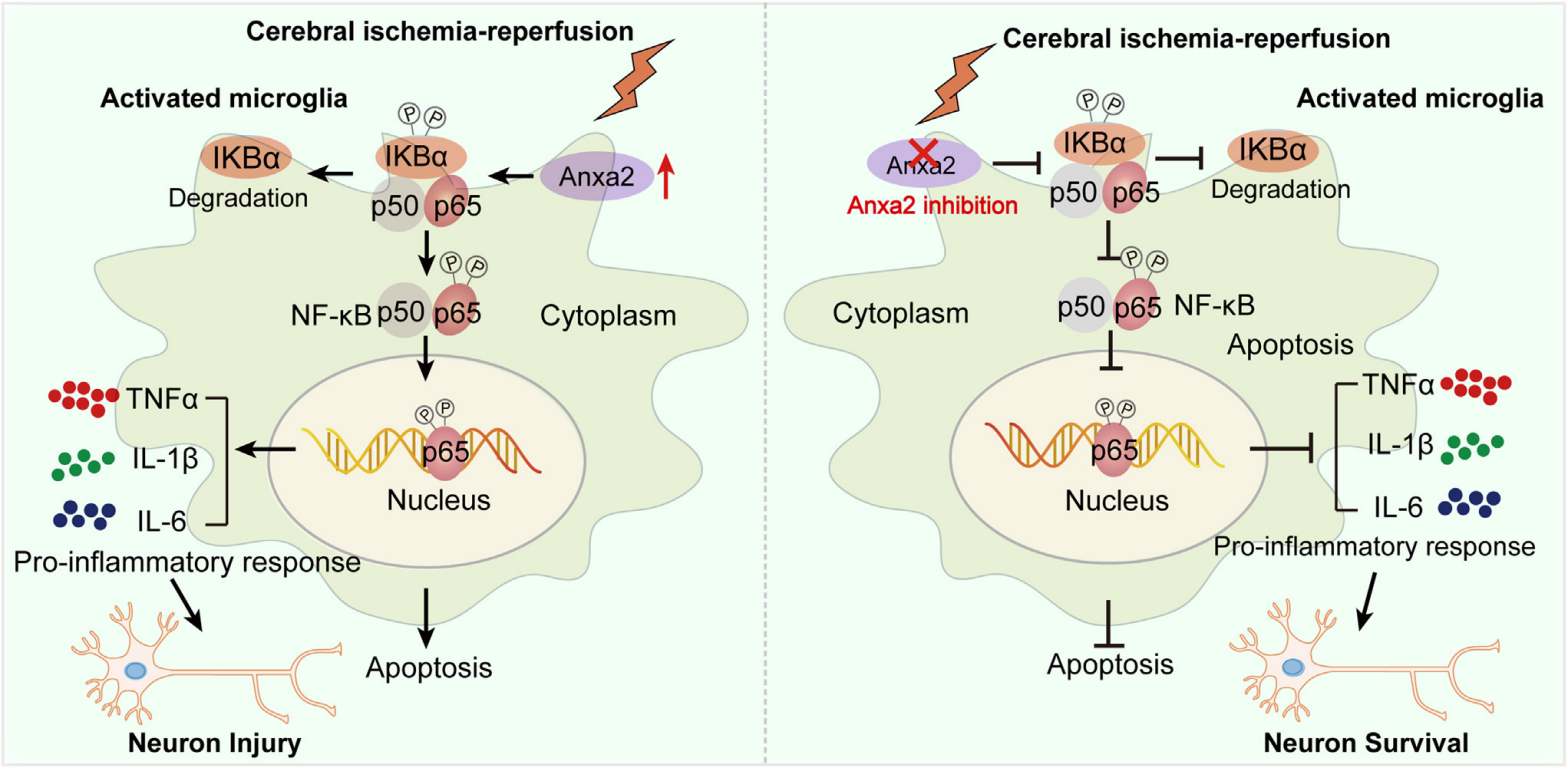
**Graphical illustration of the potential molecular mechanism of the Anxa2 gene in cerebral ischemia-reperfusion injury.** Anxa2 in microglia is activated following ischemia-reperfusion; upregulation of Anxa2 expression can activate the NF-κB signaling pathway through nuclear translocation of NF-κB. Activated Anxa2 promotes the NF-κB pathway, which promotes the transcription activity of NF-κB, thus promoting the production of pro-inflammatory cytokines and cell apoptosis, thereby promoting subsequent neuronal death; Anxa2 suppression can alleviate OGD/R-induced inflammatory response and apoptosis by inhibiting the activation of the NF-κB signaling pathway and the expression of its downstream pro-inflammatory genes, thereby preventing subsequent neuronal death. Anxa2, annexin A2; NF-κB, nuclear factor-kappa B; OGD/R, oxygen-glucose deprivation and reoxygenation.

## Data Availability

The mass spectrometry proteomics and phosphoproteomic data have been deposited in the ProteomeXchange Consortium *via* the PRIDE (103) partner repository with the dataset identifiers PXD033938 and PXD033851. The annotated MS/MS spectra can be accessed using the respective search key “eihx83br9x” and “xhgtguvnys” in https://msviewer.ucsf.edu/prospector/cgi-bin/msform.cgi?form=msviewer.

The RNA-seq data for mouse brain tissue and BV2 cells have been deposited in Gene Expression Omnibus (GEO) under the accession numbers GSE202391 and GSE223540. All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplemental data. Additional data related to this paper may be requested from the authors.

## Ethics Approval and Consent to Participate

All animal procedures were approved by the Institute of Animal Care Committee of Hunan University (No. SYXK [Xiang] 2023-0010) and were performed in accordance with institutional and national guidelines and regulations. Efforts were made to minimize animal suffering.

## Supplemental data

This article contains supplemental data (71).

## Conflict of interests

The authors declare no competing interests.

## References

[1] Jia J., Deng J., Jin H., Yang J., Nan D., Yu Z. (2023). Effect of Dl-3-n-butylphthalide on mitochondrial Cox7c in models of cerebral ischemia/reperfusion injury. Front. Pharmacol..

[2] Liu J., Luo Q., Ke J., Zhang D., Xu Y., Liao W. (2023). Enriched environment attenuates ferroptosis after cerebral ischemia/reperfusion injury *via* the HIF-1alpha-ACSL4 pathway. Oxid. Med. Cell Longev..

[3] Mendelson S.J., Prabhakaran S. (2021). Diagnosis and management of transient ischemic attack and acute ischemic stroke: a review. JAMA.

[4] Yu T.F., Wang K., Yin L., Li W.Z., Li C.P., Zhang W. (2023). A molecular probe carrying anti-tropomyosin 4 for early diagnosis of cerebral ischemia/reperfusion injury. Neural Regen. Res..

[5] Tsao C.W., Aday A.W., Almarzooq Z.I., Anderson C.A.M., Arora P., Avery C.L. (2023). Heart disease and stroke statistics-2023 update: a report from the American heart association. Circulation.

[6] Hu M., Huang J., Chen L., Sun X.R., Yao Z.M., Tong X.H. (2023). Upregulation of CDGSH iron sulfur domain 2 attenuates cerebral ischemia/reperfusion injury. Neural Regen. Res..

[7] Liu Y., Chen S., Liu S., Wallace K.L., Zille M., Zhang J. (2023). T-cell receptor signaling modulated by the co-receptors: potential targets for stroke treatment. Pharmacol. Res..

[8] Xu P., Kong L., Tao C., Zhu Y., Cheng J., Li W. (2023). Elabela-APJ axis attenuates cerebral ischemia/reperfusion injury by inhibiting neuronal ferroptosis. Free Radic. Biol. Med..

[9] Zhang L., Han Y., Wu X., Chen B., Liu S., Huang J. (2023). Research progress on the mechanism of curcumin in cerebral ischemia/reperfusion injury: a narrative review. Apoptosis.

[10] Soares R.O.S., Losada D.M., Jordani M.C., Evora P., Castro E.S.O. (2019). Ischemia/reperfusion injury revisited: an overview of the latest pharmacological strategies. Int. J. Mol. Sci..

[11] Zhou F., Wang Y.K., Zhang C.G., Wu B.Y. (2021). miR-19a/b-3p promotes inflammation during cerebral ischemia/reperfusion injury *via* SIRT1/FoxO3/SPHK1 pathway. J. Neuroinflammation.

[12] Shi K., Tian D.C., Li Z.G., Ducruet A.F., Lawton M.T., Shi F.D. (2019). Global brain inflammation in stroke. Lancet Neurol..

[13] Li C., Zhao B., Lin C., Gong Z., An X. (2019). TREM2 inhibits inflammatory responses in mouse microglia by suppressing the PI3K/NF-κB signaling. Cell Biol. Inter..

[14] Ma Y., Wang J., Wang Y., Yang G.Y. (2017). The biphasic function of microglia in ischemic stroke. Prog. Neurobiol..

[15] Voet S., Prinz M., van Loo G. (2019). Microglia in central nervous system inflammation and multiple sclerosis pathology. Trends Mol. Med..

[16] Jurcau A., Simion A. (2021). Neuroinflammation in cerebral ischemia and ischemia/reperfusion injuries: from pathophysiology to therapeutic strategies. Int. J. Mol. Sci..

[17] Zhang B., Wei Y.Z., Wang G.Q., Li D.D., Shi J.S., Zhang F. (2018). Targeting MAPK pathways by naringenin modulates microglia M1/M2 polarization in lipopolysaccharide-stimulated cultures. Front. Cell Neurosci..

[18] Gao H., Ju F., Ti R., Zhang Y., Zhang S. (2022). Differential regulation of microglial activation in response to different degree of ischemia. Front. Immunol..

[19] Wu F., Luo T., Mei Y., Liu H., Dong J., Fang Y. (2018). Simvastatin alters M1/M2 polarization of murine BV2 microglia *via* Notch signaling. J. Neuroimmunol..

[20] Muhammad S., Chaudhry S.R., Kahlert U.D., Niemela M., Hanggi D. (2021). Brain immune interactions-novel emerging options to treat acute ischemic brain injury. Cells.

[21] Iadecola C., Buckwalter M.S., Anrather J. (2020). Immune responses to stroke: mechanisms, modulation, and therapeutic potential. J. Clin. Invest..

[22] Jayaraj R.L., Azimullah S., Beiram R., Jalal F.Y., Rosenberg G.A. (2019). Neuroinflammation: friend and foe for ischemic stroke. J. Neuroinflammation.

[23] Simmons L.J., Surles-Zeigler M.C., Li Y., Ford G.D., Newman G.D., Ford B.D. (2016). Regulation of inflammatory responses by neuregulin-1 in brain ischemia and microglial cells *in vitro* involves the NF-kappa B pathway. J. Neuroinflammation.

[24] Dallacasagrande V., Hajjar K.A. (2020). Annexin A2 in inflammation and host defense. Cells.

[25] Huang B., Deora A.B., He K.L., Chen K., Sui G., Jacovina A.T. (2011). Hypoxia-inducible factor-1 drives annexin A2 system-mediated perivascular fibrin clearance in oxygen-induced retinopathy in mice. Blood.

[26] Jiang S., Xu Y. (2019). Annexin A2 upregulation protects human retinal endothelial cells from oxygen-glucose deprivation injury by activating autophagy. Exp. Therap. Med..

[27] Li W., Chen Z., Yuan J., Yu Z., Cheng C., Zhao Q. (2019). Annexin A2 is a Robo4 ligand that modulates ARF6 activation-associated cerebral trans-endothelial permeability. J. Cereb. Blood Flow Metab..

[28] Fan X., Jiang Y., Yu Z., Liu Q., Guo S., Sun X. (2017). Annexin A2 plus low-dose tissue plasminogen activator combination attenuates cerebrovascular dysfunction after focal embolic stroke of rats. Transl. Stroke Res..

[29] Lin H., Li W., Shen Z., Bei Y., Wei T., Yu Z. (2023). Annexin A2 promotes angiogenesis after ischemic stroke *via* annexin A2 receptor - AKT/ERK pathways. Neurosci. Lett..

[30] Scharf B., Clement C.C., Wu X.X., Morozova K., Zanolini D., Follenzi A. (2012). Annexin A2 binds to endosomes following organelle destabilization by particulate wear debris. Nat. Commun..

[31] Zhang S., Yu M., Guo Q., Li R., Li G., Tan S. (2015). Annexin A2 binds to endosomes and negatively regulates TLR4-triggered inflammatory responses *via* the TRAM-TRIF pathway. Sci. Rep..

[32] He S., Li X., Li R., Fang L., Sun L., Wang Y. (2016). Annexin A2 modulates ROS and impacts inflammatory response *via* IL-17 signaling in polymicrobial sepsis mice. PLoS Pathog..

[33] Liu N., Jiang Y., Chung J.Y., Li Y., Yu Z., Kim J.W. (2019). Annexin a2 deficiency exacerbates neuroinflammation and long-term neurological deficits after traumatic brain injury in mice. Inter. J. Mol. Sc..

[34] Liu N., Han J., Li Y., Jiang Y., Shi S.X., Lok J. (2021). Recombinant annexin A2 inhibits peripheral leukocyte activation and brain infiltration after traumatic brain injury. J. Neuroinflammation.

[35] Iadecola C., Anrather J. (2011). The immunology of stroke: from mechanisms to translation. Nat. Med..

[36] Zeng J., Wang Y., Luo Z., Chang L.C., Yoo J.S., Yan H. (2019). TRIM9-Mediated resolution of neuroinflammation confers neuroprotection upon ischemic stroke in mice. Cell Rep..

[37] Uluc K., Miranpuri A., Kujoth G.C., Akture E., Baskaya M.K. (2011). Focal cerebral ischemia model by endovascular suture occlusion of the middle cerebral artery in the rat. J. Vis. Exp..

[38] Jiang W., Zhang P., Yang P., Kang N., Liu J., Aihemaiti Y. (2022). Phosphoproteome analysis identifies a synaptotagmin-1-associated complex involved in ischemic neuron injury. Mol. Cell Proteomics.

[39] Zhang X., Zhou Q., Zou W., Hu X. (2017). Molecular mechanisms of developmental toxicity induced by graphene oxide at predicted environmental concentrations. Environ. Sci. Technol..

[40] Tang Q., Liu M., Liu Y., Hwang R.D., Zhang T., Wang J. (2021). NDST3 deacetylates α-tubulin and suppresses V-ATPase assembly and lysosomal acidification. EMBO J..

[41] Bi M., Gladbach A., van Eersel J., Ittner A., Przybyla M., van Hummel A. (2017). Tau exacerbates excitotoxic brain damage in an animal model of stroke. Nat. Commun..

[42] Zhao X., Liao Y., Morgan S., Mathur R., Feustel P., Mazurkiewicz J. (2018). Noninflammatory changes of microglia are sufficient to cause epilepsy. Cell Rep..

[43] Sugiyama A., Shimizu Y., Okada M., Otani K., Yamawaki H. (2021). Preventive effect of canstatin against ventricular arrhythmia induced by ischemia/reperfusion injury: a pilot study. Int. J. Mol. Sci..

[44] Xu X., Gao W., Li L., Hao J., Yang B., Wang T. (2021). Annexin A1 protects against cerebral ischemia-reperfusion injury by modulating microglia/macrophage polarization *via* FPR2/ALX-dependent AMPK-mTOR pathway. J. Neuroinflammation.

[45] Wang T., Tian X., Kim H.B., Jang Y., Huang Z., Na C.H. (2022). Intracellular energy controls dynamics of stress-induced ribonucleoprotein granules. Nat. Commun..

[46] Tian M., Yang M., Li Z., Wang Y., Chen W., Yang L. (2019). Fluoxetine suppresses inflammatory reaction in microglia under OGD/R challenge *via* modulation of NF-kappaB signaling. Biosci. Rep..

[47] Wang T., Liu H., Itoh K., Oh S., Zhao L., Murata D. (2021). C9orf72 regulates energy homeostasis by stabilizing mitochondrial complex I assembly. Cell Metab..

[48] Rosner M., Schipany K., Hengstschlager M. (2013). Merging high-quality biochemical fractionation with a refined flow cytometry approach to monitor nucleocytoplasmic protein expression throughout the unperturbed mammalian cell cycle. Nat. Protoc..

[49] Fanunza E., Frau A., Sgarbanti M., Orsatti R., Corona A., Tramontano E. (2018). Development and validation of a novel dual luciferase reporter gene assay to quantify ebola virus VP24 inhibition of IFN signaling. Viruses.

[50] Wang G., Wang T., Zhang Y., Li F., Yu B., Kou J. (2019). Schizandrin protects against OGD/R-Induced neuronal injury by suppressing autophagy: involvement of the AMPK/mTOR pathway. Molecules.

[51] Doyle K.P., Yang T., Lessov N.S., Ciesielski T.M., Stevens S.L., Simon R.P. (2008). Nasal administration of osteopontin peptide mimetics confers neuroprotection in stroke. J. Cereb. Blood Flow Metab..

[52] Lin E.Y., Xi W., Aggarwal N., Shinohara M.L. (2022). Osteopontin (OPN)/SPP1: from its biochemistry to biological functions in the innate immune system and the central nervous system (CNS). Int. Immunol..

[53] Wolak T., Kim H., Ren Y., Kim J., Vaziri N.D., Nicholas S.B. (2009). Osteopontin modulates angiotensin II-induced inflammation, oxidative stress, and fibrosis of the kidney. Kidney Int..

[54] Heilmann K., Hoffmann U., Witte E., Loddenkemper C., Sina C., Schreiber S. (2009). Osteopontin as two-sided mediator of intestinal inflammation. J. Cell Mol. Med..

[55] Lok Z.S.Y., Lyle A.N. (2019). Osteopontin in vascular disease. Arterioscler. Thromb. Vasc. Biol..

[56] Carbone F., Vuilleumier N., Burger F., Roversi G., Tamborino C., Casetta I. (2015). Serum osteopontin levels are upregulated and predict disability after an ischaemic stroke. Eur. J. Clin. Invest..

[57] Nie Q.Q., Zheng Z.Q., Liao J., Li Y.C., Chen Y.T., Wang T.Y. (2022). SPP1/AnxA1/TIMP1 as essential genes regulate the inflammatory response in the acute phase of cerebral ischemia-reperfusion in rats. J. Inflamm. Res..

[58] Zhu Q., Luo X., Zhang J., Liu Y., Luo H., Huang Q. (2017). Osteopontin as a potential therapeutic target for ischemic stroke. Curr. Drug Deliv..

[59] Christensen B., Kazanecki C.C., Petersen T.E., Rittling S.R., Denhardt D.T., Sorensen E.S. (2007). Cell type-specific post-translational modifications of mouse osteopontin are associated with different adhesive properties. J. Biol. Chem..

[60] Mateos B., Holzinger J., Conrad-Billroth C., Platzer G., Zerko S., Sealey-Cardona M. (2021). Hyperphosphorylation of human osteopontin and its impact on structural dynamics and molecular recognition. Biochemistry.

[61] Christensen B., Nielsen M.S., Haselmann K.F., Petersen T.E., Sorensen E.S. (2005). Post-translationally modified residues of native human osteopontin are located in clusters: identification of 36 phosphorylation and five O-glycosylation sites and their biological implications. Biochem. J..

[62] Gundimeda U., McNeill T.H., Elhiani A.A., Schiffman J.E., Hinton D.R., Gopalakrishna R. (2012). Green tea polyphenols precondition against cell death induced by oxygen-glucose deprivation *via* stimulation of laminin receptor, generation of reactive oxygen species, and activation of protein kinase Cepsilon. J. Biol. Chem..

[63] Zhang Y., Lian L., Fu R., Liu J., Shan X., Jin Y. (2022). Microglia: the hub of intercellular communication in ischemic stroke. Front. Cell Neurosci..

[64] Weinstein J.R., Koerner I.P., Moller T. (2010). Microglia in ischemic brain injury. Future Neurol..

[65] Liao Y., Cheng J., Kong X., Li S., Li X., Zhang M. (2020). HDAC3 inhibition ameliorates ischemia/reperfusion-induced brain injury by regulating the microglial cGAS-STING pathway. Theranostics.

[66] Thiel C., Osborn M., Gerke V. (1992). The tight association of the tyrosine kinase substrate annexin II with the submembranous cytoskeleton depends on intact p11- and Ca(2+)-binding sites. J. Cell Sci..

[67] He T., Li W., Song Y., Li Z., Tang Y., Zhang Z. (2020). Sestrin2 regulates microglia polarization through mTOR-mediated autophagic flux to attenuate inflammation during experimental brain ischemia. J. Neuroinflammation.

[68] He D., Fu S., Ye B., Wang H., He Y., Li Z. (2023). Activation of HCA2 regulates microglial responses to alleviate neurodegeneration in LPS-induced *in vivo* and *in vitro* models. J. Neuroinflammation.

[69] Singh R., Letai A., Sarosiek K. (2019). Regulation of apoptosis in health and disease: the balancing act of BCL-2 family proteins. Nat. Rev. Mol. Cell Biol..

[70] Jover-Mengual T., Hwang J.Y., Byun H.R., Court-Vazquez B.L., Centeno J.M., Burguete M.C. (2021). The role of NF-kappaB triggered inflammation in cerebral ischemia. Front. Cell Neurosci..

[71] Jung H., Kim J.S., Kim W.K., Oh K.J., Kim J.M., Lee H.J. (2015). Intracellular annexin A2 regulates Nf-kB signaling by binding to the p50 subunit: implications for gemcitabine resistance in pancreatic cancer. Cell Death Dis..

[72] Wang Y., Chen K., Cai Y., Cai Y., Yuan X., Wang L. (2017). Annexin A2 could enhance multidrug resistance by regulating NF-κB signaling pathway in pediatric neuroblastoma. J. Exp. Clin. Cancer Res..

[73] Mankan A.K., Lawless M.W., Gray S.G., Kelleher D., McManus R. (2009). NF-kappaB regulation: the nuclear response. J. Cell Mol. Med..

[74] Cai Y., Zhang Y., Ke X., Guo Y., Yao C., Tang N. (2019). Transcriptome sequencing unravels potential biomarkers at different stages of cerebral ischemic stroke. Front. Genet..

[75] Duan G., Walther D. (2015). The roles of post-translational modifications in the context of protein interaction networks. PLoS Comput. Biol..

[76] Wen M., Jin Y., Zhang H., Sun X., Kuai Y., Tan W. (2019). Proteomic analysis of rat cerebral cortex in the subacute to long-term phases of focal cerebral ischemia-reperfusion injury. J. Proteome Res..

[77] Agarwal A., Park S., Ha S., Kwon J.S., Khan M.R., Kang B.G. (2020). Quantitative mass spectrometric analysis of the mouse cerebral cortex after ischemic stroke. PLoS One.

[78] Simats A., Ramiro L., Garcia-Berrocoso T., Brianso F., Gonzalo R., Martin L. (2020). A mouse brain-based multi-omics integrative approach reveals potential blood biomarkers for ischemic stroke. Mol. Cell Proteomics.

[79] Li L., Dong L., Xiao Z., He W., Zhao J., Pan H. (2020). Integrated analysis of the proteome and transcriptome in a MCAO mouse model revealed the molecular landscape during stroke progression. J. Adv. Res..

[80] Tajiri S., Oyadomari S., Yano S., Morioka M., Gotoh T., Hamada J.I. (2004). Ischemia-induced neuronal cell death is mediated by the endoplasmic reticulum stress pathway involving CHOP. Cell Death Differ..

[81] Lana D., Ugolini F., Giovannini M.G. (2020). An overview on the differential interplay among neurons-astrocytes-microglia in CA1 and CA3 Hippocampus in hypoxia/ischemia. Front. Cell Neurosci..

[82] Wang C., Liu M., Pan Y., Bai B., Chen J. (2017). Global gene expression profile of cerebral ischemia-reperfusion injury in rat MCAO model. Oncotarget.

[83] Wu Y., Dissing-Olesen L., MacVicar B.A., Stevens B. (2015). Microglia: dynamic mediators of synapse development and plasticity. Trends Immunol..

[84] Ramazi S., Zahiri J. (2021). Posttranslational modifications in proteins: resources, tools and prediction methods. Database (Oxford).

[85] Li Y., Wang C., Li T., Ma L., Fan F., Jin Y. (2019). The whole transcriptome and proteome changes in the early stage of myocardial infarction. Cell Death Discov..

[86] Xi Y., Liu M., Xu S., Hong H., Chen M., Tian L. (2019). Inhibition of SERPINA3N-dependent neuroinflammation is essential for melatonin to ameliorate trimethyltin chloride–induced neurotoxicity. J. Pineal Res..

[87] Zhang Y., Chen Q., Chen D., Zhao W., Wang H., Yang M. (2022). SerpinA3N attenuates ischemic stroke injury by reducing apoptosis and neuroinflammation. CNS Neurosci. Therap..

[88] Franco E.C.S., Cardoso M.M., Gouvêia A., Pereira A., Gomes-Leal W. (2012). Modulation of microglial activation enhances neuroprotection and functional recovery derived from bone marrow mononuclear cell transplantation after cortical ischemia. Neurosci. Res..

[89] Chen J., Cui Z., Yang S., Wu C., Li W., Bao G. (2017). The upregulation of annexin A2 after spinal cord injury in rats may have implication for astrocyte proliferation. Neuropeptides.

[90] Aaboe Jorgensen M., Ugel S., Linder Hubbe M., Carretta M., Perez-Penco M., Weis-Banke S.E. (2021). Arginase 1-based immune modulatory vaccines induce anticancer immunity and synergize with anti-PD-1 checkpoint blockade. Cancer Immunol. Res..

[91] Li R., Tan S., Yu M., Jundt M.C., Zhang S., Wu M. (2015). Annexin A2 regulates autophagy in Pseudomonas aeruginosa infection through the akt1-mTOR-ULK1/2 signaling pathway. J. Immunol..

[92] Wang Y., Cheng Y.S., Yin X.Q., Yu G., Jia B.L. (2019). Anxa2 gene silencing attenuates obesity-induced insulin resistance by suppressing the NF-kappaB signaling pathway. Am. J. Physiol. Cell Physiol..

[93] Tang G., Yu C., Xiang K., Gao M., Liu Z., Yang B. (2022). Inhibition of ANXA2 regulated by SRF attenuates the development of severe acute pancreatitis by inhibiting the NF-kappaB signaling pathway. Inflamm. Res..

[94] Lang G.P., Li C., Han Y.Y. (2021). Rutin pretreatment promotes microglial M1 to M2 phenotype polarization. Neural Regen. Res..

[95] Taetzsch T., Levesque S., McGraw C., Brookins S., Luqa R., Bonini M.G. (2015). Redox regulation of NF-kappaB p50 and M1 polarization in microglia. Glia.

[96] Chen J., Sun Z., Jin M., Tu Y., Wang S., Yang X. (2017). Inhibition of AGEs/RAGE/Rho/ROCK pathway suppresses non-specific neuroinflammation by regulating BV2 microglial M1/M2 polarization through the NF-kappaB pathway. J. Neuroimmunol..

[97] Zaghloul N., Kurepa D., Bader M.Y., Nagy N., Ahmed M.N. (2020). Prophylactic inhibition of NF-κB expression in microglia leads to attenuation of hypoxic ischemic injury of the immature brain. J. Neuroinflammation.

[98] Ding B., Lin C., Liu Q., He Y., Ruganzu J.B., Jin H. (2020). Tanshinone IIA attenuates neuroinflammation *via* inhibiting RAGE/NF-kappaB signaling pathway *in vivo* and *in vitro*. J. Neuroinflammation.

[99] Wu L.Y., Yu X.L., Feng L.Y. (2015). Connexin 43 stabilizes astrocytes in a stroke-like milieu to facilitate neuronal recovery. Acta Pharmacol. Sin..

[100] Liu Y., Myrvang H.K., Dekker L.V. (2015). Annexin A2 complexes with S100 proteins: structure, function and pharmacological manipulation. Br. J. Pharmacol..

[101] Xu X.H., Pan W., Kang L.H., Feng H., Song Y.Q. (2015). Association of Annexin A2 with cancer development (review). Oncol. Rep..

[102] Li X., Zhao Y., Xia Q., Zheng L., Liu L., Zhao B. (2016). Nuclear translocation of annexin 1 following oxygen-glucose deprivation-reperfusion induces apoptosis by regulating Bid expression *via* p53 binding. Cell Death Dis..

[103] Perez-Riverol Y., Bai J., Bandla C., Garcia-Seisdedos D., Hewapathirana S., Kamatchinathan S. (2022). The PRIDE database resources in 2022: a hub for mass spectrometry-based proteomics evidences. Nucleic Acids Res..

# Supplementary material for: Multi-Omics Profiling Identifies Microglial Annexin A2 as a Key Mediator of NF-κB Pro-inflammatory Signaling in Ischemic Reperfusion Injury
**Source:** Mol Cell Proteomics. 2024 Jan 20;23(2):100723. doi: 10.1016/j.mcpro.2024.100723
**Supplement:** Supplemental data

**Multi-omics profiling identifies microglial Annexin A2 as a key mediator of**

**NF-κB pro-inflammatory signaling in ischemic reperfusion injury**

**Supplementary Tables**

**Supplemental Table S1.** The differentially expressed proteins of I1.5R24 vs sham in mice.

**Supplemental Table S2.** The differentially expressed phosphoproteins and phosphosites of I1.5R24 vs sham in mice.

**Supplemental Table S3.** Biological process and KEGG pathway for differentially expressed proteins in I1.5R24 vs sham.

**Supplemental Table S4.** Biological process and KEGG pathway for differentially expressed phosphoproteins in I1.5R24 vs sham.

**Supplemental Table S5.** Immune-related proteins and phosphoproteins in proteome and phosphoproteome.

**Supplemental Table S6.** RNA-seq identified differentially expressed genes of I1.5R24 vs sham in mice.

**Supplemental Table S7.** Biological process and KEGG pathway for upregulated genes in I1.5R24 vs sham.

**Supplemental Table S8.** The common DEPs and DEGs of I1.5R24 vs sham in mice.

**Supplemental Tables S9.** RNA-seq identified differentially expressed genes in shCtrl-OGDR vs shctrl-CTRL, shAnxa2-OGDR vs shCtrl-OGDR.

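Table S9 gives DESeq2 log2 fold changes and p-values of the genes that changed at least 2-fold at an unadjusted p under 0.05. Its adjusted p-values go up to 0.102, and 148 genes of the first comparison and 149 of the second have an adjusted p above 0.05. Of the genes it lists, 758 passed the count filter here in the comparison of OGD/R in shCtrl cells and 1126 in the comparison of the lines after OGD/R. The direction was the same for 758 and 1124 of them, and the median absolute difference of the log2 fold changes was 0.0056 and 0.0045. The calls shared with the table's lists were 525 genes higher and 229 lower after OGD/R, and 407 genes higher and 714 lower in shAnxa2 cells after OGD/R. Of the table's genes that were not called, 89, 110, 104 and 105 in the same order were below the count filter. From the table's lists an overlap of 387 genes follows, of which 356 were also in the overlap found here and 31 were below the filter.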

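Table S10 names, for each term, the genes of the paper's lists that it holds. The genes of its 36 terms were compared with the terms that the deposited table gives for each gene. For the 16 KEGG terms, every gene named by the paper carried the term in the deposited table. For the 20 GO terms, 86 of the 328 gene entries (26.2%) did. Of the 31 genes named under negative regulation of cytokine production, 25 were tested, and all 25 were lower in shAnxa2 than in shCtrl cells after OGD/R at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The paper listed these genes from the same data for being lower there, so this count restates that choice. The next 2 terms are from its lists of genes higher after OGD/R, a comparison that shares the shCtrl-OGDR libraries. Of the 18 genes named under adaptive immune response, 15 were tested, and 13 were lower in shAnxa2 cells after OGD/R. Of the 16 genes named under cytokine-cytokine receptor interaction, 14 were tested, and 9 were lower and 1 was higher.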

**Supplemental Table S10.** Biological process and KEGG pathway for upregulated genes in shCtrl-OGDR vs shCtrl-CTRL and downregulated genes in shAnxa2-OGDR vs shCtrl-OGDR.

**Supplemental Table S11.** Exact P value of statistics of all panels.

**Supplemental Table S12.** Primer sequences of qRT-PCR for this study.

**Supplementary Figures**

**
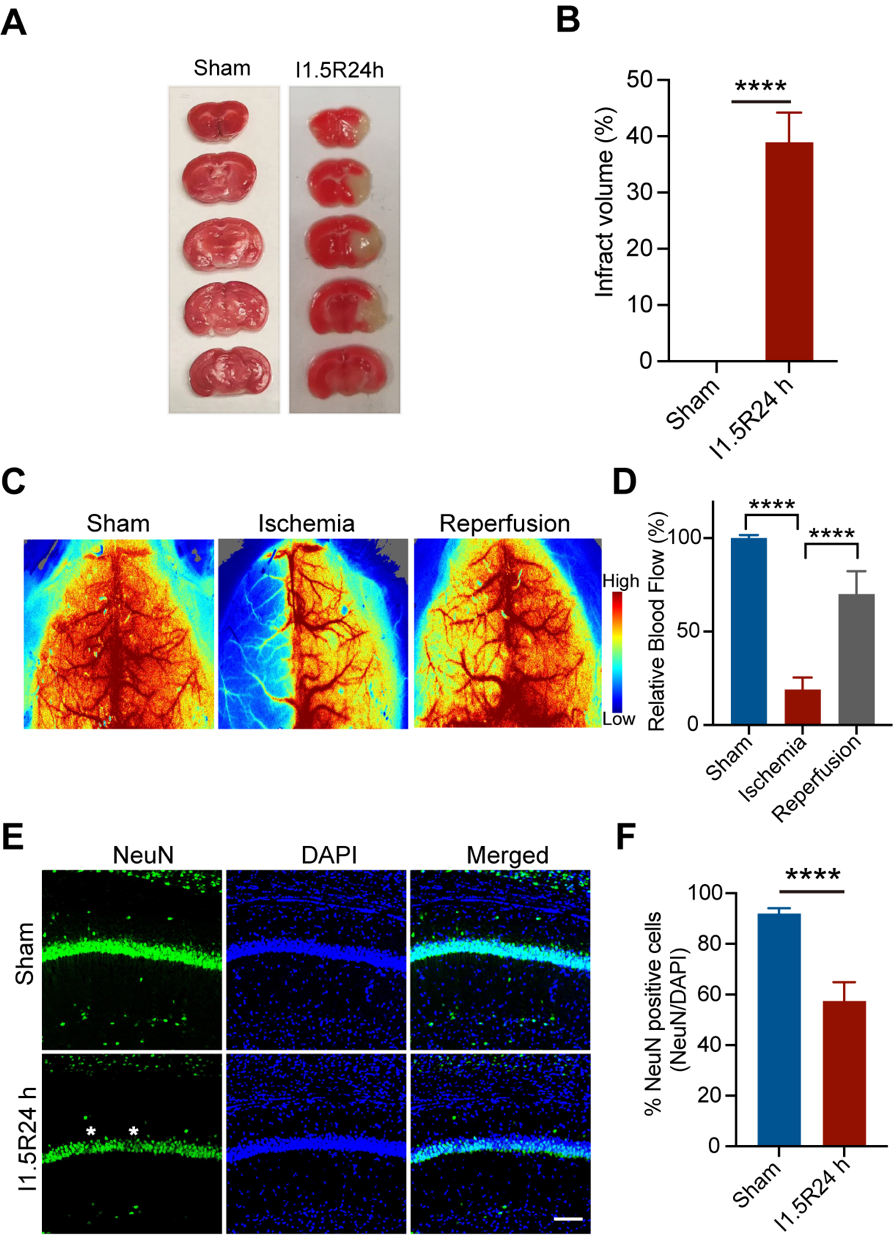
**

**Supplemental Figure S1. Neuronal loss of hippocampal CA1 region after cerebral I/R. (A)** Representative TTC staining images at 24 h after reperfusion. The infarct portion appeared white and the non-infract portion appeared red. **(B)** Quantitative analysis of the infarct volume. **(C)** A Laser Speckle Imaging System monitored cerebral blood flow during sham or MCAO and reperfusion surgery.

**(D)** Quantitative analysis of cerebral blood flow from sham group or MCAO and reperfusion group (n=6). **(E)** Representative NeuN immunoreactive in the hippocampal CA1 regions neuron of the sham group and I/R group. Scale bar, 100 μm. **(F)** Quantitative analysis of the number of NeuN positive neurons in the hippocampal CA1 regions. Data were presented as mean ± SEM. Statistical significance was determined by unpaired student’s t-test for comparisons between two groups. **** *p* < 0.0001.

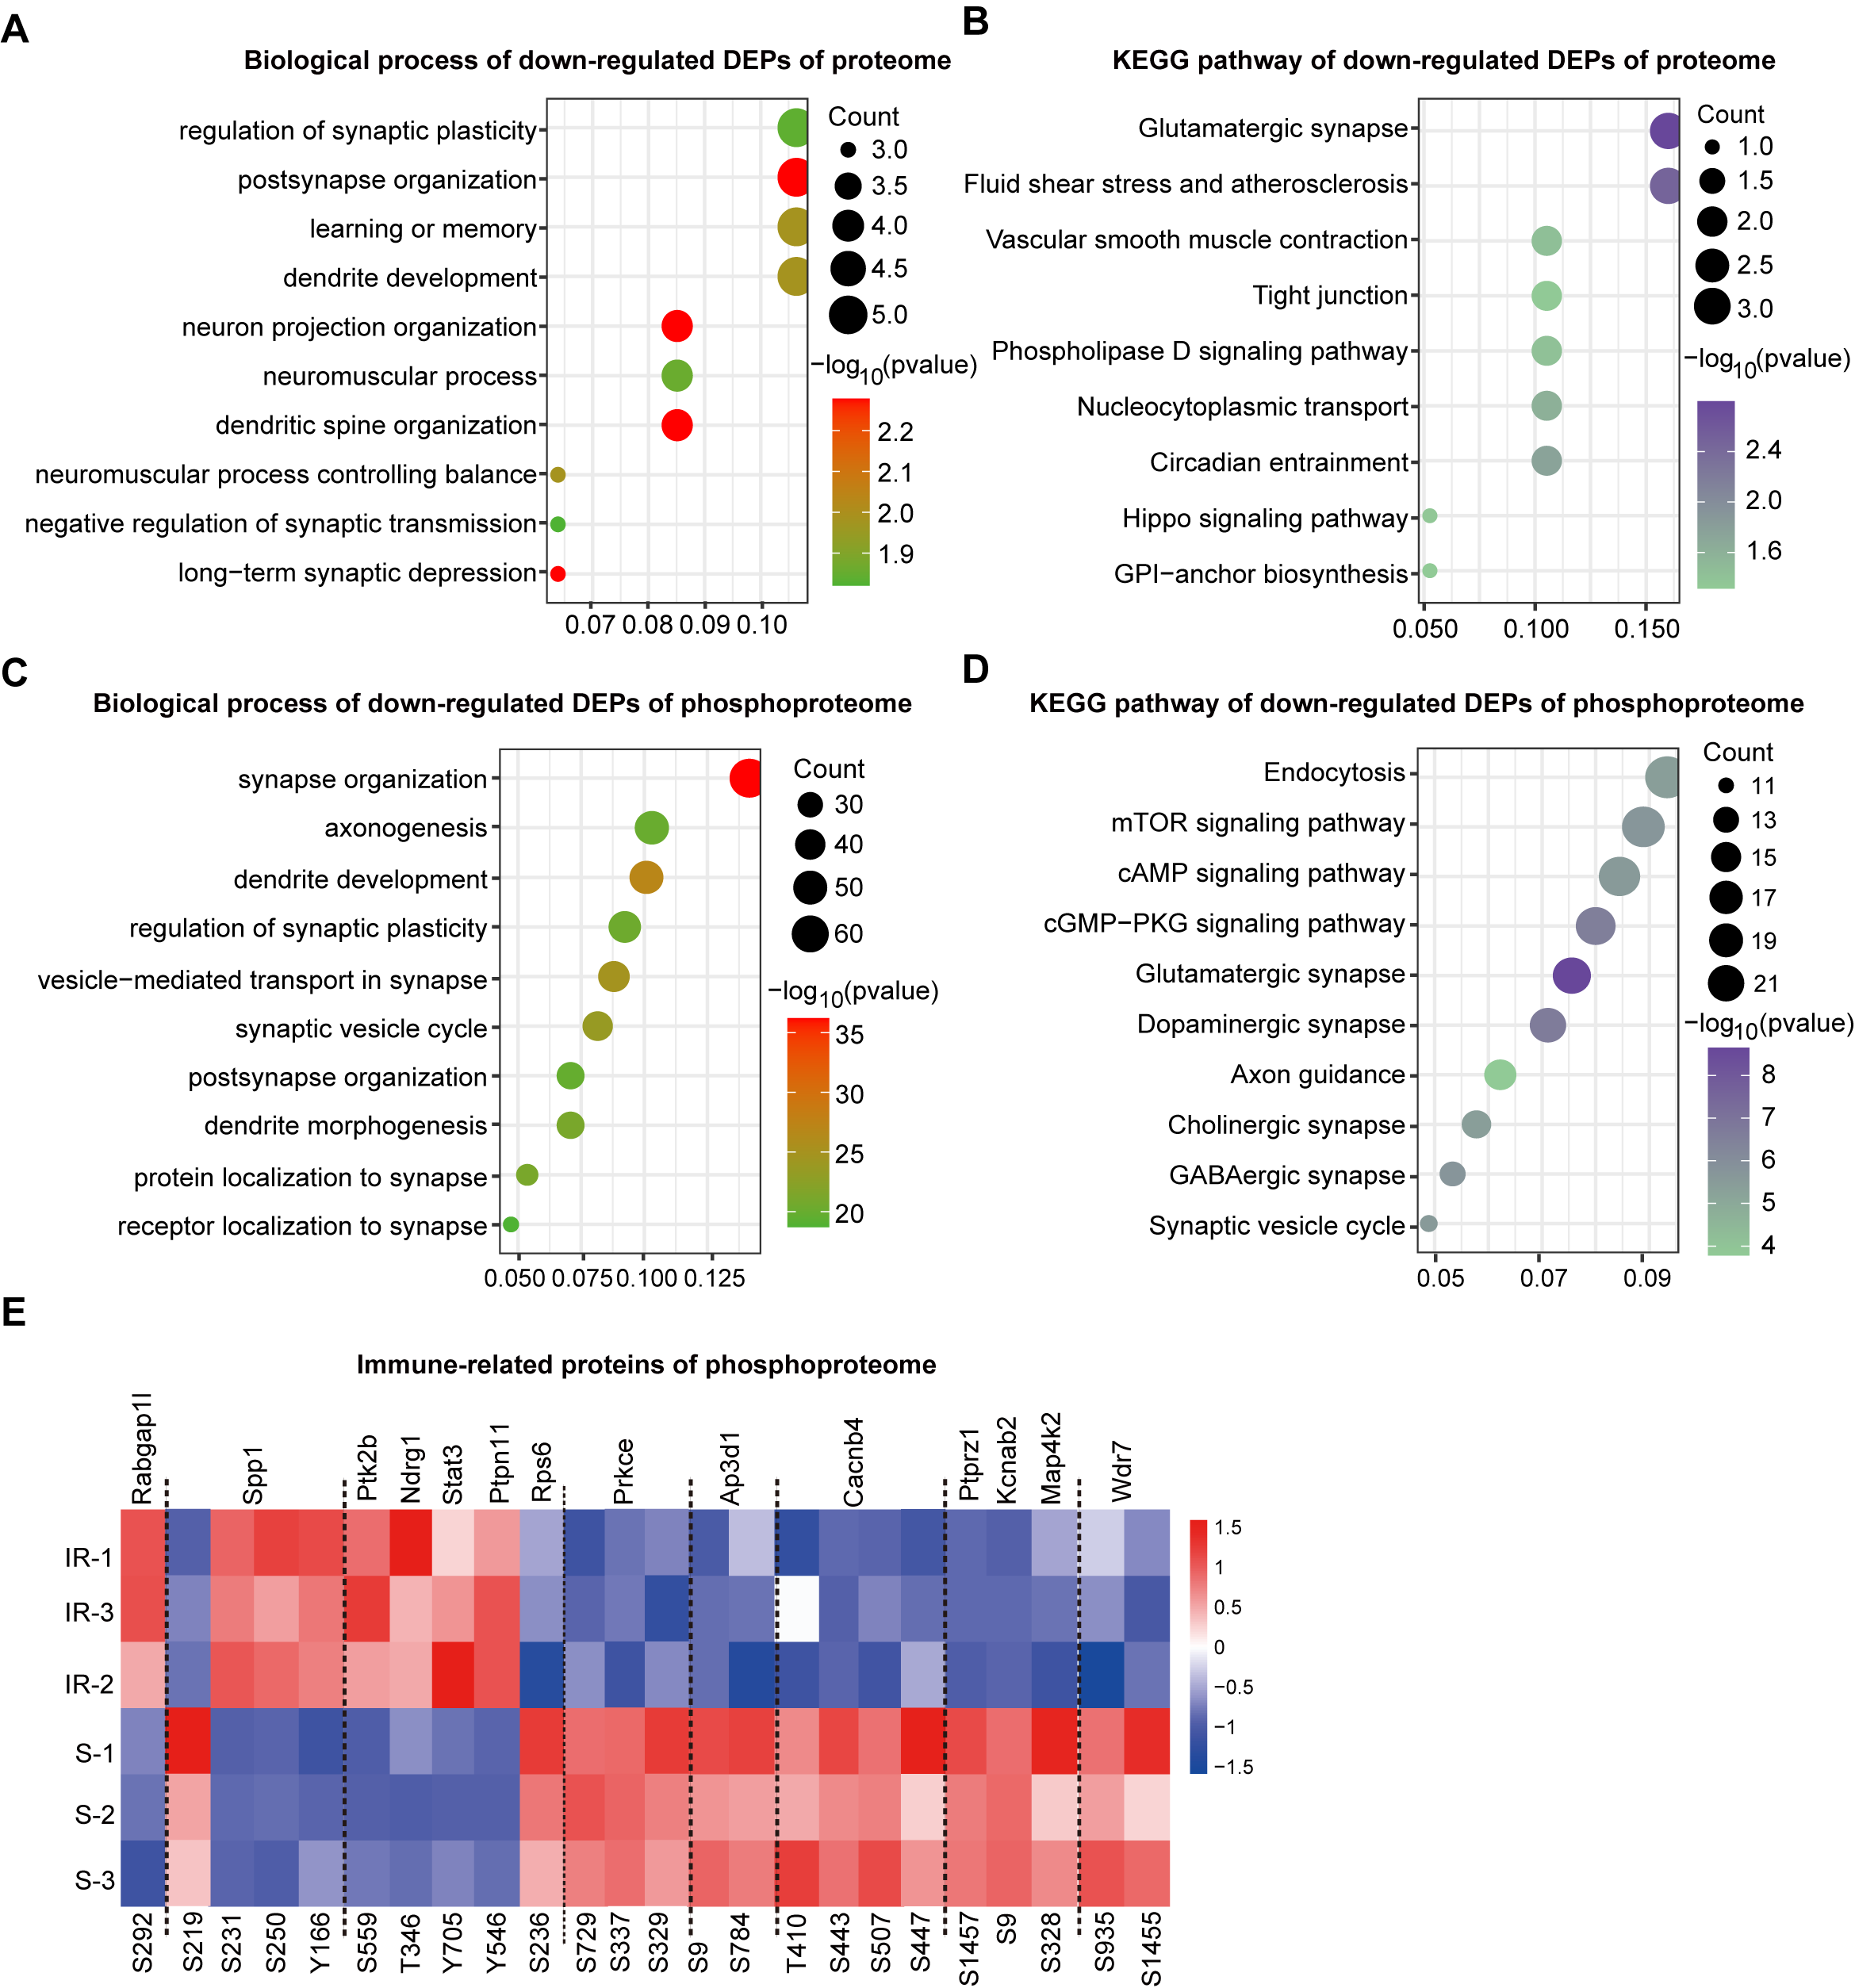

**Supplemental Figure S2. Proteome and phosphoproteome analysis of hippocampus in a mouse model of cerebral ischemia-reperfusion. (A and** **B)** Biological process (A) and KEGG pathway (B) analyses of down-regulated DEPs after I/R in proteome (p-value < 0.05). **(C and D)** Biological process (C) and KEGG pathway (D) analysis of down-regulated DEPs after I/R in phosphoproteome (p-value < 0.05). **(E)** Cluster analysis of the immune inflammatory-related proteins significantly altered after I/R in phosphoproteome. The column on the right, the row listed the replicate samples and the names of immune-related proteins (Upper) and the corresponding phosphorylation sites (Lower), respectively. Red and blue colors represent upregulated and downregulated genes, respectively.

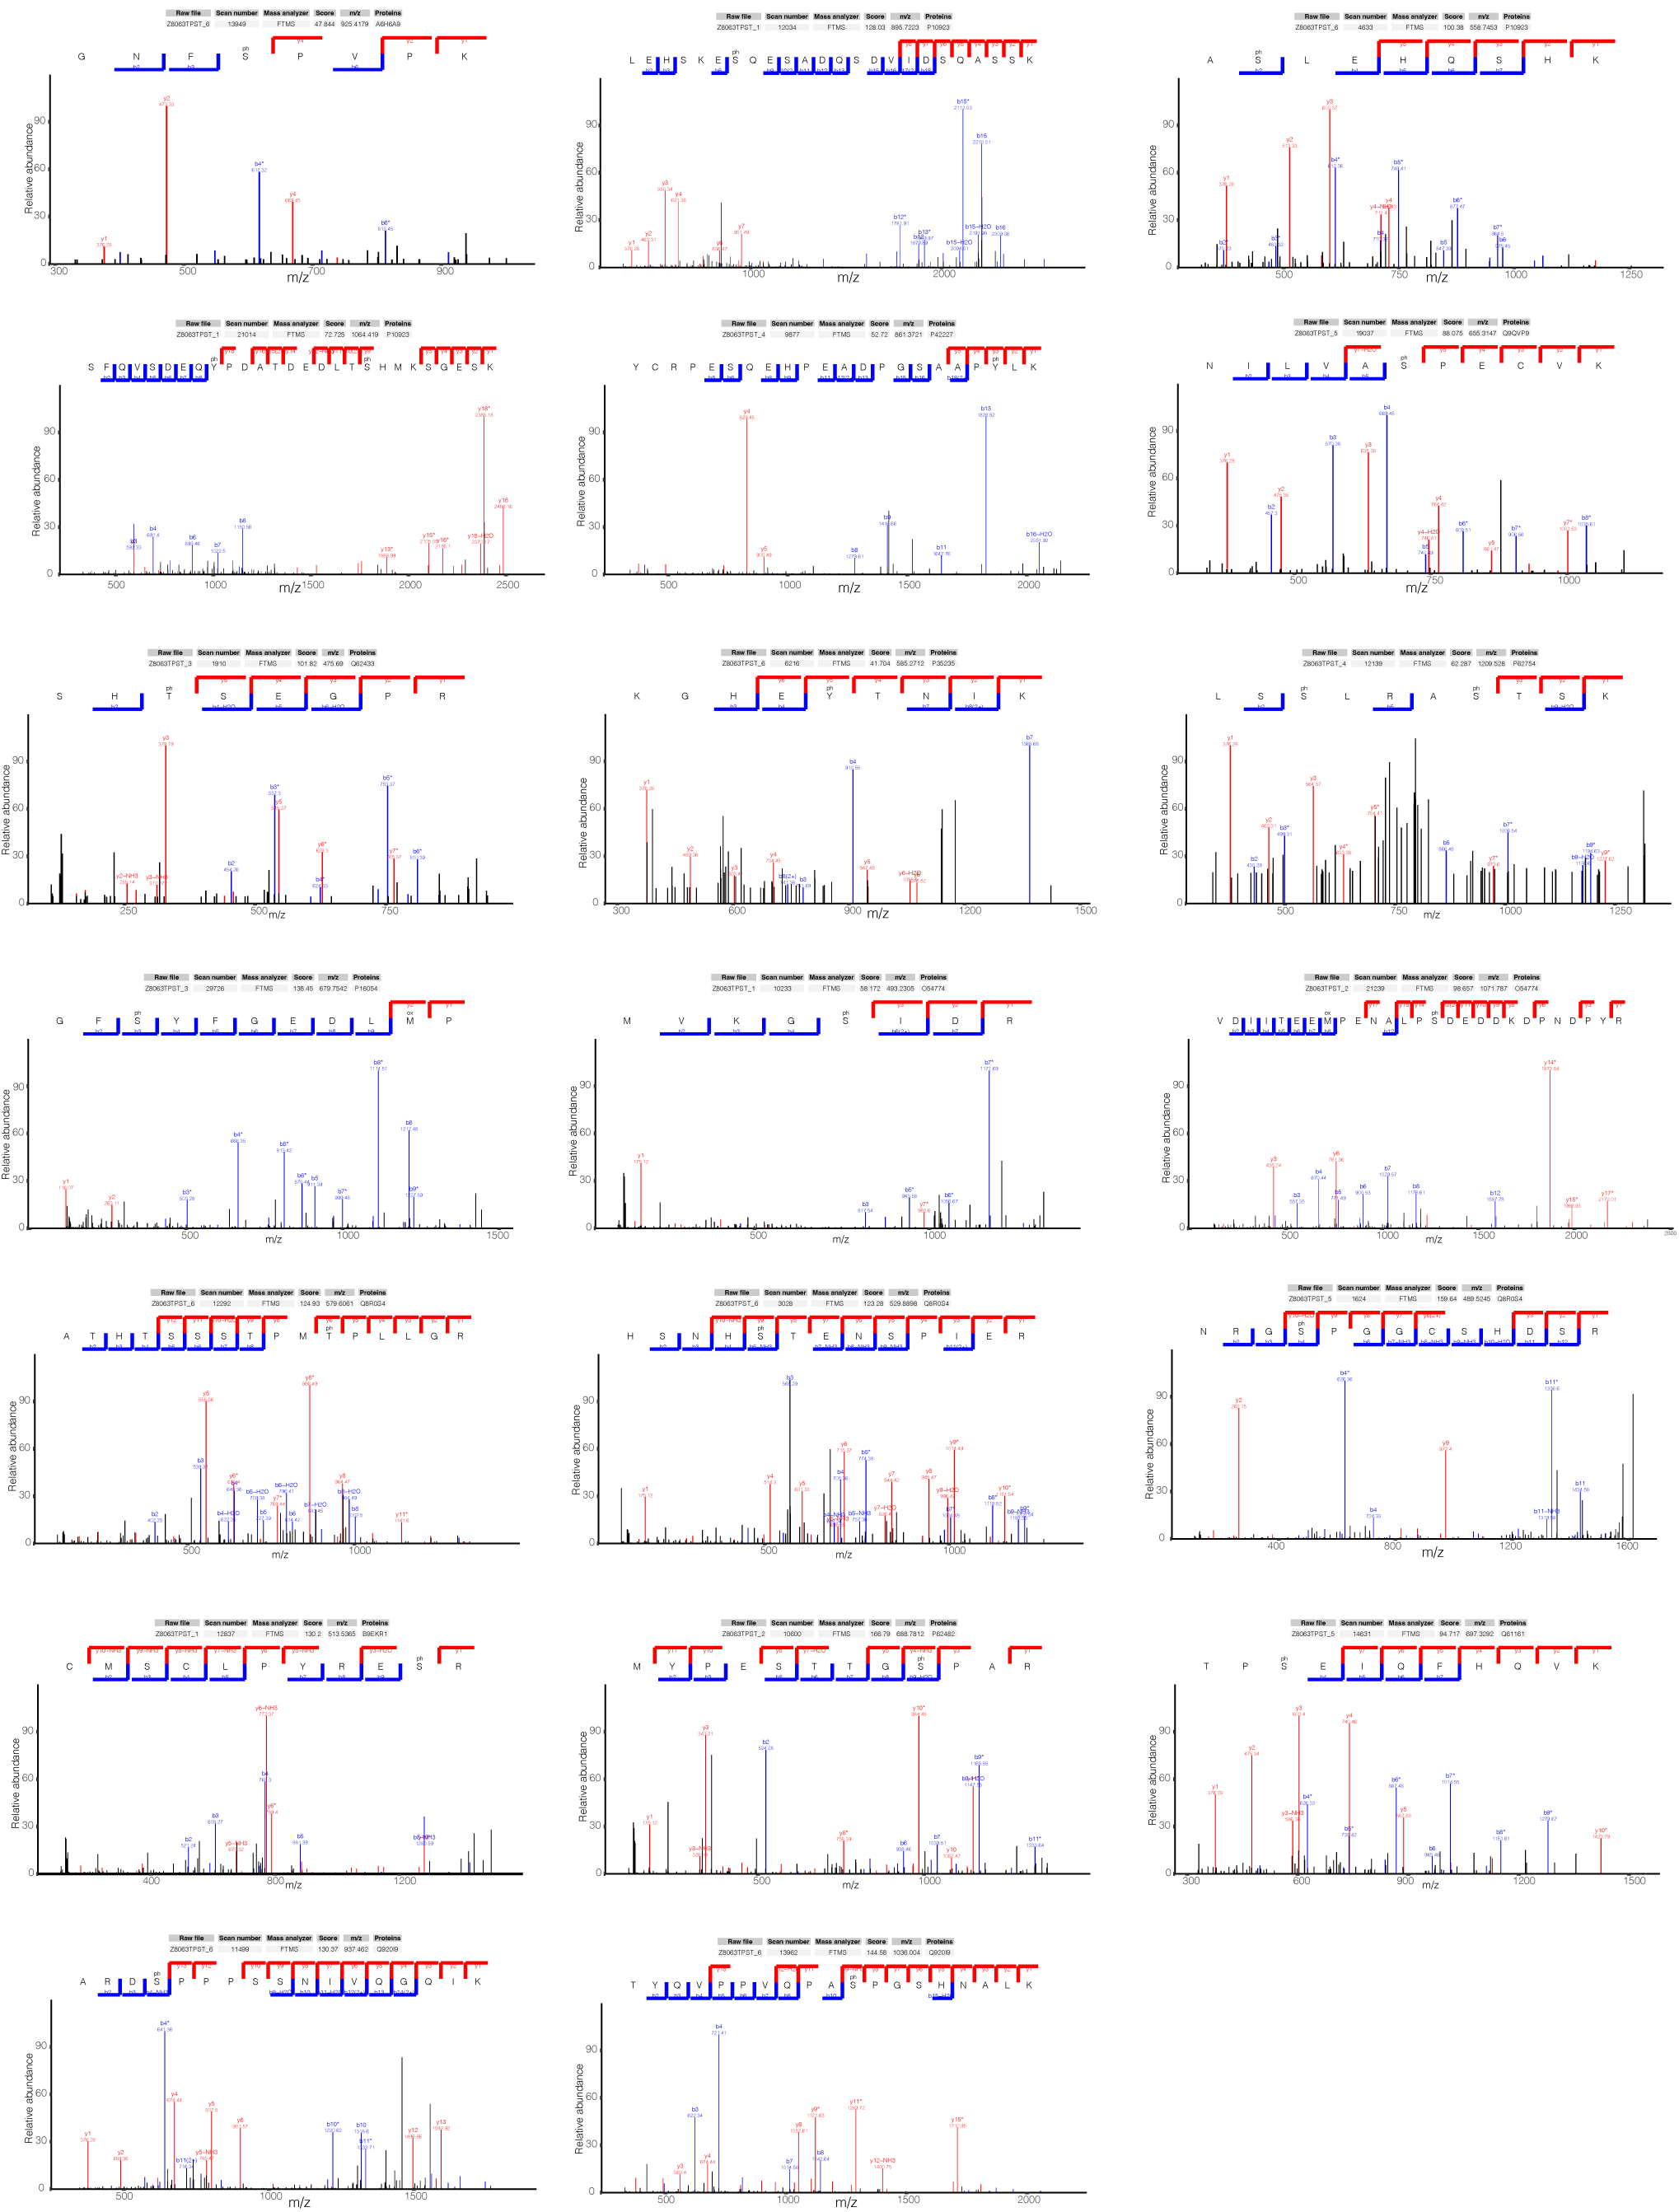

**Supplemental Figure S3.** Mass spectrometry spectrum of the immune-related phosphorylated sites.

**
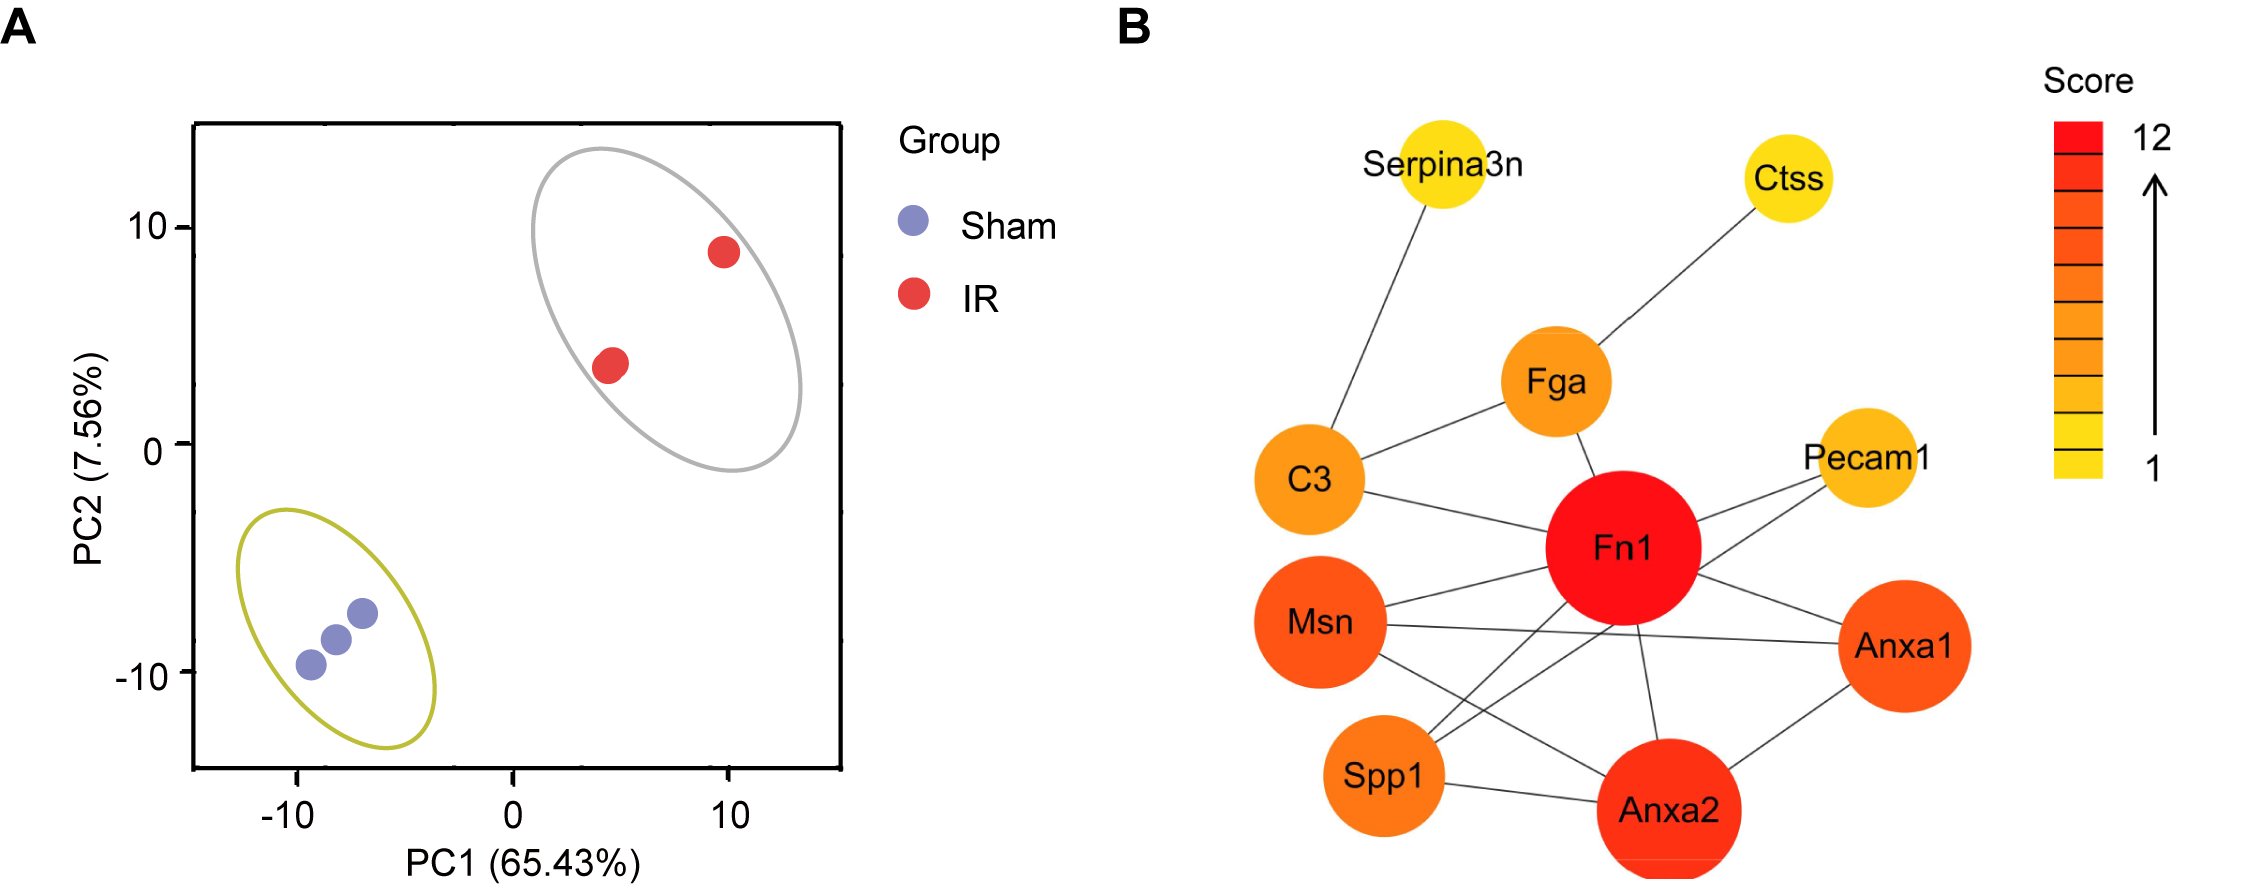
**

**Supplemental Figure S4. Transcriptome analysis of hippocampus in a mouse model of cerebral ischemia-reperfusion showing the important role of Anexa2 in the PPI network. (A)** Principal component analysis (PCA) for three biological replicates of sham and I/R groups in transcriptome profile. Purple and red-filled circles indicate three biological replicates of sham and I/R groups, respectively. **(B)** The PPI network of 11 overlapped genes between transcriptome and proteome is visualized by cytohubba plug-in (the disconnected gene is deleted in the network). The nodes with larger scores displayed in bigger sizes and redder colors indicate more important role of genes in the network.

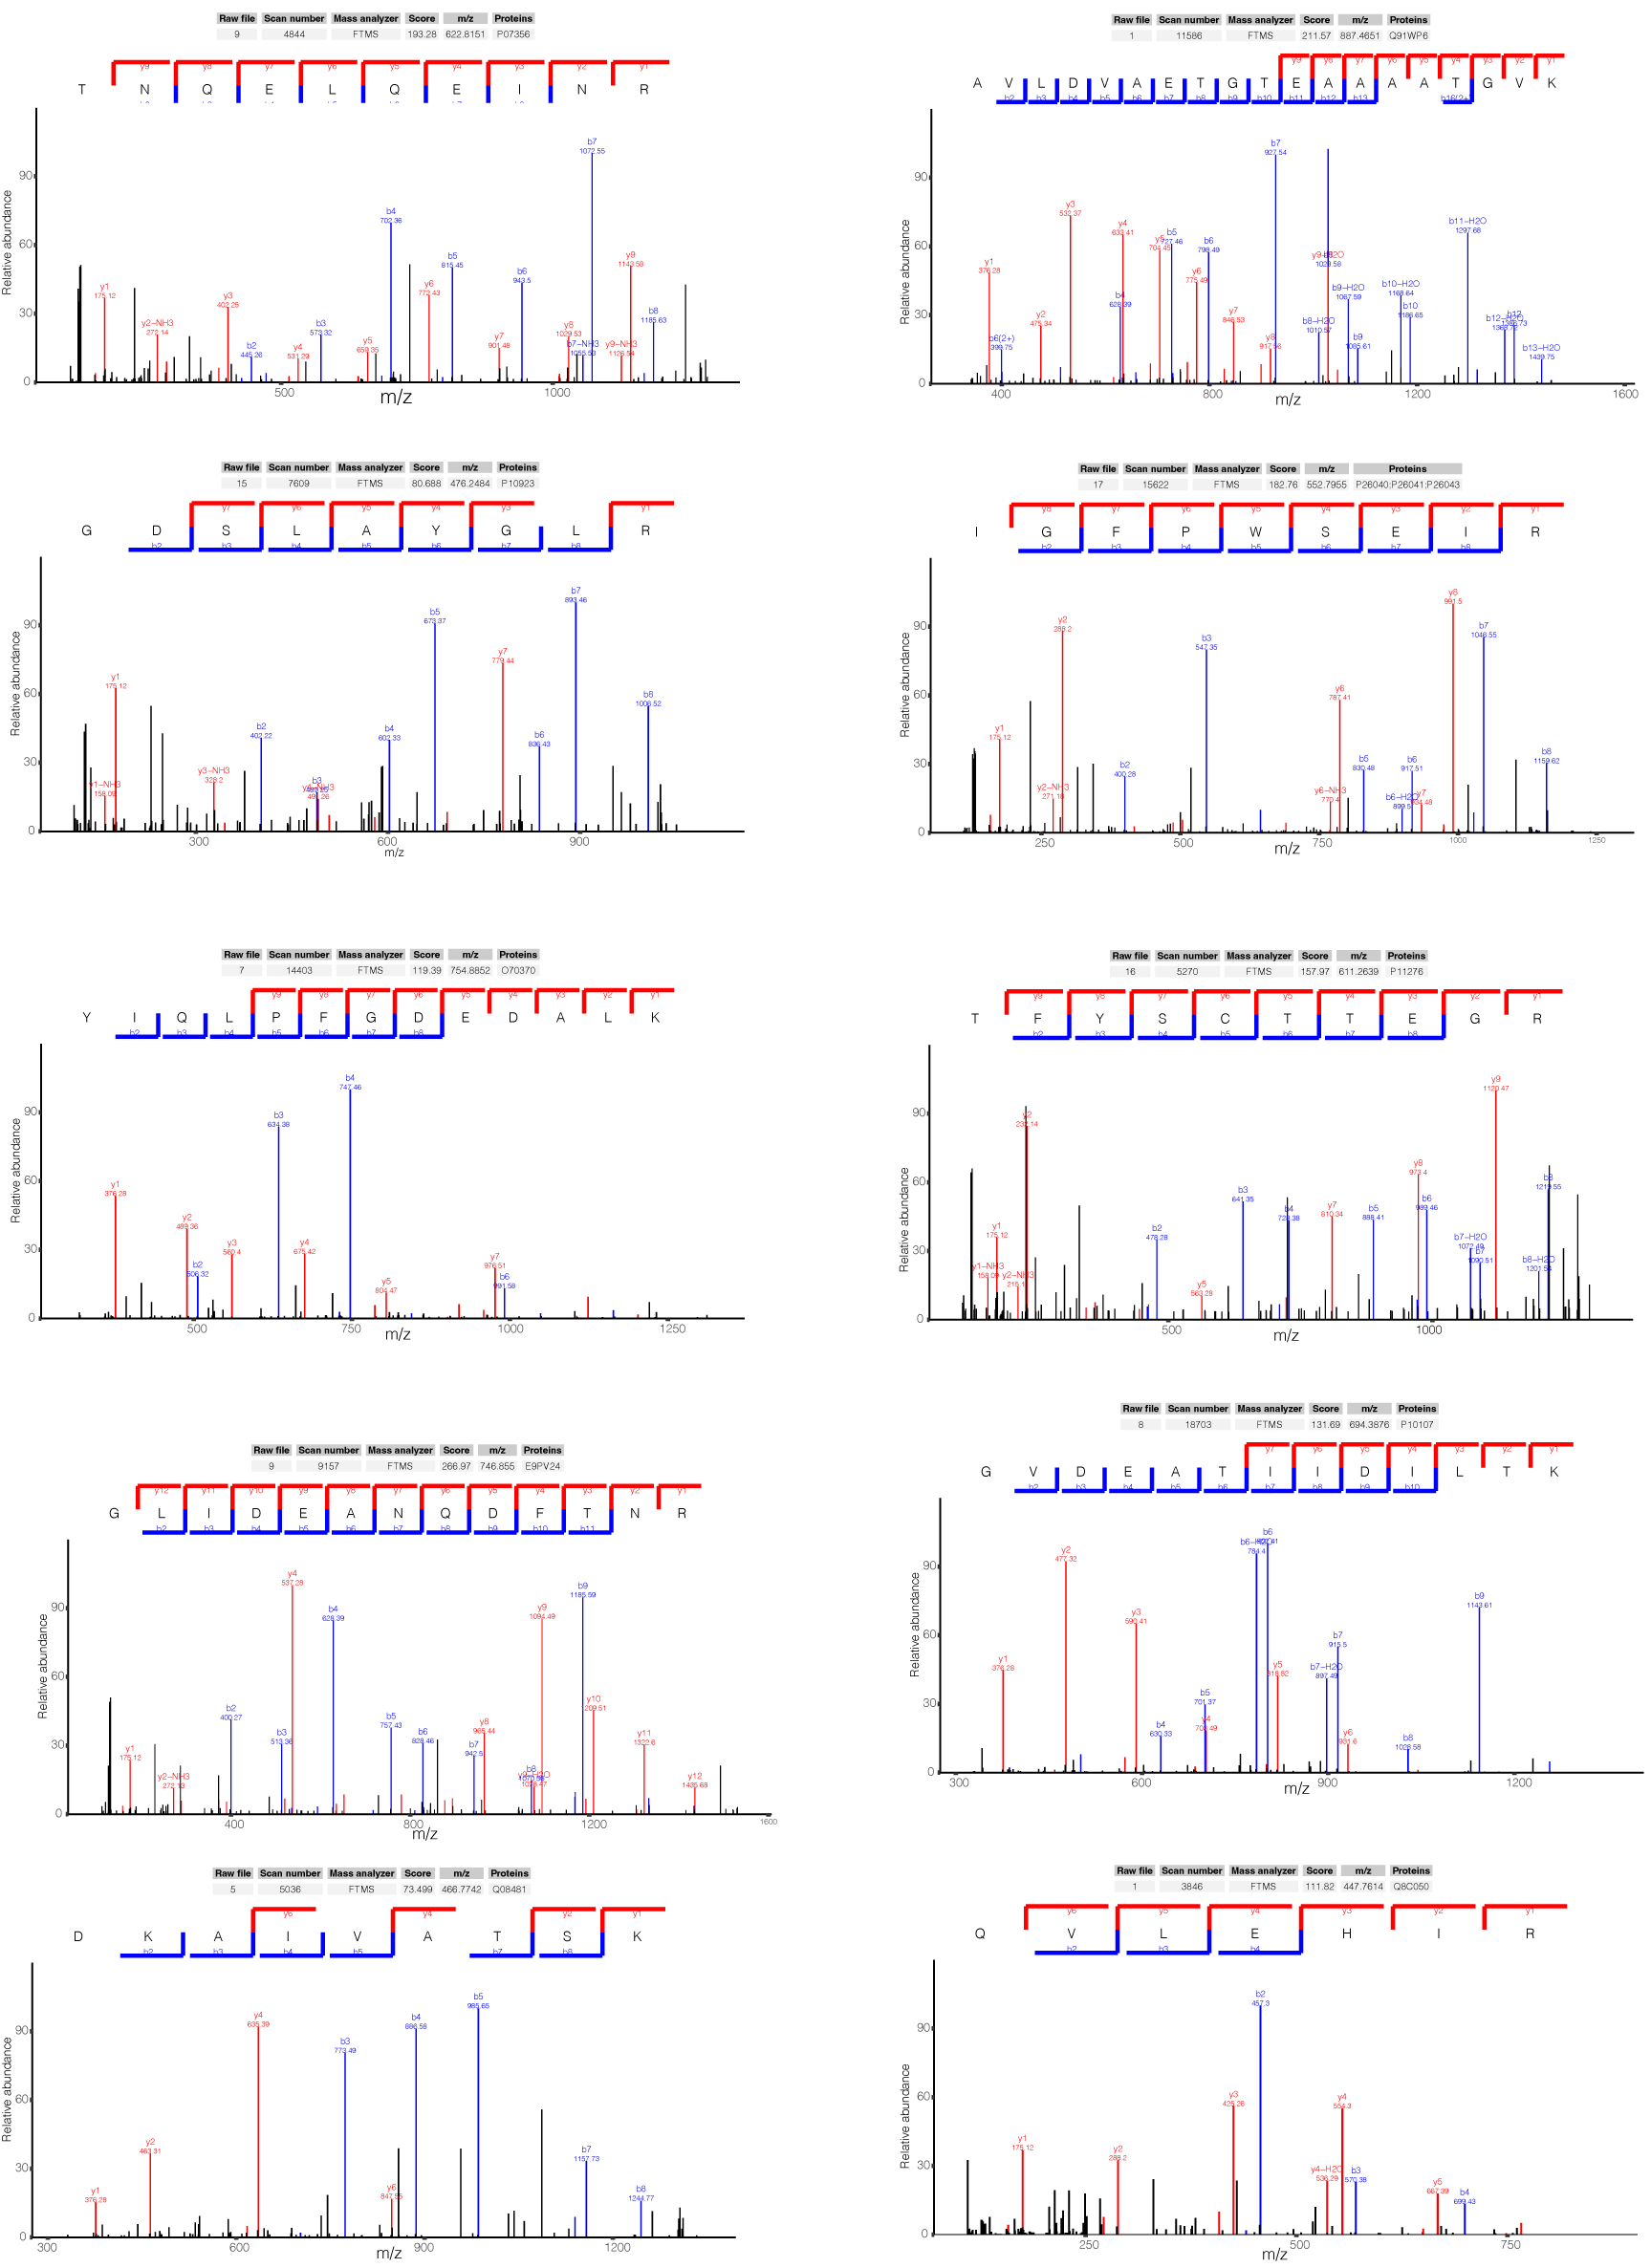

**Supplemental Figure S5.** Mass spectrometry spectrum of the immune-related proteins.

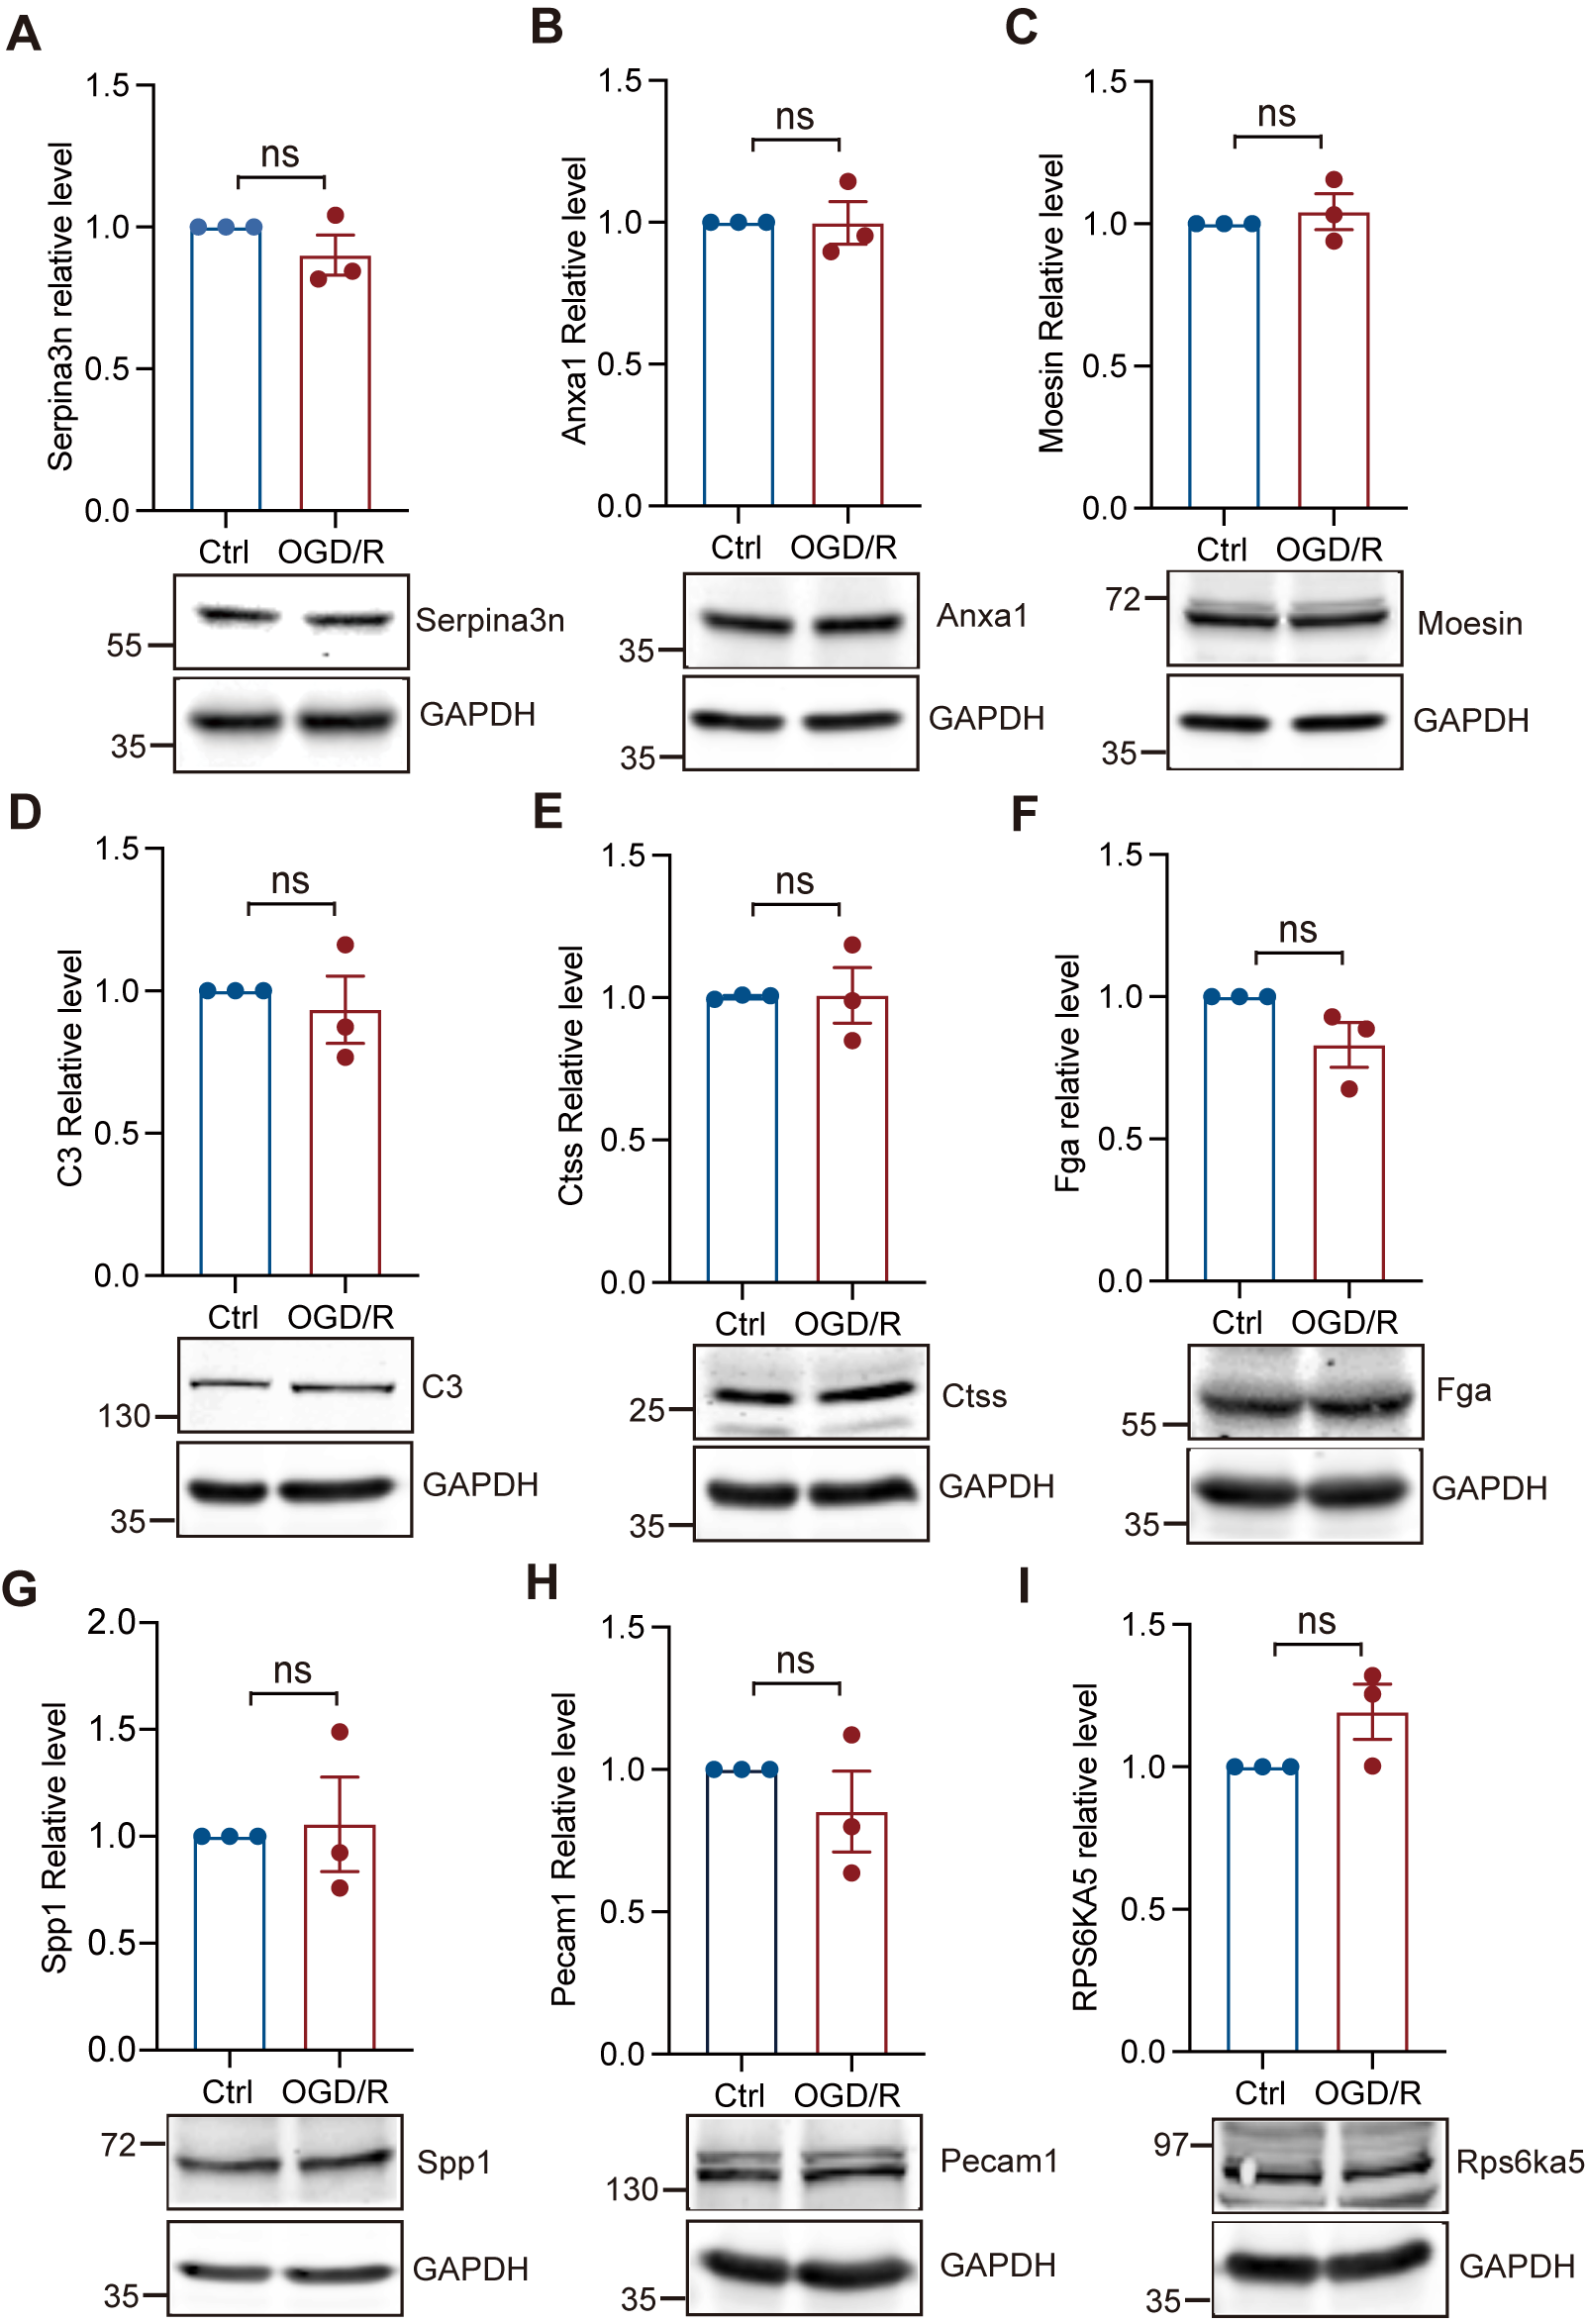

**Supplemental Figure S6. Validation of differentially regulated proteins associated with immune-inflammatory responses in OGD/R-treated BV2 microglial cells. (A-I)** Representative blot images and quantitative analyses of the overlapped immune inflammatory responses related proteins, including Serpina3n, Anxa1, Moesin, C3, Ctss, Fga, Spp1, Pecam1, and Rps6ka5 in BV2 microglia cells with or without OGD/R treatment. Data are shown as mean ± SEM. Statistical significance was determined by unpaired student’s t-test for comparisons between two groups. ns, not significant.

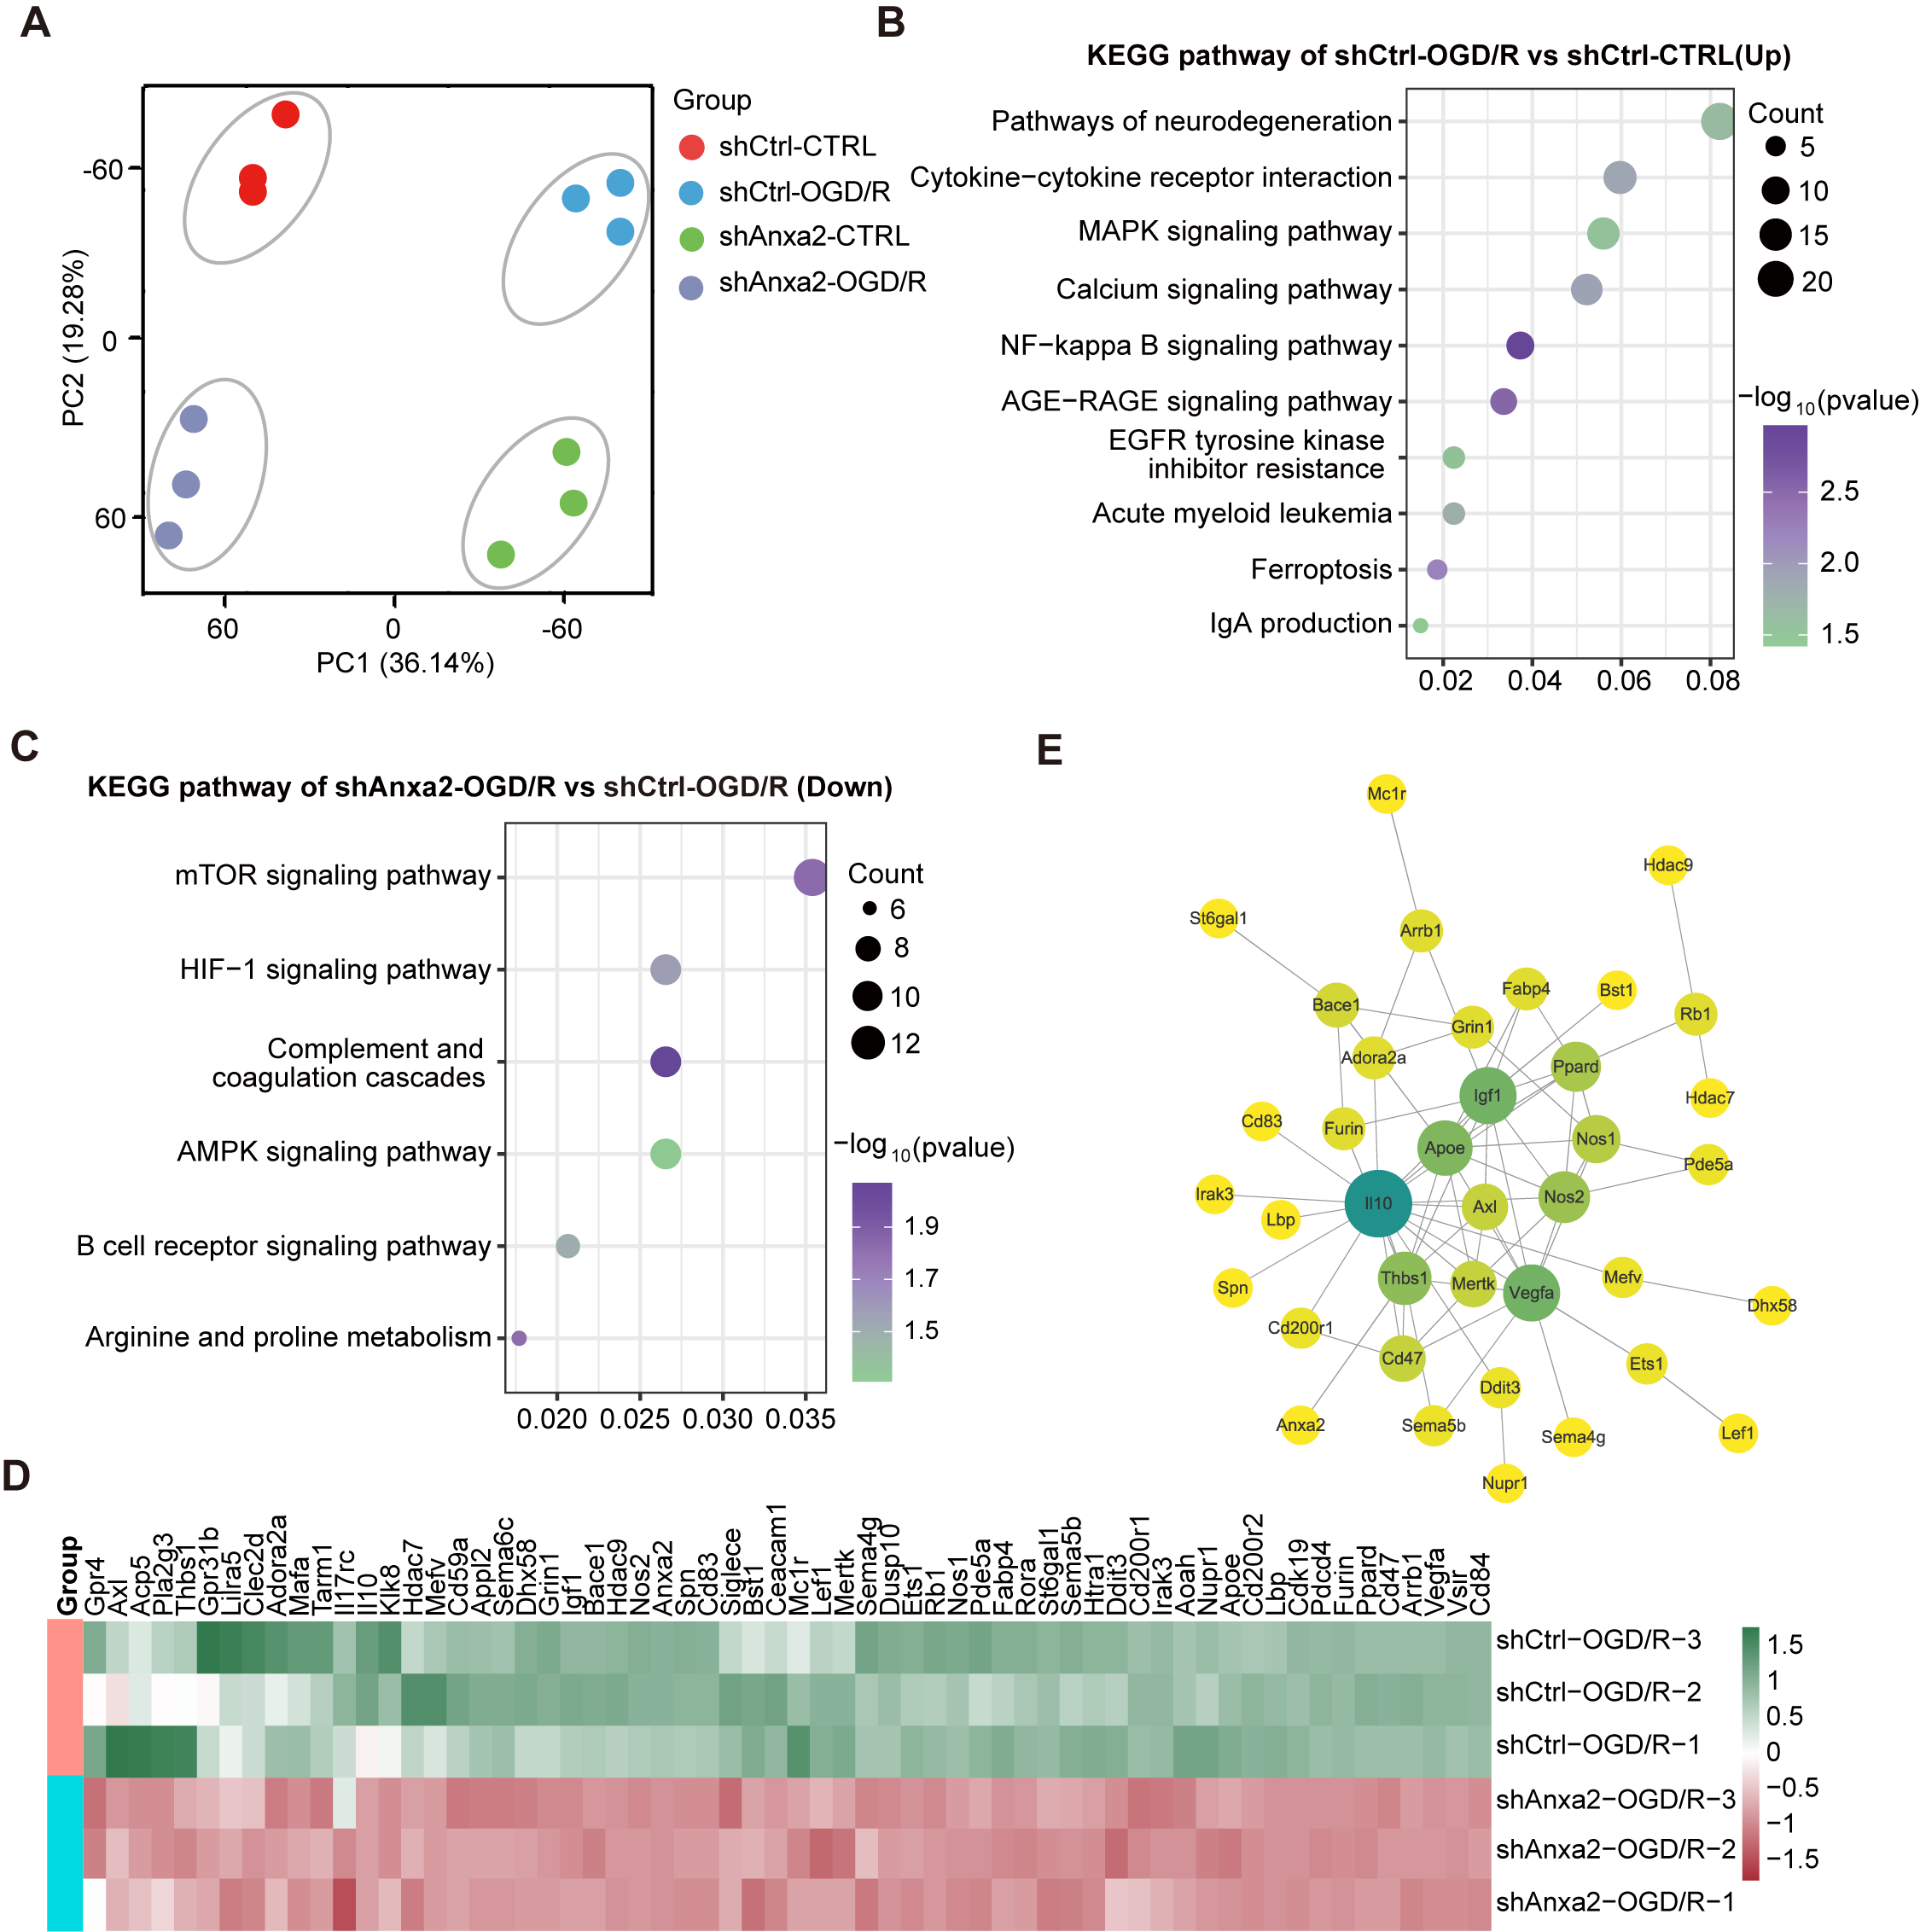

**Supplemental Figure S7. Transcriptome analysis reveals the effect of Anxa2 on inflammatory response after OGD/R in BV2 microglia cells. (A)** PCA analysis for transcriptome data from three biological replicates of shCtrl-CTRL, shCtrl-OGD/R, shAnxa2-CTRL, and shAnxa2-OGD/R samples, respectively. **(B)** KEGG pathway analyses of DEGs up-regulated in shCtrl group after OGD/R (p-value < 0.05). **(C)** KEGG pathway analyses of DEGs down-regulated in shAnxa2-OGD/R versus shCtrl-OGD/R group (p-value < 0.05). **(D)** The PPI network map of differential genes with Anxa2 knockdown after OGD/R. The green nodes represent the hub subnetwork analyzed in cytoscape by cytohubba plug-in. **(E)** Heatmap of DEGs analyzed in BV2 microglial cells with knockdown of Anxa2 after OGD/R using RNA sequencing.

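PC2 scores had means of 21.8 ± 0.3 (SD, n = 3) in shCtrl-CTRL, 12.0 ± 0.8 in shCtrl-OGDR, −21.9 ± 0.3 in shAnxa2-CTRL and −11.9 ± 1.2 in shAnxa2-OGDR libraries. The third component held 5.18% of the variance. With each library left out in turn, the share of variance was 48.98% to 53.89% on PC1 and 21.67% to 25.29% on PC2. The mean standardized expression of the genes that supplemental Table S9 lists as higher after OGD/R in shCtrl cells was −0.89 in shCtrl-CTRL, 1.06 in shCtrl-OGDR, 0.56 in shAnxa2-CTRL and −0.73 in shAnxa2-OGDR, each over 3 libraries and in units of each gene's SD over the 12 libraries.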

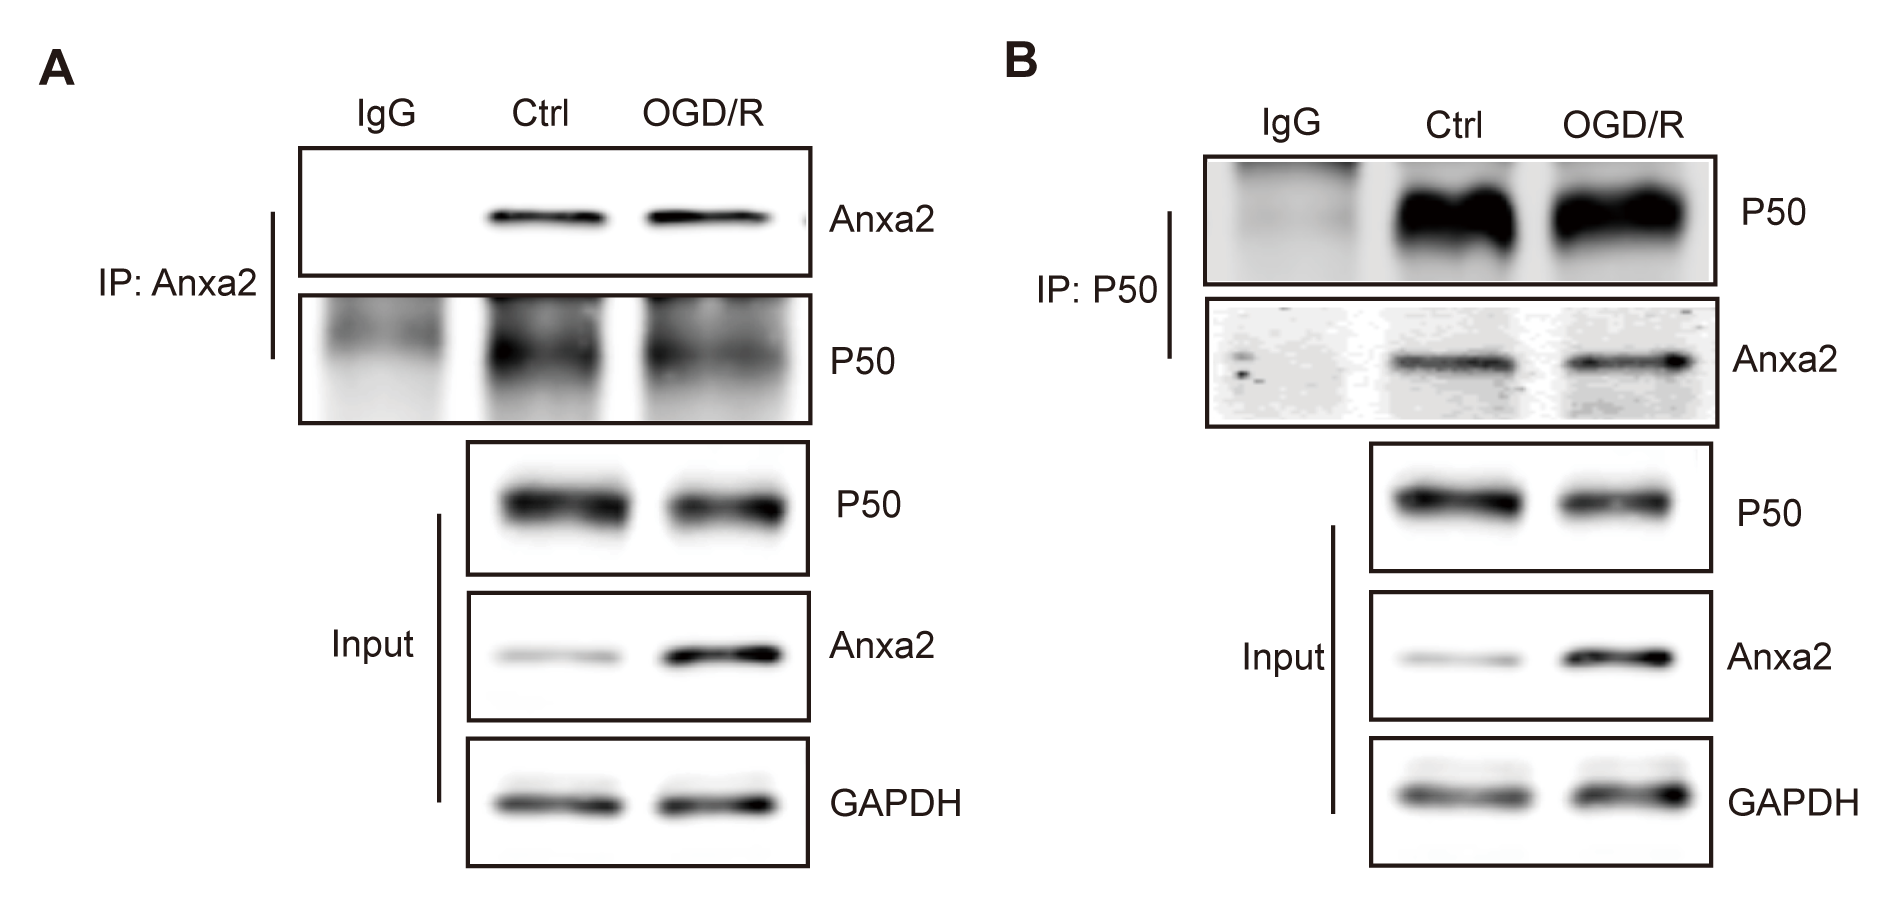

**Supplemental Figure S8. The interaction of Anxa2 with p50 subunit of NF-κB was not affected after OGD/R in BV2 cells. (A and B)** Immunoprecipitation of Anxa2 (A) or P50 (B) with anti-Anxa2 or P50 antibodies followed by Western blot analysis with anti-P50 (A) or anti-Anxa2 (B) antibodies to detect P50 or Anxa2, respectively, in BV2 cells after OGD/R. GAPDH served as loading controls.

Reference

1. Jung, H., Kim, J. S., Kim, W. K., Oh, K. J., Kim, J. M., Lee, H. J., Han, B. S., Kim, D. S., Seo, Y. S., Lee, S. C., Park, S. G., and Bae, K. H. (2015) Intracellular annexin A2 regulates Nf-kB signaling by binding to the p50 subunit: Implications for gemcitabine resistance in pancreatic cancer. *Cell Death and Disease*

How the deposited data were processed for this re-analysis (not part of the article)

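BV2 mouse microglial cells expressing a control shRNA (shCtrl) or an shRNA against Anxa2 (shAnxa2) were left untreated (CTRL) or taken through OGD/R, with 3 libraries in each of the 4 groups. The libraries were grouped by the sample names. The replicate numbers 1 to 3 come from these names, and neither the labels nor the paper's text say that libraries of the same number were handled together. The labels and the paper's text name no sequencing batch, so a batch that follows the groups cannot be told apart from them.
The authors deposited counts of reads per gene, without normalization, for 21834 protein-coding genes. The paper's RNA-seq methods, written for hippocampi, name Tophat 2 for alignment to an Ensembl genome and HTSeq 0.6.1p2 for counting. The paper's text names no genome build for these cells. The deposited table also holds 12 columns of the same counts divided by a size factor per library, and these 12 per-sample columns were not used. Of the genes, 14 have no name, and 20 names are carried by more than 1 gene. Counts were 0 in every library for 5636 genes. Total counts per library ranged from 19521877 to 27288843 with a median of 24531756. The 100 genes with the most counts took 17.6% to 19.8% of a library. Within groups, the counts of 2 replicates differed by more than counting error, with a chi-square per gene of 4.03 to 13.34, so no library was counted as a repeat of another.
The tests had been planned for FPKM values and limma. Because the table holds counts, edgeR 4.0.16 in R 4.3.3 was used in place of limma, with TMM normalization, genes of at least 0.5 CPM in at least 3 libraries (11626 genes), 1 quasi-likelihood model over the 12 libraries and Benjamini-Hochberg adjustment. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. DEGs had an unadjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Within-library values are log2(CPM + 0.1). Gene sets were tested with camera of limma 3.58.1, and GO and KEGG terms with one-sided Fisher's exact tests against the genes tested. The term tests were not in the plan made before the data were examined. The gene sets were 4 lists, of NF-κB targets, hypoxia targets, interferon-stimulated genes and ATF4 targets. The edgeR fit was tested on simulated counts with a dispersion of 0.01. In them 200 genes changed by a fold of 2 or 0.5 in the shCtrl-OGDR group. By adjusted p under 0.05 without a fold limit, 95.4% of 197 changed genes among 11514 genes tested were called. Of 199 calls, 11 were unchanged genes, and a contrast without changes gave 0 calls. Recovery at the DEG limits and of the interaction was not scored, and far more genes changed in the real data.
Genes are named by a rule set before the data were examined. It covers genes the paper names for BV2 cells or for the knockdown, and for OGD/R in shCtrl cells, shAnxa2 against shCtrl cells after OGD/R and the interaction, the 5 genes per direction with the largest log2 fold change. Those 5 needed an adjusted p under 0.05, a mean of at least 1 CPM (the rule was written for FPKM) and, except for the interaction, no overlap between the 3 and 3 libraries. Genes with only an identifier or a predicted name were passed over.
The alternatives set before the data were examined were the pseudocount (1 or 0.01), no filter or a filter of 1 CPM, median-of-ratios size factors, quantile normalization, the replicate number as a block, no trend of the variance, voom, fits with only the 2 groups compared, other fold limits, adjusted p-values, and leaving out each library. They had been written for FPKM and were run in their form for counts. The pseudocount and quantile alternatives use limma on log2 CPM, so they change the test as well. Restriction to protein-coding genes cannot move a result here, since the table holds no others. DESeq2 1.42.0, DESeq2 over all genes with any count, and limma with a pseudocount of 0.1 were chosen after seeing the data. The sequence search for the knockdown target used the GENCODE annotation of GRCm38. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the table and drew the plots. Hippocampal RNA and protein data were not analysed here.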

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

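The tests of explanations for the opposite OGD/R changes of the 2 lines were chosen only after that result was seen, as was the correlation of these changes itself, and so was the form of the relabelling of the interaction, while the counts of other splits for the 4 comparisons of 3 libraries with 3 were set before the data were examined.
The response to OGD/R differed between the lines by a test of the difference itself. The interaction had an adjusted p under 0.05 in edgeR's quasi-likelihood test for 8136 genes, and across genes, which are not independent replicates, the OGD/R changes of shCtrl and shAnxa2 cells had a correlation of −0.796. When the labels of the 4 groups were drawn anew among libraries of the same replicate number, 1 of 100 relabellings, the real one, gave as many genes. The other draws had a median of 0 genes and a highest count of 6966, and 82 of them gave 0, with 23 to 4066 genes (median 158) at an unadjusted p under 0.05. The draws also mix lines and treatments within groups, which widens the spread there. They therefore test for any grouping of the libraries and not for the interaction alone.
A difference in library size was tested by thinning every library to 19521877 counts, which left a correlation of −0.785 and 8000 interaction genes. Without the 100 genes with the most counts the correlation was −0.796 over 11526 genes, with 8043 interaction genes. After a fit on GC content and transcript length was removed from both changes, for the 99.7% of genes with a value, it was −0.807, and these properties accounted for 0.75% of the variance of the changes in shCtrl and 0.85% in shAnxa2 cells. Outside the genes of GO and KEGG terms for inflammation, immunity, cytokines, defense, infection and their signaling, it was −0.795 over 9261 genes, and inside them −0.797 over 2365 genes. Neither GC content and transcript length nor a limit to inflammation genes accounts for the pattern. A shift common to all genes leaves a correlation as it is, so the first 2 correlations do not test for one. Such a shift was tested by centring the changes of each line on their median, which was 0.005 in shCtrl and 0.004 in shAnxa2 cells, so that there was little to remove. Of the 5239 genes changed in both lines at an adjusted p under 0.05 from edgeR's test, 98.6% then changed in opposite directions, as they did without centring. It was also 98.6% of 5117 genes after thinning and of 5165 genes without the 100 genes with the most counts.
An exchange of the treatment labels within 1 line was tested with hypoxia targets, listed before the data were examined, which loss of oxygen raises. Their median log2 fold change after OGD/R was 0.379 in shCtrl cells, the direction of the labels. In shAnxa2 cells as labelled it was −0.413, with 29 of the 38 genes lower and 1 higher at an adjusted p under 0.05 from edgeR's test. The second value is consistent with an exchange of the CTRL and OGDR labels within the shAnxa2 libraries, but it is not evidence apart from the pattern itself, since the other 3 sets also rose in shCtrl and fell in shAnxa2 cells, with medians of 0.551 and −0.444 for ATF4 targets, 0.308 and −0.261 for interferon-stimulated genes and 0.638 and −0.265 for NF-κB targets. The libraries were taken after reoxygenation, of 12 h by the labels and 24 h by the paper's methods, when the direction of hypoxia targets is not fixed by the loss of oxygen. Without OGD/R these targets were higher in shAnxa2 than in shCtrl cells as labelled, with a median of 0.499, 27 genes higher and 1 lower at an adjusted p under 0.05 from edgeR's test. The shAnxa2-OGDR libraries lay nearest to shCtrl-CTRL, at a distance of 0.416, and the shAnxa2-CTRL libraries nearest to shCtrl-OGDR, at 0.453. With the shAnxa2 treatments exchanged, the interaction would have 1674 genes at an adjusted p under 0.05 from edgeR's test, in place of 8136. Its median absolute log2 value would be 0.157 in place of 0.522. These values restate the opposite changes and are not separate evidence. A knockdown that reverses the response to OGD/R is a candidate explanation that the design offers. With a single stable line per shRNA, other differences between the lines cannot be told apart from the loss of Anxa2. A reversed response alone predicts the fall in shAnxa2 cells and not the higher level without OGD/R, for which the knockdown would also have to raise these genes in untreated cells. The data cannot tell these apart, since no measurement here identifies the treatment of a library independently of its expression, and a difference in handling that follows the groups cannot be told apart from them either. Anxa2 was low in all 6 shAnxa2 libraries, which checks the shRNA labels. Its own change after OGD/R was 0.70 in shCtrl and −1.04 in shAnxa2 cells, opposite as for the hypoxia targets. The labels were used as given throughout.
The comparison of OGD/R within shAnxa2 cells, which the paper does not report, gave 6392 genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3274 higher and 3118 lower. That of shAnxa2 with shCtrl cells without OGD/R, also not reported, gave 6882 genes, 3427 higher and 3455 lower, with the libraries as labelled. For each of the 4 comparisons of 3 libraries with 3, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many genes with an adjusted p under 0.05. The same count of 1 of 4 held for the genes higher and the genes lower at the DEG limits after OGD/R in shCtrl cells, and between the lines after OGD/R. The other 3 of those splits, and the 6 splits that part 1 pair, gave 0 genes by adjusted p. By unadjusted p under 0.05 alone they gave 145 to 246 genes for OGD/R in shCtrl cells, 129 to 340 for the lines after OGD/R, 173 to 690 for OGD/R in shAnxa2 cells and 144 to 397 for the lines without OGD/R. By unadjusted p under 0.05 with a log2 fold change of at least 1, they gave at most 23 genes in a direction for OGD/R in shCtrl cells, 21 for the lines after OGD/R, 32 for OGD/R in shAnxa2 cells and 22 for the lines without OGD/R. The smallest share that 4 splits allow is 1 of 4, whatever the data, so this count cannot decide whether the comparisons reflect a grouping by chance. The numbers of genes argue against it, since the real splits gave 6392 to 7898 genes by adjusted p and every other split gave 0.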

How the results depend on the processing

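No test in this part was chosen after its result was seen, except the DESeq2 settings and limma with a pseudocount of 0.1, which were chosen after seeing the data, as was the correlation of the OGD/R changes, and the distances and the tests of GO and KEGG terms, which were added after the data were first examined.
Of 387 values for 32 main results under alternatives, 354 were counted as unchanged. A count of genes was unchanged within 1.5 times the main count. A value without a test was unchanged within its spread over replicates or over fits that left out 1 library. Other values had to keep their direction and their side of the threshold. Of 384 values with 1 library left out, 375 were unchanged. For 128 single genes, terms and distances, 3142 of 3179 values were unchanged. Among these, 19 results changed under at least 1 setting, with 22 values weaker, 7 stronger, 4 moved and 4 reversed. Where a value changed, the cause was not tested.
Without a filter, 426 genes were lower after OGD/R in shCtrl cells, the correlation of the OGD/R changes across genes was −0.281, the NF-κB targets reversed between the lines after OGD/R, with a median of 0.006 (limma's camera test, adjusted p = 0.99, range 0.728 to 0.99), and PC1 held 37.05%. With a filter of 1 CPM the correlation was −0.842, and with DESeq2 over all genes with any count, chosen after seeing the data, −0.352. Quantile normalization gave a median OGD/R change in shAnxa2 cells of −0.802 for the genes Table S9 lists as higher after OGD/R, and reversed Spp1 after OGD/R in shCtrl cells to −0.05 (limma, adjusted p = 0.458, range 3.73e-07 to 0.458, against 7.47e-05 in edgeR's test).
With a pseudocount of 1, 302 genes were higher and 98 lower after OGD/R in shCtrl cells, 446 lower and 229 higher in shAnxa2 cells after OGD/R, and 213 shared. All 302, 446, 229, 98 and 213 genes were among those of edgeR's lists. The median change of the Table S9 genes was −0.695, the correlation −0.854 and the share of PC1 58.56%. At a fold change above 1.5 the lists held 1405, 990, 1698 and 1400 genes in the same order with 1039 shared, and at a fold change above 1.2 or below 0.8 they held 3002, 2314, 2884 and 3133 genes with 2137 shared. Over all settings and the fits that left out 1 library, the shared genes were 66.4% to 74.1% of the smaller list.
With the replicate number as a block, 8 set tests passed an adjusted p of 0.05 (limma's camera test, Benjamini-Hochberg over 12 tests) that had not without it. The medians of ATF4 targets were 0.551 after OGD/R in shCtrl cells (adjusted p = 0.0343, range 0.0185 to 0.187), −0.52 between the lines after OGD/R (adjusted p = 0.0398, range 0.0234 to 0.187) and −1.007 for the interaction (adjusted p = 0.0343, range 0.0185 to 0.12). Those of hypoxia targets were 0.381 (range 0.025 to 0.187), −0.457 (range 0.0304 to 0.198) and −0.791 (range 0.0234 to 0.12), each with an adjusted p = 0.0343 from limma's camera test, and those of NF-κB targets were 0.639 (range 0.035 to 0.187) after OGD/R in shCtrl cells and −0.943 (range 0.035 to 0.134) for the interaction, each with an adjusted p = 0.035. Libraries of the same number in different groups did not deviate together, with a mean correlation of 0.005 over 18 pairs, against −0.003 over 36 pairs of different number.
Over the 12 fits that each left out 1 library, the correlation was −0.793 to −0.762. The medians of ATF4 targets were 0.539 to 0.575, −0.554 to −0.515 and −1.027 to −0.988, those of hypoxia targets 0.355 to 0.419, −0.487 to −0.431 and −0.851 to −0.754, in the order above, and those of NF-κB targets 0.595 to 0.689 after OGD/R in shCtrl cells and −0.994 to −0.926 for the interaction. Each of these 8 set tests, none of which passed an adjusted p of 0.05 with all 12 libraries, passed it in 1 of the 12 fits. Between the lines after OGD/R, Ctss was −0.08 to 0.01 and S100a10 −0.15 to 0.01. The lists held 540 to 567 genes higher and 246 to 280 lower after OGD/R in shCtrl cells, 735 to 765 lower and 418 to 454 higher in shAnxa2 cells after OGD/R, and 369 to 409 shared. Il6 and Arg1, with 10 or fewer counts in every library, did not pass the count filter and were not tested.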

Differences from the paper's values

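The distances between groups and the tests of GO and KEGG terms were added after the data were first examined, and no other test in this part was chosen after its result was seen, except where a sentence says so.
Supplemental Table S10 gives the number of genes it finds in each term, and the values set beside them count the genes of the lists found here under the same term identifier as the deposited table annotates each gene. For GO, 86 of the paper's 328 gene entries carry the term in the deposited table, and for KEGG 159 of 159. A count that closes a gap at a lower fold limit comes from longer lists, with 3002 genes in place of 547 higher after OGD/R and 2884 in place of 750 lower in shAnxa2 cells at the limits of 1.2 and 0.8. It is not a match of genes. For 4 GO terms the gap closed only at a lower fold limit, and few of the paper's genes carry them in the deposited table, 5 of 26 for regulation of inflammatory response, 2 of 11 for response to interleukin-1, 6 of 21 for cytokine-mediated signaling pathway and 6 of 25 for axonogenesis.
For the genes higher after OGD/R in shCtrl cells, the paper's 26 genes for regulation of inflammatory response, which it names inflammatory response, compare with 5, and with 21 at a fold change above 1.2 or below 0.8, the only alternative set before the data were examined that closed the gap. For response to interleukin-1 the paper's 11 compare with 3, and the gap closed with 8 at a fold change above 1.5 and with 13 at the limits of 1.2 and 0.8. For cytokine-mediated signaling pathway the paper's 21 compare with 5, and the gap closed with 16 and 20 at the same limits. No alternative set before the data were examined closed the gap for adaptive immune response (the paper's 18 against 1), TNF superfamily cytokine production (14 against 0), I-kappaB kinase/NF-kappaB signaling (14 against 1), neuron apoptotic process (18 against 2) or toll-like receptor signaling pathway (6 against 0). Of the paper's genes, 1, 0, 1, 2 and 0 in the same order carry the term in the deposited table. A change of setting could therefore not recover most of them. For the KEGG term EGFR tyrosine kinase inhibitor resistance the paper's 6 compare with 2, and the gap closed with 5 without a filter, with 8 at a fold change above 1.5, and with 4 in DESeq2 over all genes, which was chosen after seeing the values. For IgA production the paper's 4 compare with 2, and the gap closed with 4 without a filter, 3 with a filter of 1 CPM, 6 at a fold change above 1.5, 3 without shCtrl-OGDR replicate 2, and 4 in DESeq2 over all genes, chosen after seeing the values.
For the genes lower in shAnxa2 cells after OGD/R, no alternative set before the data were examined closed the gap for negative regulation of cytokine production (the paper's 31 against 3), negative regulation of immune system process (29 against 1), synapse organization (30 against 4), negative regulation of leukocyte activation (14 against 0) or negative regulation of interleukin-1 production (5 against 1). Here 5, 1, 4, 0 and 1 of the paper's genes in the same order carry the term in the deposited table, with the same limit. For negative regulation of inflammatory response the paper's 16 compare with 7, and the gap closed with 11 without a filter, 12 at a fold change above 1.5, 21 at the limits of 1.2 and 0.8, and 11 in DESeq2 over all genes, chosen after seeing the values. For negative regulation of tumor necrosis factor production the paper's 10 compare with 5, and the gap closed with 8, 10 and 13 at the same settings, and with 8 in DESeq2 over all genes, chosen after seeing the values. For axonogenesis the paper's 25 compare with 7, and the gap closed with 22 at the limits of 1.2 and 0.8.
The numbers of DEGs did not differ from the paper's by more than 1.5 times. DESeq2 over all genes with any count, chosen after seeing the values, gave 619 genes higher and 337 lower after OGD/R in shCtrl cells, 522 higher and 844 lower in shAnxa2 cells after OGD/R, and 411 shared. The first 4 of these are nearer to the counts of Table S9, and the overlap, at 382 in edgeR's lists, is farther from the paper's 387. Without a filter PC1 held 37.05% of the variance, against about 36% in Fig. S7A, read by eye.
The heatmap of Fig. 4D shows shAnxa2-CTRL farthest from shCtrl-OGDR. Here shAnxa2-OGDR was farthest from it, at a distance of 0.673, and shAnxa2-CTRL lay at 0.453. An exchange of the CTRL and OGDR labels within the shAnxa2 libraries would put shAnxa2-CTRL farthest, as in the figure. The fold changes of supplemental Table S9 between the lines after OGD/R follow the labels as given, with a median absolute difference of 0.0045. By RT-qPCR and blots the paper gives more than 90% suppression of Anxa2, and Fig. 4B, read by eye, shows 16% of the mRNA left. Here 23.5% of the shCtrl level was left in untreated cells and 7.05% after OGD/R. By RT-qPCR the paper finds that of the 11 genes of Fig. 3F only Anxa2 was robustly raised by OGD/R in BV2 cells. Here C3 rose by a log2 fold change of 1.87 in shCtrl cells, and Ctss, Anxa1, Rps6ka5, Spp1 and Msn by 0.33, 0.23, 0.22, 0.19 and 0.18. Fig. 5 reports that OGD/R raises the inflammatory cytokines and COX2 and that the knockdown lowers them. Tnf, Il1b and Ptgs2 mRNA fell after OGD/R in shCtrl cells here, by log2 fold changes of −0.74, −1.31 and −0.40, and were higher in shAnxa2 cells after OGD/R by 1.92, 2.39 and 0.71. They were also higher in shAnxa2 cells without OGD/R, by 0.81, 0.86 and 0.56. The interaction was 1.11 for Tnf and 1.53 for Il1b. For Ptgs2, which also fell in shAnxa2 cells (−0.26), it was 0.14 (adjusted p = 0.333 from edgeR's test). Fig. 5A reports that OGD/R lowers CD206 and that the knockdown counters this. Its gene, Mrc1, changed by −0.19 after OGD/R in shCtrl cells (adjusted p = 0.251 from edgeR's test, range 0.0387 to 0.607, the lowest with quantile normalization and limma), and it was lower in shAnxa2 cells by −0.97 after OGD/R (adjusted p = 1.35e-05) and by −0.98 without it.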

Other observations

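The tests of the overlap were set before the data were examined, and the rule for genes that stand out in a single library and the comparisons across treatments were chosen after.
The overlap between the genes higher after OGD/R in shCtrl cells and those lower in shAnxa2 cells after OGD/R was tested for noise in the shCtrl-OGDR libraries that both comparisons use. With no library shared it was 65.7% of the smaller list, against 71.4% with libraries shared, both from the log2 of the mean CPM of each group and a fold limit without a test, and the genes higher in both were 0.53%. It was also tested for a knockdown effect that is there without OGD/R. Of the overlap genes, 0.5% were lower in untreated shAnxa2 than in untreated shCtrl cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and most were higher. Neither accounts for the overlap. The opposite OGD/R changes within shAnxa2 cells have the explanations given for them above, with a median of −0.413 for hypoxia targets that is consistent with exchanged treatment labels but is not evidence apart from the pattern, and the overlap cannot be told apart from that.
Comparisons across both line and treatment gave fewer genes. The shAnxa2-CTRL libraries against the shCtrl-OGDR libraries had 5126 genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test, 193 higher and 187 lower at the DEG limits, and Anxa2 at −2.79. Their lower genes included 66 (12.1%) of those raised by OGD/R in shCtrl cells. The shAnxa2-OGDR libraries against the shCtrl-CTRL libraries had 4639 genes, 128 higher and 158 lower, with 20 (3.7%) of those raised genes and Anxa2 at −3.13. An exchange of the treatment labels within the shAnxa2 libraries would give fewer genes across treatments. A reversed response in cells with raised levels before OGD/R would give this as well. No explanation was tested for these values.
ATF4 targets, which loss of glucose raises, had a median log2 fold change of 0.551 after OGD/R in shCtrl cells and of −0.444 in shAnxa2 cells, and all 30 that changed in both lines at an adjusted p under 0.05 from edgeR's test changed in opposite directions. So did all 28 such hypoxia targets, all 13 interferon-stimulated genes and 26 of 27 NF-κB targets. For interferon-stimulated genes the medians were 0.308 and −0.261. None of the 4 sets passed an adjusted p of 0.05 after OGD/R in shCtrl cells (limma's camera test, adjusted p = 0.0587 for ATF4 targets, 0.0587 for NF-κB targets, 0.0665 for hypoxia targets and 0.157 for interferon-stimulated genes). With the replicate number as a block, ATF4 targets (adjusted p = 0.0343 from the same test), hypoxia targets (0.0343) and NF-κB targets (0.035) passed. Each of these also passed in 1 of the 12 fits that left out 1 library.
Lars2 had 66525 counts in shAnxa2-OGDR replicate 1 and 2670 or fewer in each other library. It was the only gene with at least 5 CPM and at least 5 times the other libraries of its group in 1 library, over all 12 libraries. Its interaction was 5.26, and 2.97 with voom (limma, adjusted p = 0.0737, the highest over the alternatives and the fits that left out 1 library), and from 1.06 to 5.82 with 1 library left out. No biological explanation was tested for it.
Genes that the paper measures in other samples were also tested in the BV2 libraries. Of the other genes of Fig. 3F, C3 rose after OGD/R in shCtrl cells by a log2 fold change of 1.87 and was lower by −0.66 in shAnxa2 cells after OGD/R, and higher by 2.18 without OGD/R. Spp1, Msn, Anxa1 and Rps6ka5 rose by 0.19, 0.18, 0.23 and 0.22 and were lower in shAnxa2 cells after OGD/R by −0.37, −0.20, −0.86 and −0.47. With quantile normalization the difference of Spp1 was −0.03 (limma, adjusted p = 0.614, range 9.32e-29 to 0.614). Pecam1 changed by 0.61 after OGD/R in shCtrl cells (adjusted p = 0.275 from edgeR's test), and Serpina3n, Fn1 and Fga did not pass the count filter. Bax did not change at an adjusted p under 0.05 from edgeR's test after OGD/R in shCtrl cells (0.00) or between the lines after OGD/R (0.00), and Bcl2 rose by 0.41 after OGD/R in shCtrl cells. In shAnxa2 cells, OGD/R changed Bax by 0.37 (adjusted p = 2.19e-06 from the same test) and Bcl2 by −0.31. Their interactions were 0.37 and −0.72, and untreated shAnxa2 cells differed from untreated shCtrl cells by −0.37 and 0.81. S100a10 fell by 0.43 on the log2 scale after OGD/R in shCtrl cells. Gapdh, to which the paper's RT-PCR is normalized, rose by 0.39 in shCtrl cells and changed by −0.41 in shAnxa2 cells after OGD/R. With quantile normalization the first of these was 0.08 (limma, adjusted p = 0.277, range 1.04e-25 to 0.277).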
